# The Role of *cis* Regulatory Evolution in Maize Domestication

**DOI:** 10.1371/journal.pgen.1004745

**Published:** 2014-11-06

**Authors:** Zachary H. Lemmon, Robert Bukowski, Qi Sun, John F. Doebley

## Abstract

Gene expression differences between divergent lineages caused by modification of *cis* regulatory elements are thought to be important in evolution. We assayed genome-wide *cis* and *trans* regulatory differences between maize and its wild progenitor, teosinte, using deep RNA sequencing in F_1_ hybrid and parent inbred lines for three tissue types (ear, leaf and stem). Pervasive regulatory variation was observed with approximately 70% of ∼17,000 genes showing evidence of regulatory divergence between maize and teosinte. However, many fewer genes (1,079 genes) show consistent *cis* differences with all sampled maize and teosinte lines. For ∼70% of these 1,079 genes, the *cis* differences are specific to a single tissue. The number of genes with *cis* regulatory differences is greatest for ear tissue, which underwent a drastic transformation in form during domestication. As expected from the domestication bottleneck, maize possesses less *cis* regulatory variation than teosinte with this deficit greatest for genes showing maize-teosinte *cis* regulatory divergence, suggesting selection on *cis* regulatory differences during domestication. Consistent with selection on *cis* regulatory elements, genes with *cis* effects correlated strongly with genes under positive selection during maize domestication and improvement, while genes with *trans* regulatory effects did not. We observed a directional bias such that genes with *cis* differences showed higher expression of the maize allele more often than the teosinte allele, suggesting domestication favored up-regulation of gene expression. Finally, this work documents the *cis* and *trans* regulatory changes between maize and teosinte in over 17,000 genes for three tissues.

## Author Summary

Modification of *cis* regulatory elements to produce differences in gene expression level, localization, and timing is an important mechanism by which organisms evolve divergent adaptations. To examine gene regulatory change during the domestication of maize from its wild progenitor, teosinte, we assessed allele-specific expression in a collection of maize and teosinte inbreds and their F_1_ hybrids using three tissues from different developmental stages. Our use of F_1_ hybrids represents the first study in a domesticated crop and wild progenitor that dissects *cis* and *trans* regulatory effects to examine characteristics of genes under various *cis* and *trans* regulatory regimes. We find evidence for consistent *cis* regulatory divergence that differentiates maize from teosinte in approximately 4% of genes. These genes are significantly correlated with genes under selection during domestication and crop improvement, suggesting an important role for *cis* regulatory elements in maize evolution. This work provides valuable insight into the evolution of gene regulatory elements during the domestication of an important crop plant.

## Introduction

Changes in the *cis* regulatory elements (CREs) of genes with functionally conserved proteins have been considered a key mechanism, if not the primary mechanism, by which the diverse forms of multicellular eukaryotic organisms evolved [1]–[3]. Variation in CREs allows for the deployment of tissue specific patterning of gene expression, differences in developmental timing of expression, and variation in the quantitative levels of gene expression. Furthermore, modification of CREs, as opposed to coding sequence changes, are assumed to have less pleiotropy and consequently have a lower risk of unintended deleterious effects in secondary tissues. The importance of CREs for the development of novel morphologies is supported by the growing catalog of examples for which differences in gene specific CREs between closely related species contributed to the evolution of diversity in form [4].

While compelling evidence for the importance of CREs in evolution has come from mapping causative variants to CREs, additional evidence has emerged from genomic analyses that show abundant *cis* regulatory variation both within [5]–[8] and between species [9]–[11]. Some studies have reported a bias such that genes with *cis* differences between species or ecotypes show preferential up-regulation of the alleles of one parent, possibly as a result of natural selection [7], [11], [12]. Consistent with the hypothesis that *cis* differences are a key element of adaptive evolution, divergence for *cis* regulation between yeast species is more often associated with positive selection than *trans* divergence [10], [13].

Crop plants offer a powerful system for the investigation of evolutionary mechanisms because they display considerable divergence in form from their wild progenitors, yet exhibit complete cross-fertility with these progenitors [14]–[16]. QTL fine-mapping experiments have provided multiple examples of modified CREs that underlie trait divergence between crops and their ancestors. These studies include examples in which *cis* changes confer the up-regulation of a gene during domestication [17], the down-regulation of a gene [18], [19], the loss of a tissue specific expression pattern [20], the gain of a tissue specific expression pattern [21], and a heterochronic shift in the expression profile [22]. These diverse modifications suggest that changes in CREs offer a powerful means to fine-tune gene expression to generate new plant morphologies.

Several transcriptional profiles contrasting crops and their ancestors have been performed, although the experimental designs used did not allow separation of *cis* and *trans* effects. These studies have shown that hundreds or even thousands of genes have altered expression in crops as compared to their progenitors and that genes with altered expression often show evidence for selection [23]–[25]. The data suggest massive alterations in gene expression profiles accompanied domestication. Work in cotton and maize shows a more frequent up-regulation of genes in the crop as compared to the wild ancestor, however whether this was due to *cis* or *trans* effects was not discernible [23], [24].

In this study, we used RNAseq to parse genome-wide expression differences between maize and its progenitor, teosinte (*Zea mays* ssp. *parviglumis*), into *cis* and *trans* effects. Three tissue types were assayed: immature ear, seedling leaf, and seedling stem. Approximately 70% of the 17,000 genes assayed show evidence of regulatory divergence between maize and teosinte. Over 1,000 genes show *cis* divergence that is highly consistent across our sampled maize and teosinte lines. For ∼70% of genes with consistent *cis* effects, the *cis* effects are specific to a single tissue type. The number of genes with *cis* differences is greatest for the ear, which underwent a profound transformation in form during domestication. Genes with *cis* regulatory differences between maize and teosinte are correlated with genes that show evidence for positive selection during domestication while *trans* genes are not. Maize also possesses less *cis* regulatory variation than teosinte over all genes and this deficit in maize is greatest for genes with *cis* regulatory divergence from teosinte. We observed a directional bias in genes with *cis* differences such that maize alleles were more frequently up-regulated than teosinte. Finally, our data provide a catalog of *cis* and *trans* regulatory variation for over 17,000 genes in three tissue types for 15 maize and teosinte inbred lines.

## Results

### RNAseq provides expression data for more than 17,000 genes in three tissues

RNAseq data for seedling leaf, seedling stem (including the shoot apical meristem), and immature ear from six maize inbreds, nine teosinte inbreds, and 29 of their F_1_ hybrids were used to examine variation in gene expression on a genome-wide scale. In total, 259 RNAseq libraries were constructed from an average of 1.96 biological replicates for each parent inbred and F_1_.

Overall, 996 million, 1.13 billion, and 1.21 billion F_1_ hybrid and 286 million, 283 million, and 276 million parent RNAseq reads were collected for ear, leaf, and stem tissue types, respectively (Table 1). These reads were aligned to custom-made parent specific pseudo-transcriptomes containing an average of 54,000 segregating sites (SNPs or small indels) in each of the 29 maize-teosinte contrasts. 

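RNA from immature ears, seedling leaves and seedling stems of maize-teosinte F1 hybrids and of their inbred parents was sequenced, and the authors deposited read counts at each segregating site, a position where the 2 parents of a cross carry different alleles. The deposited F1 counts give the reads of the maize allele and of the teosinte allele at a site, and the deposited parent counts give the reads of 1 inbred at the sites of all of its crosses. To make these counts the authors inserted the variants of each inbred into the B73 transcriptome (genome version AGPv2), aligned the reads with Bowtie to the combined transcriptomes of the 2 parents, kept perfect alignments only, and counted the depth at sites with genomic coverage in both parents. The counts are not normalized, and lanes and replicates are not pooled in them.
The values reported here rest on 172 F1 libraries and 88 parent libraries. The ear set holds 59 F1 libraries of 28 crosses, of which the 2 of Oh43xTIL10 carry the same replicate number, and 30 libraries of 15 inbreds (6 maize and 9 teosinte). The leaf set holds 57 F1 libraries of 29 crosses and 29 parent libraries, and the stem set holds 56 F1 libraries of 29 crosses and 29 parent libraries. A cross had a mean of 2 libraries per tissue. The F1 libraries of 2 other crosses were left out because the paper does not list these crosses. Counted at segregating sites, ear F1 libraries held between 815215 and 2688098 reads with a median of 1557763, leaf F1 libraries between 1061802 and 2999638 with a median of 1744891, and stem F1 libraries between 1273915 and 3181176 with a median of 1903676.5. Parent libraries held between 748184 and 4145399 reads in ear with a median of 1805610, between 605116 and 3769465 in leaf with a median of 1786751, and between 769967 and 4287183 in stem with a median of 1731422. The median F1 library had the maize allele in 50.4% of its reads in ear, 50.5% in leaf and 50.5% in stem. In 3 libraries of the cross B73xTIL01, 1 in each tissue, this share was higher, up to 80.7% in leaf and 80.1% in stem.

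**Figure D1:**
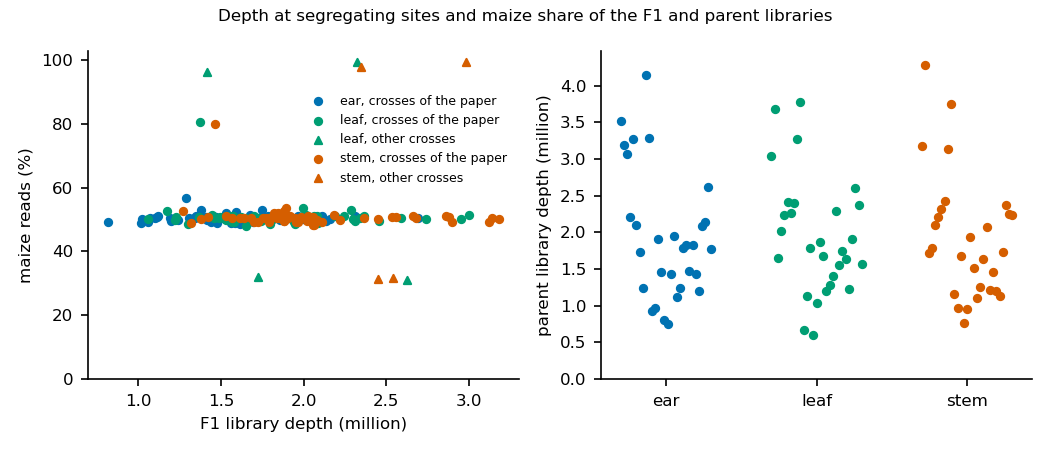
Reads at segregating sites of each F1 library against the percent of them that carry the maize allele, and reads of each parent library by tissue. Each point is a library (circles, crosses of the paper, and triangles, the 2 other crosses). Most circles lie close to 50% maize, with the B73xTIL01 libraries of leaf (80.7%) and stem (80.1%) apart, and the triangles lie far from 50%.

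Each genomic position of a gene was counted once, on the transcript with the most reads, since the files list a site under every transcript that holds it. This left a mean of 83570 sites per cross in ear, 83155 in leaf and 83155 in stem, where the paper's reported value is 54000. Lanes and replicates were summed per genotype and tissue, and the F1 depth of a gene was summed over its sites and over crosses. A read that covers several sites is counted at each of them, and the numbers of reads given here are such sums of depth. Over all crosses the F1 reads came to 93021820 in ear, 104447825 in leaf and 113646808 in stem, where the paper's Table 1 gives 74556872, 73094422 and 91355219. Parent reads, counted once for every cross an inbred belongs to, came to 102246872, 95380364 and 94709104, against 85296872, 78878805 and 78583423 in the same table. All results below use the larger numbers counted from the files.
The paper divides parent depths by the total reads of each inbred, which the files do not hold. The plan made before the data were examined was to divide by the total depth of each inbred in the files. This was changed after the files were opened and before any category or direction was computed, because inbreds with more crosses are counted at more sites. The inbreds were instead put on 1 scale by least-squares factors fitted to the depth at sites that 2 inbreds share. The largest residual of these factors was 1.09% in ear, 0.991% in leaf and 1.31% in stem. As in the paper's Text S1, the parent depths of a gene were then made from the maize percent at each site, weighted by the depth of the site, times the total depth. A log2 ratio is of maize over teosinte throughout. The cis effect is the log2 ratio in F1s, and the trans effect is the log2 ratio of the parents minus that of the F1s. Each binomial test was exact and two-sided, F1 and parent depths were compared by Fisher's exact test, and both were adjusted with Storey's q-values at a false discovery rate of 0.005.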

For F_1_ hybrid reads, 556 million, 672 million, and 716 million reads mapped to pseudo-transcriptomes in ear, leaf, and stem tissue, respectively. In parent inbred lines, 171 million, 170 million, and 163 million reads mapped to the pseudo-transcriptomes (Table 1). Thus, approximately the same percentage of reads (58.2% and 59.6%) mapped to pseudo-transcriptomes in both the F_1_ hybrids and parent datasets with about 7.15% of the total reads mapping to segregating sites in the individual F_1_ hybrids and their parents.

**Table 1:** Assignable RNAseq read counts from F_1_ hybrids and parents.

		F_1_ Hybrid Count	Parent Count	F_1_ Hybrid Percent of Total	Parent Percent of Total
Total Reads	Ear	996,210,711	286,233,926	-	-
	Leaf	1,133,517,167	282,553,096	-	-
	Stem	1,211,779,746	276,295,164	-	-
Aligned Reads	Ear	556,387,109	171,185,368	55.85%	59.81%
	Leaf	671,815,900	169,564,817	59.27%	60.01%
	Stem	716,223,906	162,866,225	59.11%	58.95%
Segregating Site Reads	Ear	74,556,872	85,296,872^a^	7.48%	29.80%^a^
	Leaf	73,094,422	78,878,805^a^	6.45%	27.92%^a^
	Stem	91,355,219	78,583,423^a^	7.54%	28.44%^a^

a A higher number and percentage of reads map to segregating sites in parents due to each set of parent reads being used in multiple comparisons. In contrast each of the F_1_ comparisons can only map to segregating sites between two pseudo-transcriptomes.

RNAseq reads for all 29 F_1_ hybrids and 15 parents that aligned to segregating sites in the transcriptomes represent 23,816, 24,055, and 24,643 genes for ear, leaf and stem tissues, respectively (Table 2). The union of these three groups is 25,619 genes, which is 65% of the 39,423 genes from the maize filtered gene set (version 5b). We applied a filter to this list, requiring a read depth of 100 in both the parent inbreds and F_1_ hybrids. This filter reduced the lists to 15,939, 15,931, and 16,018 genes in ear, leaf, and stem tissues, respectively. The union of these three groups is 17,579 genes or ∼45% of the filtered gene set. There is a large degree of overlap among the genes expressed in the three tissues with 14,421 of 17,579 genes (82%) seen in all three tissues. 

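Reads at segregating sites were counted for 28338 gene models in ear, 28396 in leaf and 29073 in stem. At least 100 reads in the F1s and 100 in the parents were counted for 16796 genes in ear, 16613 in leaf and 16767 in stem. The union was 18551 genes, of which 15003 (80.9%) passed in all 3 tissues, 1619 in 2 tissues and 1929 in a single tissue. Every gene model with a segregating site entered these counts, since the list of the maize filtered gene set was not used here. Among genes that passed, the median depth over all crosses of a tissue was 2443 reads in ear F1s, 2378 in leaf F1s and 2687 in stem F1s, and 1506.5, 1270 and 1283 reads in the parents. With a minimum of 1 read in place of 100, the number of genes assayed in all 3 tissues rose to 23153.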

Of the remaining genes, 1,467 are in two tissues and 1,691 are in only a single tissue (Figure 1).

**Figure 1:**
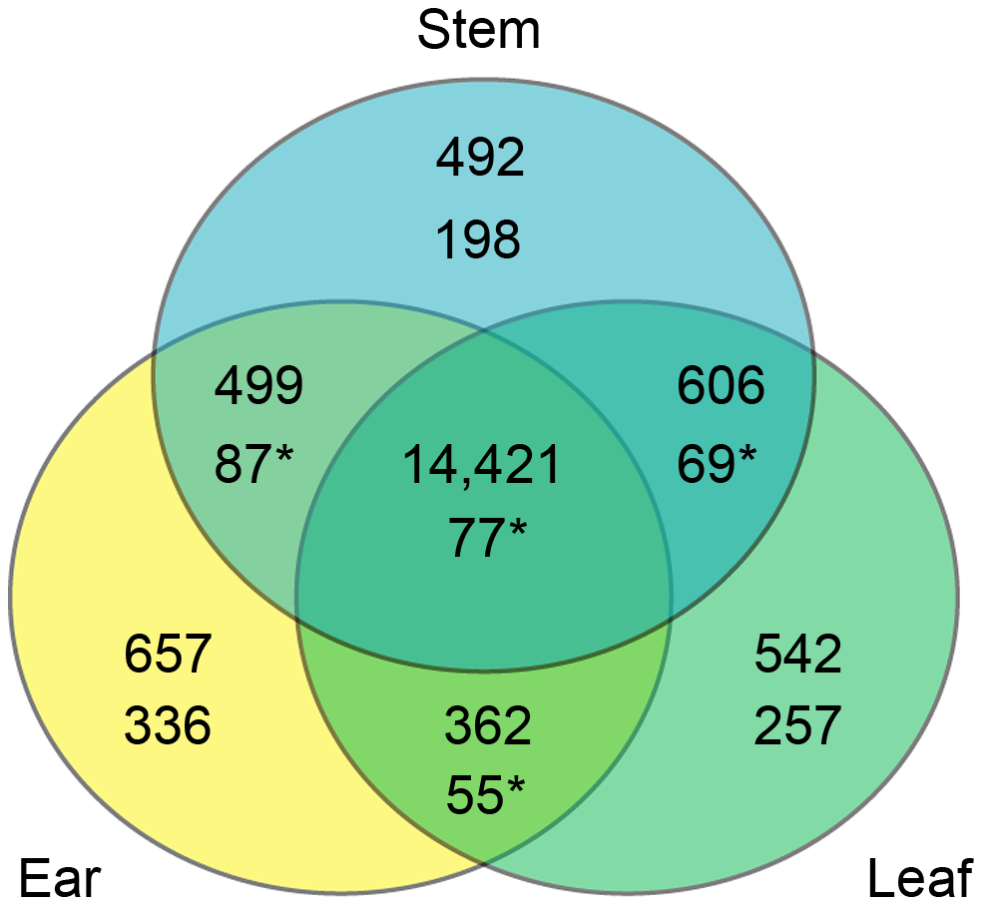
Overlap of genes assessed in the three tissues overall and in the CCT-AB gene list. Each compartment of the Venn diagram contains the tissue combination on top, number of genes overall in the middle, and number of genes from the CCT-AB gene list on bottom. CCT-AB overlap numbers marked by an “*” indicate significantly more overlap than expected by chance (permutation tests, p<1e-5). In the overall analysis the vast majority of genes (82%) were assayed in all three tissues. While this percent is much smaller for the CCT-AB candidate gene list (∼7%), this is still more of an overlap than expected by chance. The much higher degree of overlap of CCT-AB genes than expected suggests some CREs act in multiple tissues. Additionally, there are also many single tissue CCT-AB genes, which points towards the many *cis* elements that appear to function in tissue specific patterns.

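The CCT-AB list held 600 genes in ear, 489 in leaf and 480 in stem, and 1158 genes in any tissue. Of these, 108 genes (9.33% of the union) were on the list in all 3 tissues. For a test of the overlap, each list was first limited to its members among the 12895 genes that passed the filter on crosses in every tissue. Lists of these smaller sizes were drawn 100000 times from the 12895 genes, and on average 0.575 genes were shared, so that the observed number was 188 times the number expected by chance (one-sided permutation test, p = 1e-05, the smallest that these permutations can give). Genes with more reads are called more easily in every tissue, and the draws did not match genes for depth. All 108 genes favored the same allele in the 3 tissues. Within the 12895 genes, ear and leaf shared 154 genes (8.73 times the number expected by chance), ear and stem 182 (10.8 times), and leaf and stem 159 (11.3 times). With only the deepest site of each gene counted, 40 genes were on the list in all 3 tissues, the largest change among the alternatives tried. From the overlap beyond chance, the paper proposes that some cis regulatory elements act in multiple tissues.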

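Of the 1158 CCT-AB genes, 855 (73.8%) were on the list in a single tissue, namely 354 in ear, 274 in leaf and 227 in stem, and 195 (16.8%) in 2 tissues. A gene on the list of 1 tissue alone was not tested for a difference in cis effect from the other tissues.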

**Table 2:** Number of total, CCT (*cis* only or *cis*+*trans*), *trans* only, and *cis* only genes for which RNAseq data was collected and expression was assayed.^1^

	Ear	Leaf	Stem	Union
Genes with mapped RNAseq reads	32,858	32,645	33,316	34,636
Genes with reads and segregating sites	23,816	24,055	24,643	25,619
Genes with 100 or more total depth	15,939	15,931	16,018	17,579
Total CCT genes	5,618	5,398	5,435	10,095
Filtered CCT genes^2^	4,770	4,494	4,601	8,396
ABC-List CCT	1,545	1,327	1,371	3,027
C-List CCT	990	869	940	2,326
B-List CCT	512	436	404	1,042
A-List CCT	43	22	27	69
ABC-List *trans* only	1143	1273	534	2665
C-List *trans only*	666	790	385	1721
B-List *trans only*	419	455	144	984
A-List *trans only*	58	28	5	90
ABC-List *cis* only	859	594	832	1866
C-List *cis* only	561	412	582	1380
B-List *cis* only	272	172	234	590
A-List *cis* only	26	10	16	41

1 Only genes from the maize filtered gene set (version 5b) were considered.

2 Filtered to include genes assayed in 15 F_1_ hybrids including three unique maize and five unique teosinte inbred lines.

### Prolific regulatory variation but few consistent *cis* differences

We measured *cis* regulatory effects as log_2_ of the ratio of maize to teosinte read counts in F_1_ hybrids, and the *trans* effects as the difference between the F_1_ and parent log_2_ ratios. Binomial and Fisher's exact tests were used to determine whether these ratios deviated from 1∶1 and to assign genes to one of seven regulatory categories (Table 3; see Materials and Methods). In overall maize versus teosinte comparisons, about 70% of genes (69.27% ear, 74.21% leaf, and 63.82% stem genes) from the three tissues were classified as having significant *cis* and/or *trans* regulatory effects (Figure 2, Figure S1). 

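The binomial test on F1 depths was significant for 9516 genes in ear (56.7% of those assayed), 9960 in leaf (60.0%) and 10264 in stem (61.2%), and the test on parent depths for 11267, 11581 and 9768 genes. A significant cis or trans effect was assigned to 11518 genes in ear (68.6%), 12349 in leaf (74.3%) and 10459 in stem (62.4%). These tests treat every count as an independent observation, so differences between crosses or between replicates of a genotype do not enter their error. Nor does it enter that a read covering several sites of a gene is counted at each of them. Tests and intervals on the summed depth of a gene are too confident where this occurs. With the maize and teosinte depths of each cross as a pair, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at the same threshold called 839 genes in ear F1s (525 higher for the maize allele), 689 in leaf F1s (489 higher for the maize allele) and 687 in stem F1s (463 higher for the maize allele). The same tool, applied to parent libraries with a correction for the sites each inbred has, called 1330 genes in ear, 1184 in leaf and 240 in stem. In simulated parent libraries 37 of the genes called this way were unchanged, and 36% of 200 genes changed 2-fold were called. In these fits 2 libraries of an inbred count as separate samples, and with the libraries of an inbred summed the counts were 368, 61 and 16. The summed fit called 0% of the 200 simulated changed genes, so its low counts do not show that few genes differ. Crosses share parents and are not independent of each other.

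**Figure D2:**
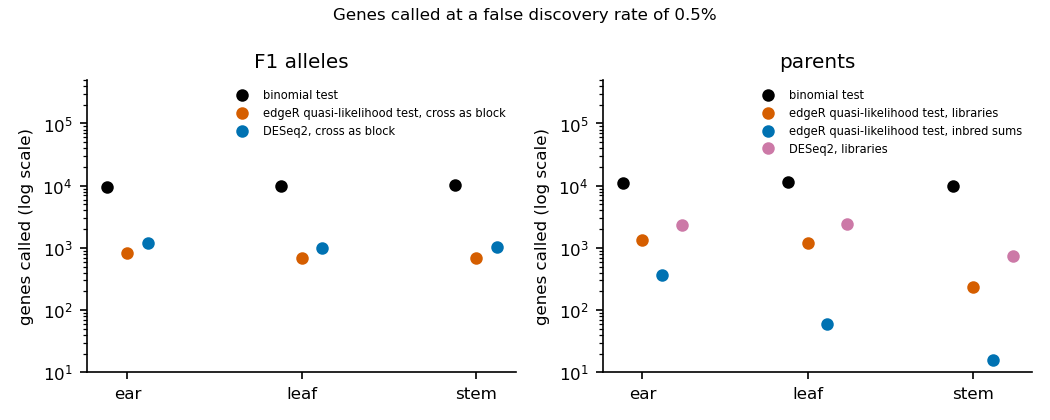
Number of genes called in F1s and in parents of each tissue by the binomial test on summed reads and by edgeR and DESeq2, on a log axis. The binomial test calls 9516, 9960 and 10264 genes in the F1s, and edgeR calls 839, 689 and 687.

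When the alleles were exchanged in crosses chosen at random, the binomial test still called at least 51.8% as many genes, as a median over draws in any tissue. Apart from the scaling of the parents first planned, under which it was 95.2% in ear, 93.7% in leaf and 95.9% in stem, the share of genes with a cis or trans effect lay between 50.2% and 85.7% in ear, 52.8% and 89.6% in leaf, and 42.9% and 82.0% in stem over the alternatives written before, with the highest values at an FDR of 5%.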

The remaining genes were classified as having conserved (18.6%, 15.5%, and 20.7%) or ambiguous (12.1%, 10.2%, and 15.5%) expression patterns. All three tissues had similar proportions of genes falling into the different regulatory categories in the overall maize-teosinte comparison (Figure 2, Figure S1).

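In ear, 3375 genes (20.1%) were classified as cis only, 3085 (18.4%) as trans only, 2613 (15.6%) as cis+trans, 1210 (7.20%) as cis×trans and 1235 (7.35%) as compensatory. In leaf the same categories held 2636 (15.9%), 3399 (20.5%), 3112 (18.7%), 1738 (10.5%) and 1464 (8.81%) genes. In stem they held 3611 (21.5%), 2082 (12.4%), 2196 (13.1%), 1026 (6.12%) and 1544 (9.21%) genes. Conserved expression was found for 3211 genes (19.1%) in ear, 2558 (15.4%) in leaf and 3568 (21.3%) in stem, and 2067 (12.3%), 1706 (10.3%) and 2740 (16.3%) genes were ambiguous. Conserved genes had fewer reads than cis+trans genes, with a median F1 depth of 1283 against 4667 in ear, 1113.5 against 4723.5 in leaf, and 1544 against 5746.5 in stem. At this depth the category of a gene reflects the power of the tests as well as the size of its ratio. The median cis only gene had a log2 F1 ratio of 0.37 in size in ear, 0.42 in leaf and 0.36 in stem, that is without regard to sign.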

**Figure 2:**
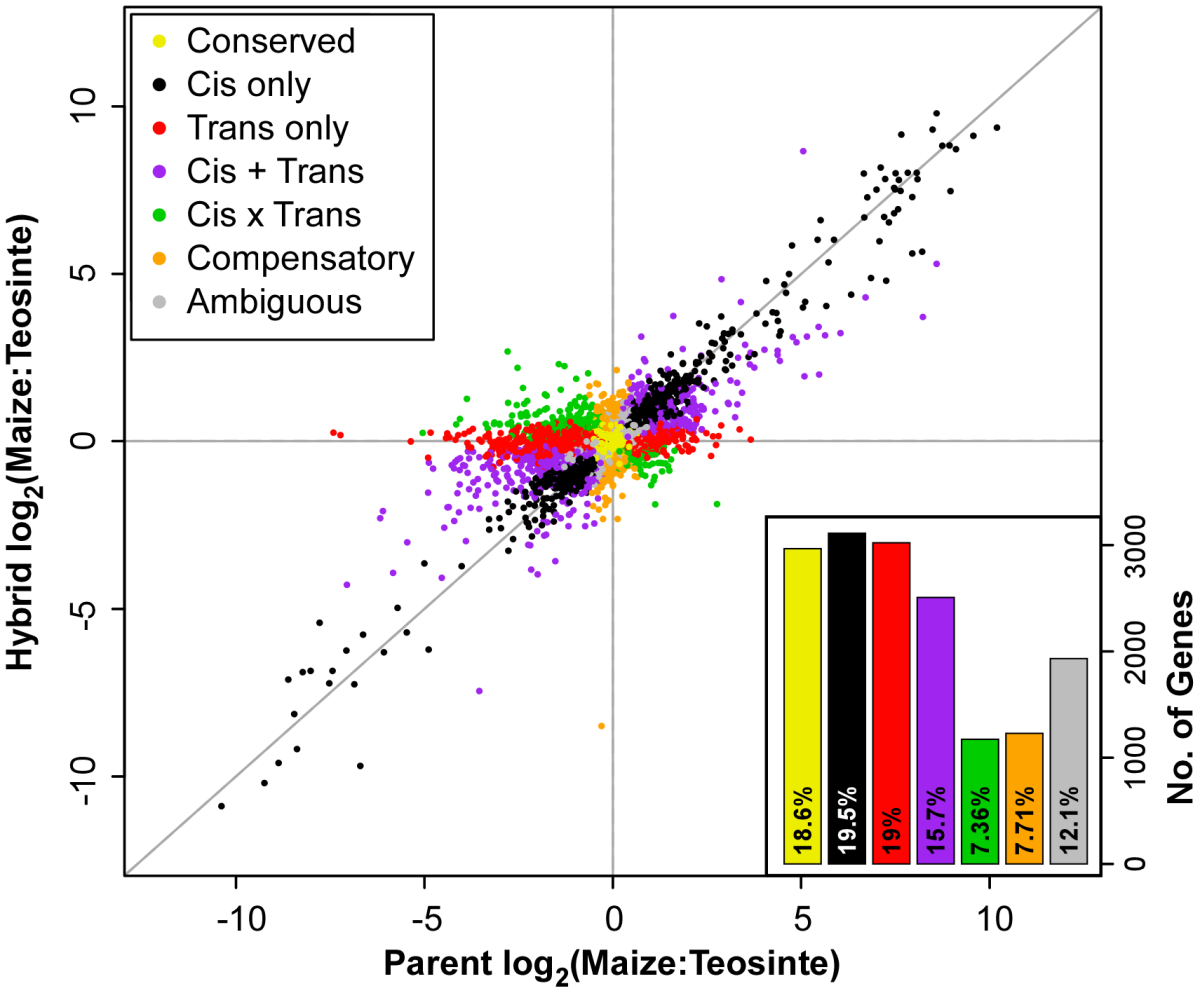
Log_2_ of parent versus hybrid ear tissue allele-specific expression ratios. The parent (x-axis) versus F_1_ hybrid (y-axis) allele-specific expression ratios for 15,939 genes are plotted against each other. Regulatory category in terms of the combination of significant statistical tests determined using the method described in methods is shown designated by color. Proportion and count of genes falling into the various regulatory categories are also shown in the lower right hand corner barplot.

**Table 3:** Regulatory category as defined by significant (Sig.) with FDR<0.005 or not significant (Not Sig.) binomial tests (BT) and Fisher's exact tests (FET).

Category	Parent BT	Hybrid BT	FET	Favored allele?
*Cis*	Sig.	Sig.	Not Sig	-
*Trans*	Sig.	Not Sig	Sig.	-
*Cis*+*Trans*	Sig.	Sig.	Sig.	Same
*Cis*×*Trans*	Sig.	Sig.	Sig.	Opposite
Compensatory	Not Sig	Sig.	Sig.	-
Conserved	Not Sig	Not Sig	-	-
Ambiguous	All other patterns of significance or non-significance			

We asked what proportion of regulatory divergence between maize and teosinte was due to *cis* effects by calculating the ratio: |*cis*|/(|*cis*|+|*trans*|) [11]. Overall, *cis* effects account for 45%, 42% and 47% of regulatory divergence for ear, leaf and stem tissue, respectively (Table S1). 

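The percent of divergence due to cis was computed for every assayed gene with both ratios defined. Its mean was 45.6% ± 0.209 (SE, n = 16709 genes) in ear, 41.8% ± 0.206 (SE, n = 16546) in leaf and 48.2% ± 0.205 (SE, n = 16697) in stem. The standard errors are over genes, which are not independent replicates. With the bins taken from one part of the parent replicates and the ratios from the other, the means fell to 43.2% in ear, 36.7% in leaf and 45.8% in stem.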

We further asked the relative contribution of *cis* and *trans* in generating large expression differences by binning genes based on the magnitude of overall expression difference (|log_2_ parent ratio|). This analysis shows that the proportion of divergence due to *cis* is greater with greater total divergence in expression (Figure 3). At high degrees of expression divergence between maize and teosinte (log_2_ change of 5 or more), over 75% of divergence is due to *cis*. Thus, large expression differences appear to be caused primarily through difference in *cis* regulation as opposed to *trans*.

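Genes with a log2 parent ratio below 1 in size had a mean percent cis of 46.2% ± 0.218 (SE, n = 14758 genes) in ear, 42.7% ± 0.217 (SE, n = 14300) in leaf and 48.3% ± 0.211 (SE, n = 15317) in stem. In the next bin, from 1 to 2, the mean was lower in each tissue, at 40.2% ± 0.790 (SE, n = 1420) in ear, 34.1% ± 0.664 (SE, n = 1799) in leaf and 45.0% ± 0.930 (SE, n = 1072) in stem. From 2 to 3 the mean was 38.2% ± 1.78 (SE, n = 303) in ear, 40.1% ± 1.71 (SE, n = 316) in leaf and 46.1% ± 2.17 (SE, n = 186) in stem, so that in ear it fell further. At a log2 ratio of 5 or more the mean was 70.4% ± 3.16 (SE, n = 65) in ear, 71.0% ± 3.77 (SE, n = 37) in leaf and 75.9% ± 3.93 (SE, n = 35) in stem. This bin exceeded the lowest bin by 24.3 percentage points in ear, 28.3 in leaf and 27.5 in stem (two-sided permutation tests over genes, p = 1e-05 in each, the smallest that 100000 permutations can give, and 1e-05 after Benjamini-Hochberg adjustment over the 3 tests). Genes with no reads of 1 allele have no defined ratio and are not in these bins. With 0.5 added to each count, 148 genes in ear, 102 in leaf and 100 in stem reached a log2 ratio of 5. In 70.9%, 76.5% and 83.0% of them 1 allele had less than 3% of the reads in both F1s and parents. The choice by parent ratio already makes 1 allele rare in the parents, so only the F1 part is informative. The difference in ear was smaller under other choices, at 16.2 percentage points with a minimum depth of 1000 reads in place of 100 (permutation p = 0.234) and 6.13 without the libraries numbered replicate 1 (permutation p = 0.145), and at 3.26 (permutation p = 0.614) with only gene models listed in RefSeq, a choice made after the data were seen. In leaf the difference lay between 21.0 and 37.4 percentage points over the alternatives written before. With a replicate left out it lay between 17.2 and 28.3. From the rise of the proportion due to cis with total divergence, the paper reasons that large expression differences appear to come mainly from cis regulation.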

**Figure 3:**
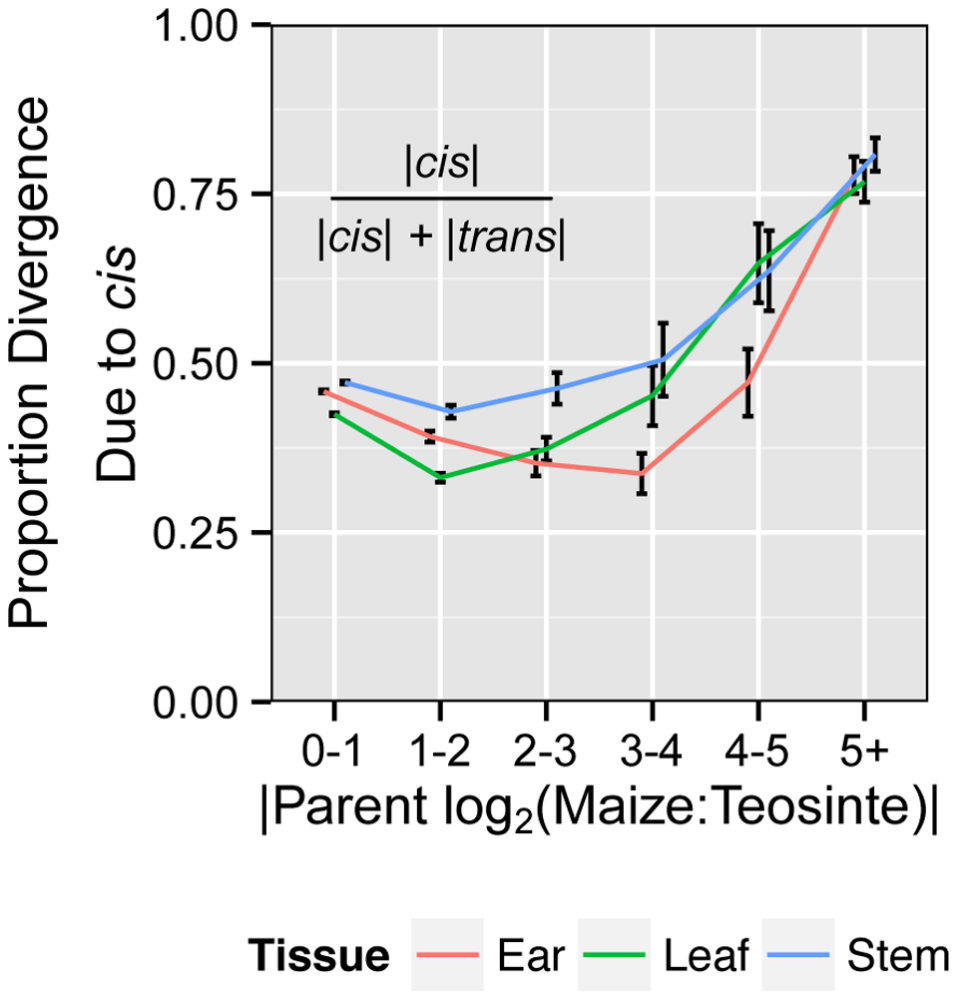
Proportion of expression divergence due to *cis* regulatory differences. The amount of total differential expression between the maize and teosinte parents due to the directly measured *cis* effect (F_1_ hybrid expression ratio) is shown with error bars depicting 95% confidence intervals. Total divergence (log_2_ of parent expression ratio) was binned from 0–1, 1–2, 2–3, 3–4, 4–5, and 5+. Divergence due to *cis* effects increases with total divergence, suggesting large expression differences tend to be caused by *cis* rather than *trans* regulatory differences.

A primary goal in this study was to identify genes with *cis* regulatory differences between maize and teosinte. Such genes in the *cis* only or *cis* plus *trans* regulatory categories (CCT genes) are candidates for direct targets of selection during maize domestication or improvement for altered gene expression. We identified 5,618 ear, 5,398 leaf and 5,435 stem CCT genes in the overall analysis (Table 2). To exclude CCT genes with little data, the list was filtered to include only genes assayed in at least 15 maize-teosinte F_1_s involving at least three maize and five teosinte inbred lines. This filtering resulted in 4,770 ear, 4,494 leaf, and 4,601 stem CCT genes (union of 8,396 genes). 

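Cis only and cis+trans genes together came to 5988 in ear (35.7% of assayed genes), 5748 in leaf (34.6%) and 5807 in stem (34.6%), or 10685 genes in any tissue. The filter on crosses and inbreds, which 13877 assayed genes passed in ear, 13796 in leaf and 13953 in stem, left 5028, 4782 and 4891 CCT genes, a union of 8882. With only the deepest site of each gene, there were 3181 filtered CCT genes in ear, 3114 in leaf and 2984 in stem, the largest change among the settings that were run.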

Next, we asked if genes on the filtered CCT list consistently favor expression of maize or teosinte alleles in the individual F_1_ hybrids. The goal was to exclude CCT genes for which the significant overall *cis* effect was caused by a large expression bias in one or a few F_1_ crosses. We defined three levels of consistency: groups A, B and C for which 100%, 90% and 80% of F_1_s showed the same directionality, respectively. Groups A, B, and C genes combined across tissues contained 69, 1,042, and 2,326 genes respectively (Table 2). Thus, relatively few of the 8,396 filtered CCT genes show a significant overall *cis* effect that is highly consistent among 15 or more F_1_ hybrids.

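The A list held 53 genes in ear, 25 in leaf and 37 in stem (82 in any tissue), the B list 547, 464 and 443 (1111 in any tissue), and the C list 1037, 901 and 936 (2402 in any tissue). Of the filtered CCT genes, 32.6% in ear, 29.1% in leaf and 29.0% in stem had at least 80% of their F1s, weighted by depth, on the same side. Direction in all F1s was found for 1.05% in ear, 0.523% in leaf and 0.756% in stem. The median filtered CCT gene had a ratio of 1.24-fold in ear, 1.26-fold in leaf and 1.25-fold in stem, and the median A-list gene 2.38-fold, 4.56-fold and 2.8004-fold. By edgeR with crosses as pairs, 370 of the 600 AB-list genes of ear, 259 of 489 in leaf and 272 of 480 in stem had a Benjamini-Hochberg adjusted p below the threshold, although these lists were chosen on the same reads. When every cross counted once rather than by its depth, the B list shrank to 204 genes in ear, 130 in leaf and 159 in stem.
The A-list genes with the largest F1 ratios, 3 toward each allele in each tissue, were 13 different genes, and in 14 of the 18 combinations of gene and tissue 1 allele had 3 or fewer reads. GRMZM2G121354 (chromosome 6, sites from 81615764 to 81617586 of B73 AGPv2) had 1 maize and 870 teosinte reads in ear F1s, 1 and 407 in leaf F1s and 3 and 470 in stem F1s, with the teosinte allele higher in all 19, 20 and 19 crosses. GRMZM2G180898 (chromosome 5, sites from 120738686 to 120747422) had 946 maize and 3 teosinte reads in ear F1s and 571 and 2 in stem F1s, with the maize allele higher in all 27 and 28 crosses. GRMZM2G069840 (chromosome 9, sites from 143842640 to 143844322) had 14 maize and 544 teosinte reads in leaf F1s and 6 and 745 in stem F1s. A near-absence of reads from 1 allele at every site of a gene is also what a missing gene copy or a failure of its reads to align would give, and the counts do not separate these from low expression.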

### Possible directional bias in *cis* evolution

Visual examination of Figure 1 shows a greater density of *cis* genes (black points) with positive log_2_ hybrid expression ratios than with negative ratios, suggesting *cis* evolution during domestication more often favored alleles with increased expression in maize relative to teosinte. Consistent with this visual observation, the number of CCT (ABC list) genes with a positive (maize biased) versus negative (teosinte biased) log_2_ hybrid expression ratio are 947∶598, 844∶483 and 826∶545 for ear, leaf and stem, respectively (Table S2). All of these ratios are significantly different from a 50∶50 unbiased expectation (binomial test, p<0.001). Additionally, a plot of the distribution of log_2_ hybrid expression ratio for CCT genes shows a greater density of genes with positive values for all three tissues (Figure 4, Figure S2).

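On the ABC list the maize allele was higher for 950 genes and the teosinte allele for 687 in ear, which is 58.0% maize (Wilson 95% interval 55.6 to 60.4, two-sided exact binomial test, p = 8.63e-11). In leaf the numbers were 884 and 506, or 63.6% (61.03 to 66.09, exact p = 2.56e-24), and in stem 864 and 552, or 61.02% (58.5 to 63.5, exact p = 1.06e-16). All intervals of this kind cover counting error only and treat genes as independent, which genes under shared regulators are not. Over the 9 tests on the ABC, AB and A lists, the Benjamini-Hochberg adjusted p of the ABC list was 2.59e-10 in ear, 2.31e-23 in leaf and 4.76e-16 in stem, and the largest of the 9 was 0.0201. The AB list had 377 maize-biased and 223 teosinte-biased genes in ear, 315 and 174 in leaf, and 298 and 182 in stem, and the A list 38 and 15, 19 and 6, and 26 and 11.
The excess was smaller among genes with large ratios. Of ABC genes with reads of both alleles and an F1 ratio below 1.5-fold, 61.1% in ear, 65.8% in leaf and 63.9% in stem favored maize. At 1.5-fold or more the shares were 53.6% in ear (365 of 681 genes, p = 0.0658), 61.3% in leaf (p = 4.7e-09) and 57.3% in stem (p = 0.000336), and at 3-fold or more they were 52.4%, 58.2% and 53.0% (p = 0.589, 0.0635 and 0.543, two-sided exact binomial tests).

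**Figure D3:**
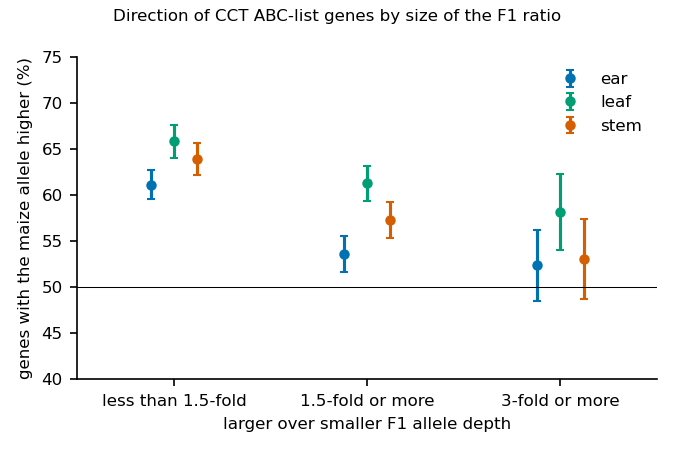
Percent of CCT-ABC genes with the maize allele higher, by the size of the F1 ratio and by tissue, with bars of 1 standard error. In ear the share falls from 61.1% below 1.5-fold to 52.4% at 3-fold or more.

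Without the F1s of B73, the share on the ABC list of leaf fell to 55.7%. These F1s hold the 3 B73xTIL01 libraries with a raised maize share, which were kept in the values above. Without these 3 libraries alone the share was 57.0% in ear, 60.6% in leaf and 56.4% in stem. The F1 ratio of the median filtered gene was 1.02-fold toward maize in ear and 1.03-fold in leaf and stem. F1 reads were also scaled to take this out and the lists rebuilt. The share was then 50.5% in ear, 51.2% in leaf and 48.8% in stem (two-sided exact binomial tests, p = 0.727, 0.4002 and 0.401). Such scaling balances higher and lower genes among the filtered genes whatever the cause. A share near 50% after it therefore cannot show where the excess comes from. Which genes are listed depends on how the parents are scaled, since the categories use the parent depths. Over the 24 alternatives written before, parent ratios centred on their median and no scaling among them, the share lay between 56.4% and 63.8% in ear, 55.7% and 69.1% in leaf, and 54.5% and 68.2% in stem, and with a replicate left out between 55.7% and 64.7%, 59.0% and 63.6%, and 59.0% and 61.02%. With the scaling first planned, by the total depth of each inbred in the files, the maize allele was higher for 20.8% of the ABC list in ear, 27.5% in leaf and 19.1% in stem, which reverses the excess. Calls by edgeR on F1 alleles use no parent depths when made without a depth filter, and of these 61.6% in ear, 68.9% in leaf and 66.2% in stem were higher for the maize allele. Under the scaling first planned 95.2% of genes in ear, 93.7% in leaf and 95.9% in stem had a cis or trans effect.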

**Figure 4:**
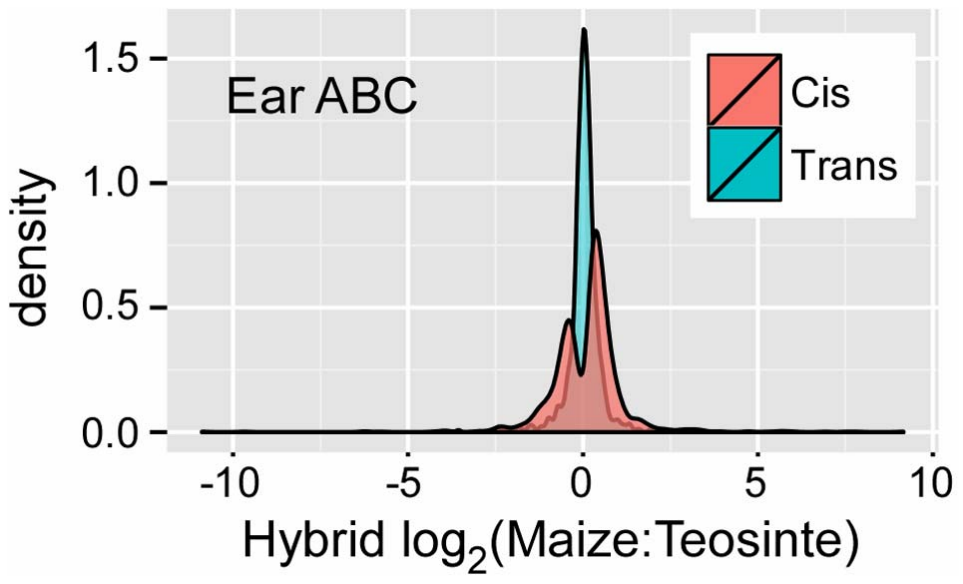
*Cis* versus estimated *trans* regulatory effect for CCT-ABC genes in the ear. CCT genes have a directional bias with more genes overall favoring the maize allele (positive ratio) than teosinte (negative ratio). Genes with consistent *cis* regulatory differences tend to favor the domesticated maize allele.

The apparent bias in directionality of *cis* evolution could be the result of error in our bioinformatics pipeline. One potential error is preferential alignment of maize RNAseq reads due to greater sequence divergence of teosinte lines from the reference transcriptome (B73) as compared to maize inbred lines. If such systematic error exists, the observed bias in directionality of *cis* evolution would be expected to be greatest for F_1_s involving the reference B73 (zero alignment bias of maize reads and high bias for teosinte) and less extreme for crosses between teosinte and non-reference maize lines (moderate bias for non-reference maize and high bias for teosinte).

To test this expectation, we calculated the number of CCT (ABC list) genes with positive versus negative log_2_ hybrid expression ratios for F_1_s involving B73 and non-B73 maize parents separately. For ear tissue, there are 569 teosinte-biased and 975 maize-biased genes for B73 F_1_s and 606 teosinte-biased and 939 maize-biased genes for non-B73 F_1_s. A Fisher's exact test fails to reject the null hypothesis of equivalent ratios (p = 0.18). There was also no evidence for non-equivalent ratios with the other two tissue types (Table S3). Thus, we see no evidence for significantly greater bias for maize alleles in crosses involving B73 versus the non-reference maize parents, suggesting alignment bias does not explain the excess of CCT genes with the maize allele expressed higher than the teosinte allele.

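For the ABC list of ear, B73 F1s had 950 maize-biased and 686 teosinte-biased genes (58.1% maize) and non-B73 F1s 956 and 681 (58.4%), an odds ratio of 0.986 (two-sided Fisher's exact test, p = 0.859). In leaf the numbers were 883 and 501 (63.8%) in B73 F1s and 882 and 508 (63.5%) in the others, an odds ratio of 1.02 (exact p = 0.875). In stem they were 889 and 520 (63.1%) and 862 and 554 (60.9%), an odds ratio of 1.0988 (exact p = 0.230). After Benjamini-Hochberg adjustment over the 3 tests the p values were 0.875, 0.875 and 0.689. With the scaling of the parents first planned, the odds ratio was 1.12 in ear, 1.33 in leaf (exact p = 0.00341) and 1.68 in stem (exact p = 1.38e-06). The 2 sets of F1s were tallied over the same genes, which were listed from all F1s together, so that the 2 tallies are not independent. The paper reasons that a bias in alignment toward the reference would give a larger excess in B73 F1s, and from the lack of such a difference it proposes that alignment bias does not explain the excess of maize-biased genes.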

### Gene expression variation is greater in teosinte

Both the domestication bottleneck and selection during domestication are expected to reduce variation in maize as compared to teosinte. We asked if these reductions in variation are apparent in our gene expression data. To quantify whether variation in maize or teosinte was the source of the variation in expression ratios among F_1_ hybrids, a linear model was fitted on a gene-by-gene basis with maize and teosinte inbred parent as explanatory factors for hybrid expression ratio. Among ∼13,000 genes included in this analysis, the maize parent explains only 85% as much variation as the teosinte parent (Figure 5, Table S4). The reduction is consistent across all seven regulatory categories (Figure S3). This represents the general reduction in diversity of maize as compared to teosinte, presumably a result of the domestication bottleneck.

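The linear model was fitted to the F1s of the 6 maize and 6 of the teosinte inbreds, without TIL05, TIL10 and TIL15, weighted by depth. Averaged over 13676 genes in ear, the maize parent explained 29.1% of the variation in F1 ratio and the teosinte parent 34.9%, a ratio of 83.5% ± 0.741 (bootstrap SE over genes). In leaf (13572 genes) the parents explained 29.2% and 33.2%, a ratio of 88.0% ± 0.856, and in stem (13769 genes) 29.3% and 33.9%, a ratio of 86.5% ± 0.799. Exchanging the 2 R-squared values of randomly chosen genes 100000 times gave no larger difference (two-sided permutation tests, p = 1e-05 in each tissue, the smallest that the permutations can give, and 1.33e-05 after Benjamini-Hochberg adjustment over the 12 tests on 4 gene sets). Every gene rests on crosses of the same 6 maize and 6 teosinte inbreds. Tests and standard errors over genes therefore do not measure how the ratio would vary with other inbreds. Across the 7 regulatory categories and 3 tissues the ratio lay between 79.2% and 94.0%, and 20 of these 21 ratios had a p below 0.05 after Benjamini-Hochberg adjustment over the 21, the exception being compensatory genes in ear (permutation test, p = 0.0733).
The estimate depended on which crosses entered it. With the libraries of all 31 deposited crosses, which adds Mo17xTIL25 and CML103xTIL25 in leaf and stem, the ratio over all genes was 126% in leaf and 128% in stem. The added libraries have maize shares far from the 50% of an F1 (98.3% and 31.4% in leaf, 98.7% and 31.6% in stem), so these 2 ratios say little about the crosses of the paper. When 1 teosinte inbred was left out the ratio lay between 96.8% and 104% in ear, 102% and 110% in leaf, and 101% and 108% in stem. For AB genes it lay between 82.5% and 94.9% in ear, 85.9% and 97.2% in leaf, and 85.3% and 94.9% in stem. When 1 maize inbred was left out it lay between 68.1% and 75.3% in ear, 73.3% and 77.3% in leaf, and 71.4% and 76.3% in stem. A parent with fewer inbreds in the model has fewer terms with which to explain variation. With the F1s of each gene exchanged at random among the crosses, the same models without 1 teosinte inbred gave ratios over all genes with means between 124% and 133%, above the ratios of the real F1s. From the lower value for maize, the paper reasons that maize has lost diversity relative to teosinte, presumably in the domestication bottleneck.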

**Figure 5:**
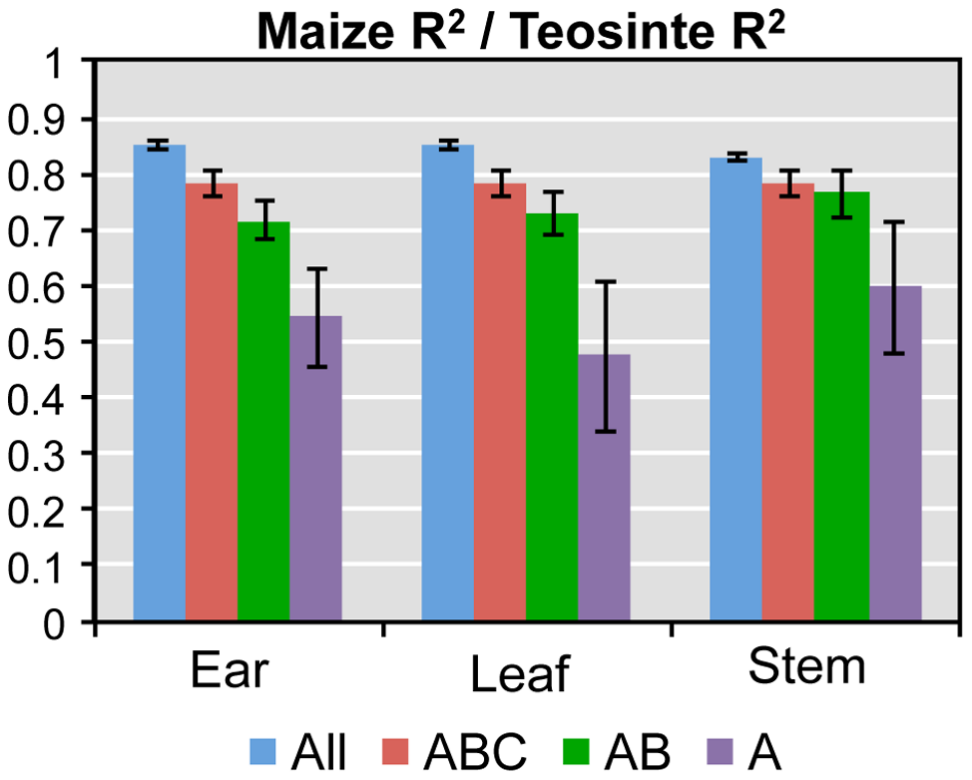
Ratio of the average maize to teosinte R^2^ values for individual genes from models explaining hybrid expression by maize and teosinte parent. In all three tissues, the proportion of maize to teosinte R^2^ decreases in candidate CCT gene lists with the strongest candidates (CCT-A) having the most extreme reduction in variation in maize relative to teosinte. Error bars indicate ± one standard error.

While the bottleneck predicts reduced expression variation in maize overall, genes that were targets of selection for regulatory differences should have an even greater reduction in expression variation. Consistent with this expectation, we observed a greater reduction in variation in maize as compared to teosinte for CCT genes than the full set of ∼13,000 genes (Figure 5, Table S4). For the CCT-ABC genes, maize contributes 78% of teosinte variation, for the AB group ∼73%, and for the A group only 54% of teosinte variation. Thus, among our strongest *cis* regulatory candidate genes (A group), the data indicate that maize explains only about half as much of the *cis* regulatory variation as teosinte.

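For CCT-ABC genes the ratio of maize to teosinte R-squared was 79.5% ± 2.15 (bootstrap SE, n = 1549 genes) in ear, 82.8% ± 2.52 (n = 1315) in leaf and 80.5% ± 2.27 (n = 1347) in stem. For AB genes it was 72.02% ± 3.80 (n = 534), 76.7% ± 4.46 (n = 439) and 75.6% ± 3.96 (n = 427). For A genes it was 57.0% ± 11.3 (n = 35) in ear, 47.1% ± 14.4 (n = 16) in leaf and 56.9% ± 12.9 (n = 23) in stem. By two-sided permutation tests over genes the ABC and AB lists had p = 1e-05 in each tissue, and the A list had p = 0.00627 in ear, 0.0222 in leaf and 0.0139 in stem, with Benjamini-Hochberg adjusted p of 0.00752, 0.0222 and 0.0151 over the 12 tests on 4 gene sets. These test each list against equal R-squared, not against the other lists, and take genes and not inbreds as the unit. A version of the model with each parent alone and adjusted for its number of inbreds lowered the ratio of the A list to 21.6% in ear.
The reduction was found among genes with the maize allele higher. Over all genes with the maize allele higher the ratio was 71.2% in ear, 76.5% in leaf and 72.7% in stem. Over all genes with the teosinte allele higher it was not reduced. There it was above equal R-squared in leaf (106%, permutation test, p = 5e-05) and stem (108%, p = 1e-05), and 101% in ear (p = 0.578). For AB genes with the maize allele higher the ratio was 56.7% in ear, 65.3% in leaf and 60.9% in stem. For AB genes with the teosinte allele higher it was 107%, 102% and 107%, not distinguishable from equal R-squared (permutation tests, p = 0.453, 0.845 and 0.461). The 2 groups differed in maize minus teosinte R-squared by 20.6 percentage points in ear (two-sided permutation test, p = 1e-05), 14.3 in leaf (p = 9e-05) and 18.1 in stem (p = 1e-05).

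**Figure D4:**
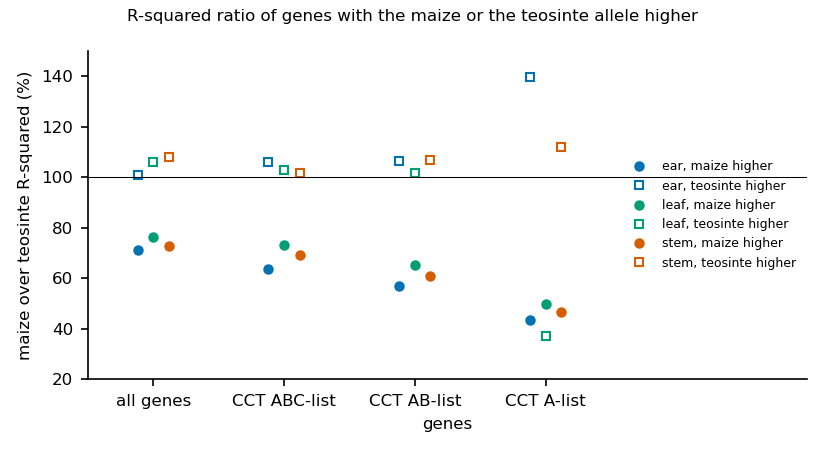
Ratio of maize to teosinte R-squared in percent for all genes and for the CCT-ABC, AB and A lists, split by the allele that is higher in F1s (filled circles, maize, and open squares, teosinte). For all genes and the ABC and AB lists the circles lie below the squares in each tissue, and on the A list the squares rest on 8 genes in ear, 3 in leaf (36.9%) and 5 in stem.

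For its strongest candidates the paper reads its data as a much smaller part of the cis regulatory variation explained by maize than by teosinte, and it puts forward selection as a possible reason.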

The reduction in gene expression variation in maize versus teosinte is also seen in the number of individual genes with significant effects due to the maize and/or teosinte parent on the F_1_ expression ratio (Table S5). In terms of numbers of genes on the AB list CCT genes, there were 2.0 to 2.5 fold more genes for which only the teosinte parent contributed significant variation to the F_1_ expression ratios than genes for which only the maize parent contributed. This difference is 5-fold in favor of teosinte for CCT genes on the A list.

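Taking the parent terms with p below 0.05 in the F-tests of the linear model, only the teosinte parent was significant for 145 AB-list genes in ear and only the maize parent for 55, a ratio of 2.64. In leaf the numbers were 108 and 38 (2.84), and in stem 117 and 52 (2.25). On the A list they were 15 and 2 in ear, 4 and 1 in leaf, and 10 and 1 in stem. Over all genes they were 3002 and 1696 in ear, 2787 and 1697 in leaf, and 2865 and 1839 in stem. With all 31 crosses the number of AB-list genes with only the teosinte parent significant fell to 54 in leaf and 56 in stem. The crosses added there have maize shares far from those of an F1, so this fall says little about the crosses of the paper.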

### Selection candidate genes are enriched for CCT genes

We compared CCT genes to putative targets of selection during maize domestication and improvement from a recent study [26]. There is significant enrichment for CCT genes among selection candidate genes for all three tissues (Table 4). The strength of the association with selected genes is strongest for the union of CCT genes from all three tissues. For example, there are 139 CCT-AB genes among the selected genes, while 87.7 would be expected by chance. Also, there were 10 CCT (A-list) genes from stem tissue among selected genes when only 2.16 were expected, a nearly 5-fold enrichment.

**Table 4:** Fisher's exact tests for the overlap between domestication and improvement selection candidate genes and CCT genes from each of the three experimental tissues.

CCT Group	Overlap	Ear	Leaf	Stem	Union
A	Expected	3.42	1.41	2.16	5.63
	Observed	11	3	10	18
	p-value	3.52E-04	1.61E-01	1.89E-05	5.54E-06
AB	Expected	44.71	37.03	34.78	87.67
	Observed	70	63	60	139
	p-value	9.12E-05	1.67E-05	1.74E-05	1.27E-08
ABC	Expected	125.48	108.28	109.89	248.97
	Observed	174	140	139	318
	p-value	2.11E-06	6.33E-04	1.63E-03	2.50E-07

XPCLR scores (cross population composite likelihood ratios) quantify the degree of support for positive selection on a genomic region. A comparison of the distributions of ln(XPCLR) scores at the transcriptional start site (calculated by Hufford *et al.* [26]) for the union of CCT genes (A, AB, and ABC) versus genes with conserved expression between maize and teosinte shows that CCT genes having a higher mean XPCLR than conserved genes (Figure 6). The distribution for conserved genes is significantly different than all three CCT gene lists in terms of shape (Kolmogorov-Smirnov test, p<1.59e-5) and overall mean (t-test, p<5.00e-5). This pattern was also observed for tissue specific comparisons (Figure S4).

**Figure 6:**
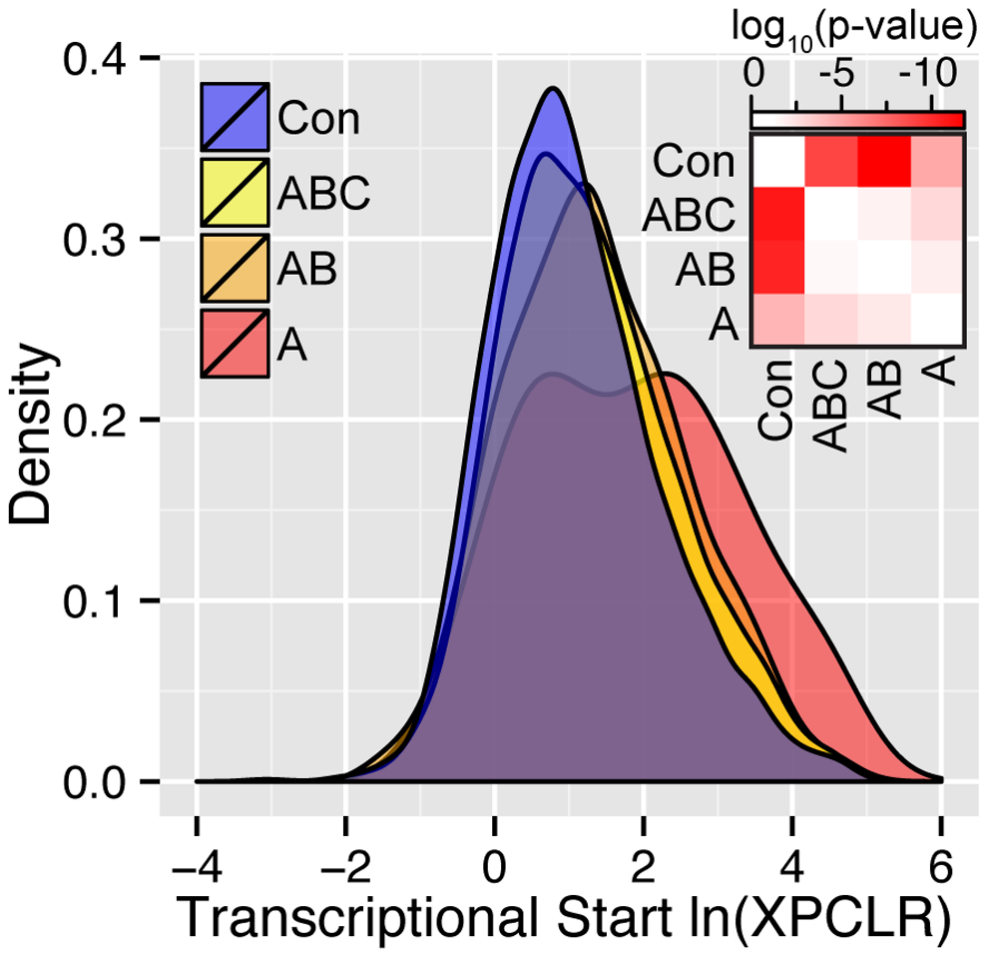
Density plots of the ln(XPCLR) score for the union of conserved versus CCT candidate genes across tissues. Union CCT (A, AB, ABC) gene lists consisting of all genes identified as CCT in any of the three tissues have a significantly higher XPCLR score in the 10 kb window holding the transcriptional start site than conserved (Con) genes. The natural log transformed XPCLR scores for CCT genes are progressively statistically higher than the union of genes identified as conserved in the initial analysis. The distributions of conserved and CCT genes are significantly different by both the shape sensitive Kolmogorov-Smirnov test (upper right of heatmap) and simple difference of the means t-test (lower right of heatmap). Heatmap scale is in log_10_(p-value).

A goal of this study was to explore the relative importance of *cis* versus *trans* regulatory divergence during maize domestication. To address this question, we examined the evidence for selection on genes with *cis* only effects in comparison to genes that have *trans* only effects. Fisher's exact tests on 2×2 contingency tables tabulating *cis* and *trans* genes with selection feature genes from Hufford *et al.* [26] show *cis* only genes are significantly enriched (p-value<0.05) for selection in 6 of 9 comparisons, while *trans* only genes are never enriched and are actually significantly underrepresented among selected genes in two cases (Table 5).

**Table 5:** Fisher's exact tests (1 tailed) for enrichment of *cis* and *trans* only genes in domestication/improvement selection features defined by Hufford *et al.* [26].

Tissue	Regulatory Category	F_1_ Comparisons Consistent	Observed	Expected	p-value
Ear	*Cis* only	A List	5	1.998	0.043
Leaf			1	0.658	0.499
Stem			3	1.316	0.138
Ear	*Trans* only	A List	4	5.327	0.818
Leaf			2	2.538	0.736
Stem			1	0.282	0.256
Ear	*Cis* only	AB List	36	24.449	0.018
Leaf			25	14.381	0.004
Stem			32	19.647	0.006
Ear	*Trans* only	AB List	28	41.954	0.020
Leaf			31	41.263	0.968
Stem			16	12.032	0.222
Ear	*Cis* only	ABC List	95	70.113	0.002
Leaf			56	46.902	0.091
Stem			84	65.615	0.016
Ear	*Trans* only	ABC List	78	97.036	0.033
Leaf			89	104.896	0.964
Stem			42	43.148	0.935

### Microarray and RNAseq data only partially correspond

We assessed the degree of correspondence between our CCT genes and 612 differentially expressed genes identified by a recent microarray study in maize [24]. We constructed 2×2 contingency tables for differentially expressed (DE) and non-differentially expressed (NDE) genes from the two studies. A Fisher's exact test shows a highly significant degree of correspondence between the two studies for all three tissues (Table 6). Using our CCT-AB lists, ∼24 genes are identified as DE in both studies per tissue while about 7 are expected by chance. However, the absolute level of correspondence between the two studies is rather low. For example, of the 350 leaf genes identified as DE by RNAseq, only 24 (7%) were also identified by the microarray study (Table S6). Thus, while the overlap between our two studies is statistically significant, the two methodologies resulted in largely different lists of DE genes.

**Table 6:** Fisher's exact tests for the overlap between differentially expressed genes from the microarray study [24] and CCT genes from each of the three experimental tissues in our work.

CCT Group	Overlap	Ear	Leaf	Stem	Union
A	Expected	0.5563	0.2757	0.3593	1.0388
	Observed	4	2	2	7
	p-value	2.14E-03	3.00E-02	4.92E-02	7.12E-05
AB	Expected	7.5008	6.8916	6.2475	16.0098
	Observed	23	24	25	47
	p-value	1.56E-06	8.98E-08	2.91E-09	1.03E-11
ABC	Expected	21.7735	19.9658	20.5788	45.9927
	Observed	52	48	46	90
	p-value	9.58E-10	4.78E-09	1.05E-07	5.76E-12

The largely different lists of DE genes identified by microarray and RNAseq analysis could be due in part to the fact that the microarray analysis includes genes with *trans* and *cis*×*trans* differences. To assess the proportion of the 612 DE genes from the microarray study that have *trans* versus *cis* effects, we examined the RNAseq-based regulatory categories of the ∼250 DE genes (241, 262, 259; ear, leaf, and stem) for which there is both microarray and RNAseq data (Table S7). About 20% of these genes are classified as *trans* only or *cis*×*trans* by RNAseq, while 55% are classified as either *cis* only or *cis*+*trans*. The remaining 25% are classified as conserved, ambiguous or compensatory. These results suggests the very different lists of DE genes from the two technologies can only be explain in part by inclusion of genes with *trans* only effects in the list of DE genes from the microarray study. Most of the difference between the lists is likely due to differences in tissue, germplasm, environment, sampling error, or other sources of error.

### CCT genes are unrelated to differentially methylated regions

In a recent study, Eichten *et al.* [27] identified differentially methylated regions (DMRs) in maize and teosinte. We compiled a list of the nearest genes both upstream and downstream of each DMR, which gave a list of 332 genes. Of these genes, we have RNAseq data from 115, 116, and 121 for the ear, leaf, and stem tissues, respectively. Of these genes, 19, 13, and 17 genes were on the CCT-ABC gene lists (Table S8). We asked if CCT-ABC list genes are over-represented among the DMR associated genes as compared to random expectation and found that they are not (Fisher's exact test, p>0.10). Finally, DMR methylation does not correspond with the allele specific expression of CCT-ABC list genes with only ∼50% agreement between methylation status and allele expression (Table S9).

### Dominant and additive gene expression inheritance

We compared the proportions of genes showing dominant versus additive gene action in the *cis* only and *trans* only ABC lists. Dominant gene action of *trans* only genes will occur when there are haplo-sufficient loss of function (LOF) alleles at their *trans* regulators. In contrast, the effects of *cis* regulatory elements are expected to be purely additive in absence of transvection or similar mechanism [28]. *Cis* only genes classified as having dominant gene action may indicate error in classification due to *trans* effects below the level of statistical detection. Consistent with the expectation that dominance is more likely for *trans* only genes, the proportion of genes classified as dominant is higher for *trans* only genes in all three tissue types (Figure 7, Table S10).

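In ear, 304 trans only genes of the ABC list were additive and 279 dominant, against 285 and 154 of the cis only genes, an odds ratio of 1.70 (two-sided Fisher's exact test, p = 4.29e-05). In leaf, 248 trans only genes were additive and 347 dominant, against 161 and 121 cis only genes, an odds ratio of 1.86 (exact p = 2.52e-05). In stem the numbers were 84 and 124 against 186 and 169, an odds ratio of 1.62 (exact p = 0.00673). On the AB lists the odds ratio was 3.54 in ear (exact p = 1.96e-09), 3.20 in leaf (exact p = 4.39e-06) and 2.21 in stem (exact p = 0.0144). Benjamini-Hochberg adjustment over these 6 tests gave 6.43e-05, 5.03e-05 and 0.00807 for the ABC lists of ear, leaf and stem, and 1.17e-08, 1.32e-05 and 0.0144 for the AB lists. Before the dominance ratio was formed, the depth of an F1 and of each parent was divided by the sum of its reads at the sites that both parents have. With the median over crosses in place of the mean after outlier removal, the odds ratio of the ABC lists was 2.72 in ear and 2.85 in leaf. Without outlier removal it was 1.41 in ear and 1.08 in leaf (exact p = 0.703), and with all 31 crosses 1.03 in stem (exact p = 0.925). The crosses added there, Mo17xTIL25 and CML103xTIL25, have 98.7% and 31.6% maize reads in stem, far from those of an F1. The value with all 31 crosses thus says little about the crosses of the paper. The paper states beforehand the expectation that dominance is more likely for trans only genes, and it sets the proportions on its lists beside this expectation.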

**Figure 7:**
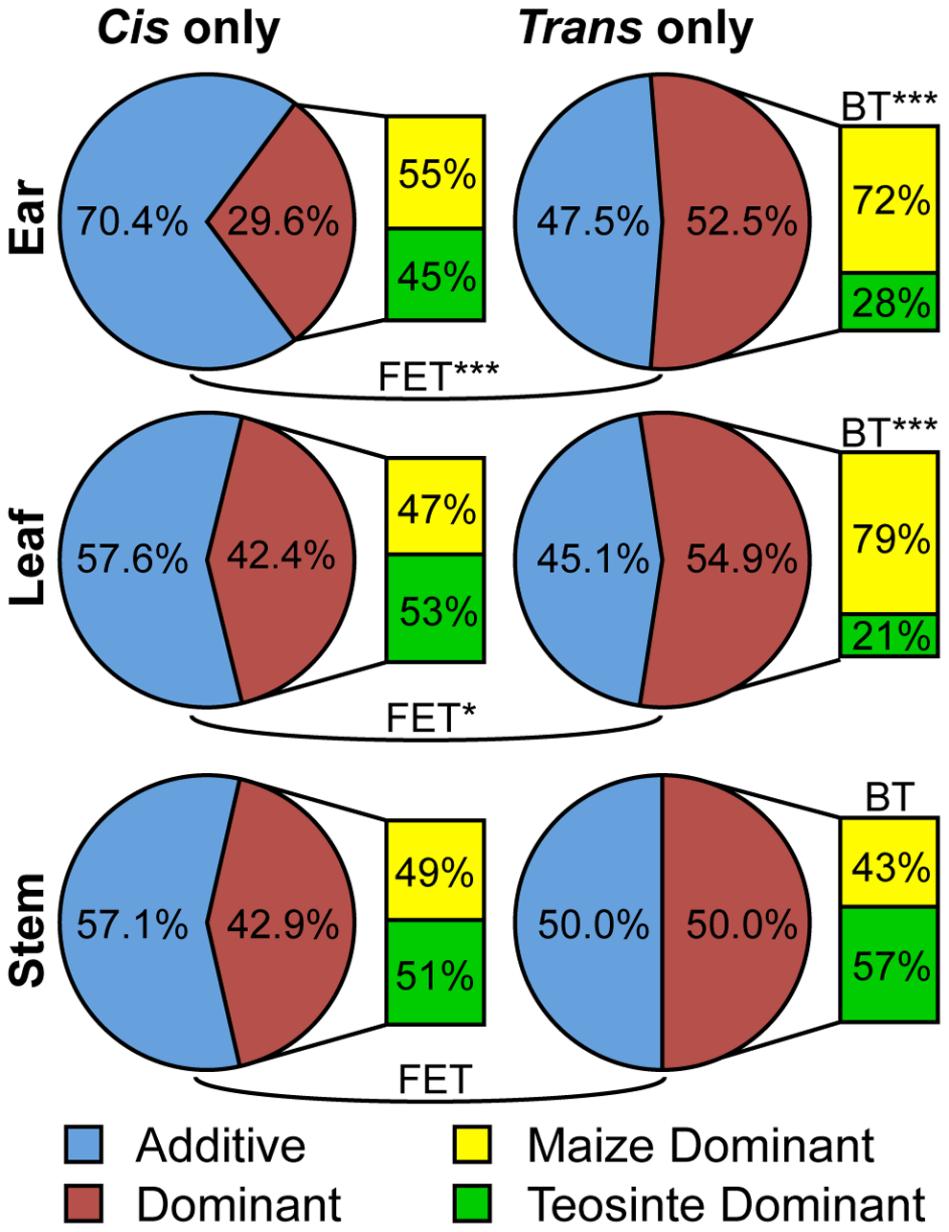
Proportion of *cis* only and *trans* only genes identified as having dominant or additive inheritance. The proportion of genes showing dominant (red) versus additive (blue) gene action for *cis* only and *trans* only AB lists. For all tissues, *trans* only genes have a higher rate of dominance, however this difference is only significant for the ear and leaf tissues (Fisher's exact test, FET). The proportion of genes in the *trans* only lists that are dominant for the teosinte allele (green) and the maize allele (yellow) is shown in the barplot to the right of each pie graph. There is significant deviation from the neutral expectation (1∶1) for the ear and leaf tissue (binomial test, BT). Fisher's exact and binomial test significance level indicated by “*” p<0.05, “**” p<0.005, and “***” p<0.0005.

It has been proposed that the allelic variants responsible for evolution during domestication are primarily recessive LOF alleles [29]. Under this model, a non-domesticated allele would be dominant to the recessive LOF domesticated allele. Among *cis* only genes with dominant gene action, dominance of the maize versus teosinte allele does not differ from the 50∶50 expectation (Figure 7, Table S10). 

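Among dominant cis only genes of the ABC list, the maize allele was dominant for 84 of 154 genes in ear (54.5%, Wilson 95% interval 46.7 to 62.2), 64 of 121 in leaf (52.9%, 44.0 to 61.6) and 85 of 169 in stem (50.3%, 42.8 to 57.7). Two-sided exact binomial tests gave p = 0.295, 0.586 and 1, with Benjamini-Hochberg adjusted p of 0.442, 0.703 and 1 over 6 tests on cis only and trans only genes.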

Among *trans* only genes with dominant gene action, the maize allele is dominant to the teosinte allele more often than expected by chance. These results are counter to the proposal that domestication favored recessive LOF alleles.

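Among dominant trans only genes of the ABC list, the maize allele was dominant for 190 genes and the teosinte allele for 89 in ear (68.1% maize, Wilson 95% interval 62.4 to 73.3, two-sided exact binomial test, p = 1.43e-09). In leaf the numbers were 246 and 101 (70.9%, 65.9 to 75.4, exact p = 4.27e-15), and in stem 69 and 55 (55.6%, 46.9 to 64.1, p = 0.243). Adjusted by Benjamini-Hochberg over 6 tests, p was 4.29e-09, 2.56e-14 and 0.442. The share in stem was lower than in ear by 12.5 percentage points and lower than in leaf by 15.2 (two-sided permutation tests, p = 0.00912 and 0.00039). The share in stem depended on the choices made, and it fell to 47.3% with only the deepest site of each gene and to 39.2% without the libraries numbered replicate 2. The paper reasons that an excess of dominant maize alleles runs counter to a model in which domestication favored recessive loss of function.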

### Candidate genes enrichment in various functional categories

We examined CCT-ABC genes for enrichment of several functional classes of genes including transcription factors, genes in known metabolic pathways, genes underlying QTL, and gene ontology (GO) groups. First, a list of maize transcription factors and their corresponding families were compiled from the transcription factor database [30]. Although CCT genes (AB-list) were found to be slightly enriched for several transcription factor families (ARF and MADS-MIKC) by Fisher's exact tests, these results do not stand up to Bonferroni multiple test correction (Table S11). We conclude that there is no compelling evidence that CCT genes are enriched for transcription factors.

CCT (AB list) genes were also compared with results from a recent QTL mapping experiment for a number of domestication and improvement traits [31]. We compared observed versus expected overlap between CCT genes from the three tissues to the genes located within 1.5 LOD QTL support intervals for 11 traits. Testing was done on a trait by trait basis and restricted to 1.5 LOD QTL intervals containing 20 or fewer genes. After correction for multiple testing (Bonferroni), no significant enrichment for CCT-AB genes in domestication QTL was observed (Table S12). The greatest enrichment was seen with the trait ear diameter for which there were four CCT genes assayed in ear tissue within the QTL intervals when only 1.22 were expected by chance (Fisher's exact test, p = 0.03).

A test for enrichment of CCT genes and *trans* only genes in 15 different metabolic pathways defined in the Kyoto Encyclopedia of Genes and Genomes (KEGG) was done using Fisher's exact test on 2×2 contingency tables. There was no compelling evidence for enrichment/depletion of either groups of genes in any of the 15 pathways tested (Table S13). The smallest p-value identified was for the fatty acid degradation pathway in leaf tissue for CCT ABC genes (p = 0.008), however this result does not remain significant after Bonferroni multiple test correction.

We tested for GO term enrichment and depletion in the CCT and *trans* only gene lists. These analyses found significant GO term associations in the leaf CCT-ABC gene list for depletion for DNA binding (Table S14). For *trans* only genes, significant enrichment for a number of GO terms in the ear tissue was detected for transcription factor and photosynthesis related terms with additional enrichment for ribosomal GO terms found in the leaf tissue (Table S14).

## Discussion

### Regulatory differences between maize and teosinte

Approximately 70% of the ∼17,000 assayed genes exhibit some form of regulatory difference between maize and teosinte, suggesting considerable regulatory divergence has occurred during maize domestication and improvement (Figure 2, Figure S1). Similar proportions of gene regulatory differences were observed in recent studies of *Drosophila* [11] and yeast [13] species. The high amount of expression divergence between maize and teosinte is not surprising given the incredible divergence in their morphology and the exceptional expression variation existing within maize itself. For example, a recent study found 27.9% of maize genes are only expressed in a subset of maize inbred lines with over a thousand genes absent from the reference B73 genome [32].

The high fraction of genes exhibiting regulatory divergence between maize and teosinte should be viewed with this perspective. It includes all genes with specific combinations of significant binomial and Fisher's exact tests as outlined in Table 3. Given the massive amount of data analyzed, statistically significant *cis* and *trans* effects were detected for as small as 1.02 fold expression differences, which seem unlikely to have biological significance. Moreover, many genes with significant regulatory differences between maize and teosinte “on average” show diversity in expression within maize and within teosinte such that the favored allele can change depending on the specific pair of maize-teosinte inbred lines.

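The median filtered CCT gene had 73.9% of its F1s, weighted by depth, on the side of its overall ratio in ear, 71.9% in leaf and 72.4% in stem. For 14.4% of these genes in ear, 19.1% in leaf and 17.5% in stem, less than 60% of the F1s were on that side.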

### *cis* and *cis*+*trans* (CCT) candidate genes

Our primary focus was on genes with *cis* regulatory differences between maize and teosinte as this class of genes should include many direct targets of selection for domestication traits. The overall analysis classifies 8,396 genes (47.8%) as CCT genes that show *cis* divergence between maize and teosinte. This is a remarkably high proportion that reflects the considerable statistical power to detect small differences, likely with minimal biological importance, and does not consider whether the expression difference is consistent across maize-teosinte F_1_ comparisons. Thus, we focused our analysis on CCT A, B, and C gene lists showing consistent directionality of expression bias in 100%, 90% and 80% (respectively) of maize-teosinte comparisons. This approach narrows the list to 1,079 genes (A and B lists) that we consider our most robust candidates for genes with *cis* regulatory differences between maize and teosinte.

### Ear tissue possesses the most genes with *cis* regulatory differences

CCT candidate genes from the three tissues were largely different. Among the 1,079 CCT genes on A and B lists, ∼73% were identified in only a single tissue. This includes 336 ear, 257 leaf, and 198 stem specific genes. In contrast, only 77 of the 1,079 CCT genes were classified as CCT candidates in all three tissues. These results are consistent with previous studies that examined *cis* regulatory divergence between taxa in multiple tissues [8], [12]. These results highlight the importance of assaying multiple tissues and developmental stages. It also exposes a major weakness of genomic scale expression assays such as ours. Given the complex ways in which gene expression is regulated across different tissue types, genomic-scale assays in one or even multiple tissues are a very blunt instrument for exploring the evolution of gene expression.

While CCT genes are mostly tissue-specific, genes overall are not. Of the 17,579 genes assayed with at least 100 read depth in both the parents and F_1_ hybrids, 14,421 were expressed in all three tissues. This high proportion of genes (82%) expressed in all tissues creates a false impression that sampling one tissue type at one point in developmental time provides a reasonable assay of all tissues at all developmental times. The discordant observations that CCT genes are mostly tissue specific, while genes overall are expressed in all tissues can be explained by tissue specific enhancers or repressors.

Among the sampled tissues, it is notable that ear has the largest number of overall (555) and tissue specific (336) CCT genes (Figure 1). The greater number of ear CCT genes identified may be related to the profound morphological changes that differentiate the maize and teosinte ear. By comparison, the sampled leaf and stem tissues differ only by size between maize and teosinte and not morphological structure. Similar to our results, an imbalance in number of DE genes in different tissues was also observed in a recent study in *Arabidopsis* [12], where tissues differed by up to 80% in number of DE genes.

### Is there a bias toward increased expression of the maize allele?

In the F_1_ hybrid analysis, ∼55% of genes have higher maize expression than teosinte. Higher expression of the maize allele also occurs in the parent inbred lines, except for leaf, where an equal number of genes favor maize and teosinte alleles. This trend of up-regulated maize expression extends to the CCT gene lists, where ∼60% of genes favor the maize allele (Figure 4). 

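Over all assayed genes, the maize allele had more F1 reads for 9260 genes and fewer for 7496 in ear (55.3%), for 9595 and 6968 in leaf (57.9%), and for 9582 and 7156 in stem (57.2%). In the parents maize was higher for 8870 genes and lower for 7875 in ear (53.0%, two-sided exact binomial test, p = 1.55e-14), 8433 and 8150 in leaf (50.9%, p = 0.0285), and 8914 and 7790 in stem (53.4%, p = 3.55e-18). Benjamini-Hochberg adjustment over the 6 tests on F1s and parents left these at 1.85e-14, 0.0285 and 5.33e-18. The parent shares depend on the factors that put the inbreds on 1 scale. Of the genes that edgeR called between parent libraries, 35.1% in ear, 60.7% in leaf and 49.2% in stem were higher in maize, of those called with the libraries of an inbred summed 25.5% of 368, 49.2% of 61 and 31.25% of 16, and of those called with DESeq2's size factors 31.5%, 40.7% and 34.0%.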

Preferential expression for one of the parents (maize) is consistent with several previous studies in multiple organisms including maize [24], cotton [23], *Arabidopsis* [12], *Cirsium* [7], and fruit fly [11]. While our study mitigates alignment bias with parent specific pseudo-transcriptomes and perfect alignment to segregating sites, this method is unlikely to fully eliminate this bias. Consequently, we cannot exclude the possibility that bias for maize expression is an artifactual result. The mechanism for a general up-regulation of maize alleles across many genes is unclear. One possibility would be a remodeling of the epigenetic landscape during domestication.

### *cis* versus *trans* regulatory divergence

This study shows *cis* and *trans* regulatory differences account for ∼45% and ∼55% of regulatory divergence between maize and teosinte, respectively (Table S1). These values suggest relatively equal contributions of these two mechanisms to regulatory divergence. However, this ignores the contribution of *cis* effects to large expression differences where *cis* accounts for nearly 80% of the expression divergence (Figure 3). The observation that *cis* effects account for the majority of expression divergence of genes with large expression differences was also seen in *Drosophila* [11]. The prominence of *cis* effect among genes with the largest divergence in expression may indicate *cis* regulation is a more effective mechanism than *trans* for producing large changes in gene expression.

A recent study using microarrays [24] showed greater overlap than expected by chance with CCT candidate genes (Table 6). However, the two studies produced largely different lists of DE genes. One difference between the RNAseq and microarray study is that the latter includes DE of genes with *trans* only and *cis*×*trans* regulatory regimes, which are excluded from RNAseq based CCT lists. This difference offers only a partial explanation for the differences between the two studies. Of 262 microarray DE genes assayed by RNAseq in leaf tissue, RNAseq classifies 31 as *trans* only and 16 as *cis*×*trans* (Table S7). Another 153 genes on the microarray DE list are classified as *cis* only or *cis+trans* by RNAseq, leaving 62 genes (24%) for which the two studies disagree. Although much of this disagreement can likely be attributed to factors such as differences in sampling or other sources of error, it reminds us of the imprecision in these types of data.

### Regulatory variation was under selection during domestication

During domestication, maize experienced both a population bottleneck that caused a general reduction in genetic diversity as well as selection that further reduced diversity in targeted regions of the genome [33], [34]. A recent genome-wide analysis estimated that the maize genome possess approximately 81% of the nucleotide diversity found in teosinte [26]. Our data allows us to ask whether maize domestication has caused a parallel reduction in *cis* regulatory variation. Overall, maize possesses only ∼85% of the *cis* regulatory variation seen in teosinte (Figure 5, Table S4), a value very close to the reduction in nucleotide diversity. Moreover, the observed reduction in *cis* regulatory variation is greatest for genes that show evidence for *cis* differences between maize and teosinte. The loss of *cis* regulatory variation increases over C, B and A lists of CCT genes with CCT A-list genes possessing only ∼50% of the *cis* regulatory variation seen in teosinte. This trend suggests selection during the domestication process for *cis* regulatory variation. The high level of expression variation still present in teosinte also represents an untapped source of diversity for maize breeders, which could be explored with transcriptome profiling.

Genomic scans for evidence of selection during adaptive transitions have become a powerful tool in evolutionary biology [35]. Such scans provide both a measure of the prevalence of selection and a list of candidate genes for further study. In comparisons of RNAseq data with a recent genomic selection scan in maize [26], we sought to determine the specific target of selection in terms of *cis* and *trans*. If *cis* regulatory evolution was an important mechanism during maize domestication, then CCT genes should be enriched for selection candidates. In contrast, genes whose expression divergence between maize and teosinte are governed by *trans* effects should not be enriched for selection candidates, given that the *trans* regulators and not the *trans* responsive genes were the putative targets of selection. Consistent with these expectations, we observed a highly significant enrichment for selection candidate genes among CCT and *cis* only genes with no enrichment among *trans* only genes (Tables 4, 5).

Although greater than expected overlap was observed between selection candidates and CCT genes, the degree of correspondence is far from perfect. For example, 25 of 36 CCT A-list genes assessed in the genome selection scan from ear tissue do not show evidence for selection. The misalignment between the selection candidate and CCT lists is likely due to both biological factors and artifacts. Domestication genes such as *tga1* for which the causative change appears to have been an amino acid change will not appear on CCT gene lists [36]. Similarly, genes with *cis* differences that were the target of soft sweeps or for which the signature of selection is weak for other reasons are expected to be missed in selection scans. The candidate for the major gene (*ZmSh5.1*) responsible for the loss of seed shattering during maize domestication is not on the list of selection candidates [26], [37]. These properties of genomic scans remind us of their limits and the probabilistic arguments on which they are based.

### Does domestication favor recessive loss of function alleles?

It has been proposed that the allelic variants responsible for evolution during domestication are often recessive LOF alleles such that the wild progenitor allele would be dominant to the domesticated allele [29]. While there is some support for this hypothesis from rice in the form of increased frequency of deleterious amino acid changes [38], recent reviews of QTL studies found no compelling evidence for dominance of the progenitor alleles and few LOF alleles among positionally cloned domestication genes [39], [40]. There is some support that LOFs are relatively common among genes contributing to varietal differences within crops [39], [40].

Dominance is expected to be uncommon for gene expression of *cis* only genes, since dominance at *cis* only genes requires a mechanism such as transvection [28] and this is unknown in maize. In absence of mechanisms such as transvection, if a CRE in the progenitor allele of a *cis* only gene produced 5 RNAseq reads and disruption of the CRE reduced expression to 1 read per allele in the crop, then the diploid progenitor would have 10 reads, the crop would have 2 reads, and their F_1_ hybrid would have 6 (5+1) reads. The gene would be classified as purely additive. However, for *trans* only genes, if haplo-sufficient, dominance of the maize or teosinte allele could be observed.

Consistent with the first expectation, we found greater dominance among *trans* only genes versus *cis* only genes (Figure 7). The observed dominance effects among the *cis* only genes may be due to statistical error, *trans* effects that are below the level of statistical significance, or a molecular mechanism such as transvection. Among *trans* only genes with dominance, the maize allele is dominant more often than the teosinte allele (Figure 7). This observation fails to support the hypothesis that recessive LOFs were favored during domestication.

### GO terms for transcription activities enriched in *trans* genes

GO term analysis showed genes involved in sequence-specific DNA binding transcription factor activity were enriched in the *trans* only class (Table S14). These *trans* only genes are responding to unknown upstream regulators that differ between maize and teosinte. It is the putative upstream regulators and not the *trans* only genes themselves that are the potential targets of selection during domestication/improvement. This result suggests that transcription factors are frequently downstream in regulatory cascades that were targets of selection during maize domestication and improvement. The identity of the upstream regulators of our *trans* only genes are unknown but they likely include genes involved in signal transduction, hormonal regulation of gene expression, and other transcription factors. The CCT gene lists are candidates for these unknown regulators of the *trans* only genes.

### A catalog of genes with *cis* regulatory variants

A product of this study is a resource for researchers looking for preliminary data on the expression patterns of specific genes. To facilitate this use, two supplemental datasets have been made available from the Dryad Digital Repository: http://dx.doi.org/10.5061/dryad.4kh67. Supplemental dataset 1 contains overall data for the complete set of 25,619 genes including regulatory classification, summed RNAseq read counts, expression ratios, and other summary information for each gene. Supplemental dataset 2 contains read counts for F_1_ hybrid and parent contrasts on a cross-by-cross basis.

An example of the value in these supplemental datasets is *barren stalk1* (*ba1*), a known maize single gene mutant that causes a defect in branch initiation for both the whole plant and tassel [41]. In our study, *ba1* was one of our strongest candidates with all assayed crosses showing higher expression of the maize allele in the ear. 

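The gene ba1 (GRMZM2G397518, chromosome 3, sites from 183084320 to 183085250 of B73 AGPv2) had 384 maize and 103 teosinte reads in ear F1s, a ratio of 3.73 with 78.9% maize (Wilson 95% interval 75.0 to 82.2). The maize allele was higher in all 18 crosses with reads, and over the 11 crosses with reads of both alleles the log2 ratio had an SD of 0.50. The ear parents had 403 maize and 106 teosinte reads. The F1 and parent log2 ratios were 1.90 and 1.93, and Fisher's exact test between them gave a q-value of 0.211, which places the gene in the cis only category and on the A list. By edgeR the log2 F1 ratio was 1.93 (Benjamini-Hochberg adjusted p = 2.32e-06 over 16796 genes). In the first sequencing lane alone the log2 F1 ratio was 2.29. In stem only 13 F1 reads were counted, below the minimum depth, so its expression there cannot be compared at this depth.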

The overall shift in expression was substantial (∼4-fold) and this shift was caused solely by *cis* regulatory differences. *ba1* was also found to be under selection during maize domestication in two independent studies [26], [41]. These combined observations suggest that selection for a CRE drove up-regulation of *ba1* in the ear, perhaps resulting in a greater number of rows (branches) of kernels in the maize ear as compared to teosinte. Compelling evidence for this hypothesis could be obtained by fine-mapping and identifying the hypothesized CRE and demonstrating with expression assays that the maize and teosinte alleles of the CRE have the imagined effects on gene expression during ear development and on phenotype (kernel row number) in the adult ear. *ba1* illustrates the power of genomic scans to identify strong candidates for future study that can inform us about the fine details of evolution under domestication.

## Materials and Methods

### Plant material, RNA preparation, and sequencing

Six maize inbred lines, nine teosinte inbred lines, and 29 of their 54 possible maize-teosinte F_1_ hybrids were used in this experiment (Table S15). An average of 1.96 biological replicates of each genotype was used. Plants were grown in growth chambers with a 12 hour dark-light cycle for up to 6 weeks, after which they were moved to a greenhouse. Fifty to 100 milligram samples of the immature ear, leaf, and seedling stem were harvested for RNA extraction during this time. Leaf and seedling stem (including the shoot apical meristem) tissue was collected at the v4 leaf stage. Single ears from maize and F_1_ hybrid plants were collected when the ears weighed 50 to 100 milligrams with silks just beginning to be visible. Teosinte ears were also collected when silks just started to appear, however, due to the small size of teosinte ears 7 to 16 ears (average of 11.27) from each plant were pooled to obtain ∼50 milligrams of tissue. These three tissue types are referred to as the ear, leaf, and stem tissues.

Total RNA was extracted from the plant tissues using a standard TRIzol protocol, quantified by spectrophotometer, and normalized to 1 µg/µL in nuclease free water. Starting with 5 µg total RNA, we generated polyA selected, strand specific, barcoded RNAseq libraries with a previously published protocol using a five minute fragmentation time and 12 PCR amplification cycles [42]. Library adapters used barcode sequences of four and five base pairs (Table S16) designed to balance percent nucleotide composition within the first five base pairs of sequence reads and to have at least two base pair differences from any other barcode. RNAseq libraries were then pooled in groups of 14 (F_1_s) or 15 (parents), and the pooled libraries sequenced on one lane (parents) or two lanes (F_1_s) of an Illumina HiSeq2000 sequencer. The raw sequence data has been deposited in NCBI Sequence Read Archive with accessions SRX710894-711341 and the Gene Expression Omnibus (GEO) Series with accession number GSE61810 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61810).

### Bioinformatics

Mitigating mapping bias through use of multiple references or enhancing the reference with segregating sites is critical for allele specific studies [43], [44]. We investigated parent specific *de novo* transcriptome assemblies using Trinity [45], but ultimately pursued an enhanced reference approach due to poor Trinity assembly qualities (Text S1). The pipeline developed in this study, based on the work by Wang *et al.* [46], accounts for mapping bias through parent specific pseudo-transcriptomes generated by incorporating polymorphisms derived from non-B73 genomic paired-end reads into the B73 reference followed by alignment and evaluation of RNAseq read depth at segregating sites.

Pseudo-transcriptomes were constructed using the B73 reference genome (version AGPv2) and transcriptome (version ZmB73_5a_WGS) plus ∼403.1 million (17.5× coverage) paired-end genomic sequencing reads from each of the other 14 inbred lines (Table S17). For each of the 14 non-B73 inbreds, paired-end genomic sequencing reads were aligned to the reference genome with the BWA aligner (version 0.5.9) [47]. Only uniquely mapping reads with up to two mismatches were used to limit false polymorphism detection due to paralogous read alignment. Single nucleotide polymorphisms (SNPs) and small insertions and deletions (indels) with respect to B73 were called using the GATK package (version 1.0.5588) [48], [49] and filtered (Text S1) to include only polymorphisms that were homozygous in the inbred with read depth of at least 4×. A strand bias filter was also applied to ensure that the polymorphism was detected on both the plus and minus strand. Polymorphisms surviving these filters were then inserted into the reference B73 transcriptome to make a pseudo-transcriptome for each parent.

For each of the 29 maize-teosinte pairs, a robust set of segregating sites was determined by comparing the pseudo-transcriptomes of the two parents and taking the sites where: the two parental alleles differed, coverage in genomic read alignment was at least four for both parents within the read length (88 bp) of the site, and no heterozygous polymorphisms were detected in genomic read alignments of the two parents within the read length of the site.

RNAseq reads from each F_1_ hybrid and each corresponding pair of inbred parents were then aligned to the combined pseudo-transcriptomes of the two parents (B73 reference transcriptome used for the B73 parent) using the Bowtie aligner (version 0.12.7) [50]. We assessed allele specific expression by counting read depth from each parent at segregating sites (Table S18). Since only perfect alignments were allowed, assignment of reads to parents was straightforward (a read from a given parent could only align to this parent's allele at a segregating site).

### Maize∶teosinte gene expression ratios

We calculated F_1_ hybrid and parent maize∶teosinte expression ratios for each gene of the 29 individual F_1_ hybrid comparisons. 

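Between libraries of the same genotype and tissue, Spearman's rho of gene depth had a mean of 0.973 over 39 pairs of ear F1 libraries (SD 0.00634), 0.924 over 29 pairs of leaf F1 libraries (SD 0.0467) and 0.961 over 27 pairs of stem F1 libraries (SD 0.0101). For parent libraries the means were 0.961 in ear, 0.954 in leaf and 0.955 in stem, and over all 138 pairs the mean was 0.955. These correlations are across genes, which are not independent replicates. Of the 8 pairs below 0.9, 7 were pairs of leaf F1 libraries, down to 0.811. The 2 ear libraries of Oh43xTIL10 both carry replicate number 1, and Table S15 gives this cross 1 ear replicate, so their pair (rho = 0.983) may be 1 sample sequenced from 2 libraries.

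**Figure D5:**
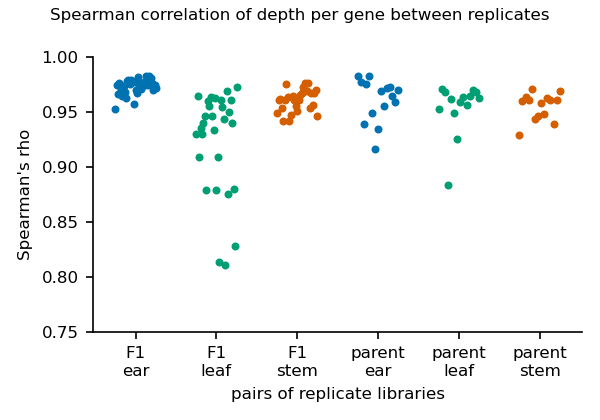
Spearman's rho of gene depth for each pair of libraries of 1 genotype, by tissue, for F1s and parents. Leaf F1 pairs spread from 0.811 to 0.972, and ear F1 pairs from 0.953 to 0.983.

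Pearson's correlation of log2(depth + 1) lowered the mean of ear F1 libraries to 0.958, and the first lane alone lowered that of leaf F1 libraries to 0.899.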

Total depth at segregating sites summed over genes was highly correlated between biological replicates (average of 95%, Table S19) and consequently read depth was pooled for the various genotypes. Gene expression ratios for F_1_s (e.g. B73×TIL01) were then calculated by dividing total maize read depth by total teosinte read depth summed over all segregating sites in the gene. The parent expression ratios for individual maize-teosinte comparisons were calculated the same way from parental RNAseq reads, except total parental read depths at segregating sites were corrected for differences in total number of reads between the two parent lines (Text S1). The result of these calculations was a set of 29 matched F_1_ and parent expression ratios consisting of maize∶teosinte read counts for each gene.

We produced overall maize-teosinte expression ratios for each gene by summing read depth over all maize-teosinte hybrid comparisons. To calculate the overall F_1_ expression ratio, the maize and teosinte read depths from the F_1_ hybrids were simply summed over all segregating sites in a gene and across all hybrids. The calculation of the overall parent expression ratio required weighting to avoid counting the parent reads multiple times for each of the F_1_ comparisons in which it was a parent and to compensate for the fact that different parents had variable total numbers of reads (Text S1). Only genes with a read depth of at least 100 in both the F_1_ and its parent comparison were included. The result of these calculations was an overall F_1_ and parent ratio of read counts for each gene. To check whether single F_1_s caused aberrant estimates of the *cis* effect with these overall ratios, we performed a *drop1* analysis and found that inclusion/excluding of single F_1_s had on negligible effects (Text S1 and Figure S5). Finally, as a exercise in proof of concept, we compared allele specific expression results for several specific genes of known importance in domestication with expectations from the literature and found a good fit between our data and published results (Text S1 and Table S20).

### Testing for *cis* and *trans* effects

The combination of F_1_ hybrid and parent inbred expression data allows estimation of both the *cis* and *trans* effects on gene expression. For the F_1_ hybrids, the maize and teosinte alleles at each gene are in a common *trans* cellular environment, and thus any deviation of the maize∶teosinte F_1_ expression ratio from 1∶1 represents purely *cis* effects. By contrast, the maize∶teosinte parent expression ratio is a combination of the *cis* and *trans* effects and any deviation of this ratio from 1∶1 reflects the combined *cis* plus *trans* effects. Therefore, the *trans* effects can be estimated by subtracting the F_1_ hybrid ratio (*cis*) from the parent ratio (*cis* plus *trans*).

Maize and teosinte gene expression as measured by the read depth counts at genes was used for statistical testing of *cis* and *trans* effects. Significant *cis* and *trans* effects were determined using binomial and Fisher's exact tests as described in McManus *et al.* [11]. In brief, two binomial tests were used to identify genes with maize∶teosinte expression ratios significantly different from 1∶1 in the F_1_ hybrid and parent comparisons. Genes with an expression ratio significantly different from 1∶1 for the F_1_ hybrid and/or parent comparison were then subjected to a Fisher's exact test to determine if the parent and F_1_ hybrid maize∶teosinte expression ratios were different from one another. An FDR rate of 0.5% using Storey's q-value [51] was used to compensate for the large number of statistical tests being performed. We investigated a higher FDR cutoff of 5% to include additional genes in downstream analyses, but only observed a minor increase in the number of candidate genes (Text S1, Table S21). 

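At an FDR of 5% in place of 0.5%, the C list gained 108 genes in ear (10.4%), 103 in leaf (11.4%) and 157 in stem (16.8%). The B list gained 24 genes in ear (4.39%), 34 in leaf (7.33%) and 32 in stem (7.22%), and the A list gained 0, 3 and 0 genes. No gene left these lists.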

The combination of the two binomial tests and Fisher's exact test allowed us to classify each gene into one of seven different regulatory categories (Table 3) as described in McManus *et al.* [11].

### Candidate genes

Genes under selection for expression during maize domestication are expected to show a maize∶teosinte *cis* expression ratio that is significantly different from 1∶1. These genes can fall into the *cis* only (C) or *cis* plus *trans* (CT) groups on Table 3. We call this combined group CCT genes and these differential expression candidates are the focus of many of our analyses.

The list of CCT genes from the overall test was large (5,618 ear; 5,398 leaf; 5,435 stem) and reflects the considerable statistical power to detect slight overall expression biases for genes with thousands of reads aligning to segregating sites. 

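The size of a ratio that the tests could call depended on depth. In ear, genes with 100 to 199 F1 reads were called in 38.6% of cases and the smallest called ratio was 1.47-fold, while genes in the deepest group were called in 69.9% of cases, down to 1.01-fold. In leaf the shares were 39.2% and 74.2%, and in stem 44.2% and 73.1%. The smallest called F1 ratio of any gene was 1.01-fold in ear, 1.01-fold in leaf and 1.02-fold in stem. Of all significant F1 ratios, 3836 in ear (40.3%), 3834 in leaf (38.5%) and 4274 in stem (41.6%) were below 1.2-fold. A share of 50% at a depth of 100 independent reads has a 95% Wilson interval from 40.4% to 59.6%, and at 10000 from 49.0% to 51.0%.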

We observed significant maize∶teosinte expression biases as small as 1.02-fold in the overall tests. Such small differences seem unlikely to have biological importance and genes showing these small differences are weak candidates for genes with *cis* expression variation that is causal in maize domestication and improvement. Therefore, we applied filters to identify candidates with the strongest and most consistent regulatory differences.

To narrow down the CCT gene list to candidate genes that show the strongest evidence for differential *cis* regulation between maize and teosinte, we applied two filters. (1) Genes with the strongest evidence for *cis* differences will fall in the CCT group and have data from a majority of sampled maize and teosinte parents. Thus, we filtered the initial list of CCT genes for those with data from at least fifteen F_1_ hybrids that include at least three different maize inbreds and five different teosinte inbreds. (2) For genes with *cis* differences that contributed to maize domestication/improvement, the direction of the expression bias should be highly consistent among the individual F_1_ hybrids. Consequently, CCT genes were classified for consistency of directionality of expression bias among the F_1_s with several levels of candidate genes partitioned at 100%, 90% and 80% of F_1_s showing the same directionality. In calculating these percentages, we used read depth for each F_1_ at the gene to weight the contribution of the F_1_s to the overall percentage. We refer to the CCT genes with 100%, 90% and 80% consistent directionality among the F_1_s as the A-list, B-list and C-list, respectively. For comparative purposes, we made similar A, B and C lists of genes for the *cis* only or *trans* only classes. These CCT and *cis* only gene lists (A, AB, and ABC) were used in downstream analyses in comparison with conserved or *trans* only genes to explore the role of *cis* regulatory variation in maize domestication.

### Proportion of *cis* variation in maize and teosinte

CRE diversity within maize and teosinte is expected to display as variation in the F_1_ hybrid expression ratios. We asked whether *cis* expression variation among F_1_ hybrid ratios was more heavily influenced by maize or teosinte inbred parent. Since three teosinte inbreds (TIL05, TIL10, and TIL15) were involved in only a single F_1_ each, the three F_1_s involving these inbreds were removed in order to balance the number of maize and teosinte inbred parents for this analysis. Genes were tested for variation among the F_1_ expression ratios (*cis* variation) using a linear model on a gene-by-gene basis that fitted the log_2_(maize∶teosinte) F_1_ expression ratio to the maize and teosinte parents as independent variables. Significant maize and teosinte parent terms were identified with an F-test (p<0.05) using the R *drop1* function. The data for each F_1_ was weighted by total depth at the gene to account for variable read depth in the F_1_ hybrids.

### Additive and dominant gene expression

Our gene expression dataset consisting of parent inbred and hybrid expression ratios gives the opportunity to address dominant and additive gene expression on a genome-wide scale. We calculated the additive effect, dominant effect, and dominant/additive (D/A) ratio for each gene and maize-teosinte F_1_ hybrid comparison. The overall maize-teosinte average D/A ratio was then calculated after exclusion of outlier D/A ratios (Figure S6) by iteratively applying the Dixon method [52]. Genes were classified as additive if |D/A|<0.25 and as having dominant gene action if 0.75<|D/A|<1.25. Following calculation of D/A ratios, we examined ratios for *cis* only and *trans* only genes for altered degrees of dominance.

### CCT gene enrichment in various functional categories

We assessed whether genes in different expression classes (CCT, *cis* only and *trans* only) are over or under represented in several functional categories as compared to all genes or genes with conserved expression levels between maize and teosinte. Generally, we tested all CCT gene lists (A, AB, and ABC) with the most weight given to the CCT-AB gene lists, which we consider our best candidates genes. The categories we tested include transcription factors, several metabolic pathways, gene ontology (GO) categories, selection candidates, and domestication QTL. A list of maize transcription factors and their associated families was obtained from the plant transcription factor database [30]. Metabolic enzyme cDNA sequences for starch and lipid metabolism pathways in maize were downloaded from the Kyoto Encyclopedia of Genes and Genomes (KEGG) [53], [54] and matched with genes from the maize filtered gene set (version 5b) by BLAST. Matches (single gene hit with percent identity greater than 95%) were found for 370 out of 379 genes and used to test for enrichment of genes in the various metabolic pathways. Genes under positive selection during maize domestication and improvement were taken from a recent genomic scan for selection [26]. We obtained a list of QTL associated with maize domestication and improvement traits from Table A.1 of a recent QTL analysis [31].

In general, enrichment or depletion of genes in expression classes among various functional categories was tested with Fisher's exact tests on 2×2 contingency tables. For QTL, enrichment of CCT genes among the genes within QTL 1.5 LOD support intervals were tested separately for each trait and only included QTL whose 1.5 LOD support intervals included 20 or fewer genes. For genes under positive selection during domestication and improvement [26], we also tested for a significant difference in the cross population composite likelihood ratio (XPCLR) at the transcription start site between CCT genes (A, AB, and ABC) versus genes with conserved expression using the Kolmogorov-Smirnov and simple t-tests. Finally, GO term enrichment and depletion was tested using the goseq package [55] in R [56] using median gene length to adjust the GO term reference. The base background GO term reference consisted of genes assessed in 15 crosses, three unique maize, and five unique teosinte inbred lines with a cumulative depth of 100 at segregating sites in F_1_ and parent comparisons. GO terms occurring at least five times in the background reference were tested with p-values corrected for multiple testing using the Benjamini-Hochberg method [57].

## Supporting Information

Figure S1 Log_2_ of parent versus hybrid leaf and stem tissue allele-specific expression ratios. The parent (x-axis) versus F_1_ hybrid (y-axis) allele-specific expression ratios are plotted against each other. Regulatory category in terms of the combination of significant statistical tests determined using the method described in methods is shown designated by color. Proportion and count of genes falling into the various regulatory categories are also shown in the lower right hand corner barplot. (A) The leaf tissue analysis included 15,931 genes and displayed a similar pattern to that seen in the ear tissue in Figure 2. (B) The stem tissue analysis of 16,018 genes also showed a similar overall pattern to that seen in leaf and ear.
(TIF) Click here for additional data file.

Figure S2 *Cis* versus estimated *trans* regulatory effect for CCT-ABC genes in the leaf and stem. CCT genes have a directional bias with more genes overall favoring the maize allele than teosinte. Genes with consistent *cis* regulatory differences tend to favor the domesticated maize allele. The (A) leaf tissue and (B) stem tissue display similar bias to that seen in the ear tissue in Figure 4.
(TIF) Click here for additional data file.

Figure S3 Ratio of the average maize to teosinte R^2^ values grouped by regulatory category. In all three tissues, the proportion of maize to teosinte R^2^ varies between 80% and 90%, consistent with the average loss of nucleotide diversity seen during maize domestication. This suggests no single regulatory category captures more genes under selection than others.
(TIF) Click here for additional data file.

Figure S4 Tissue specific density plots of the ln(XPCLR) score for conserved versus CCT candidate genes. CCT (A, AB, and ABC) gene lists have a significantly higher XPCLR score in the 10 kb window holding the transcriptional start site than conserved (Con) genes. The natural log transformed XPCLR scores for CCT genes are progressively statistically higher than genes identified as conserved in the initial analysis. The distributions of conserved and CCT genes are significantly different by both the shape sensitive Kolmogorov-Smirnov test (upper right of heatmap) and simple difference of the means t-test (lower right of heatmap). Heatmap scale is in log_10_(p-value).
(TIF) Click here for additional data file.

Figure S5 Density plots of the average difference (by gene) in *cis* effect caused by dropping read depth from a single F_1_. The average difference in *cis* effect for each assessed gene caused by dropping read depth from each F_1_ one by one was calculated. Density plots show a strong peak at zero with minimal variance, suggesting individual F_1_ read depths have minor effect on the overall expression ratio.
(TIF) Click here for additional data file.

Figure S6 Histogram of the number of outlier D/A ratios removed by the Dixon method. Cross specific D/A ratios were calculated for all genes and outlier D/A ratios were excluded by iteratively applying the Dixon method. The majority of cases removed two or fewer outliers.
(TIF) Click here for additional data file.

Table S1 Proportion of divergence due to *cis* regulatory effect grouped by overall parental divergence calculated as described in McManus *et al.* [11].
(DOCX) Click here for additional data file.

Table S2 The number of genes for which the maize or teosinte allele is expressed at a higher level.
(DOCX) Click here for additional data file.

Table S3 Bias for the maize allele grouped by inbred line for the three tissues in the CCT-ABC gene list.
(DOCX) Click here for additional data file.

Table S4 Proportion of the variation among the maize∶teosinte expression ratios for the F_1_ hybrids that is explained by maize and teosinte parents.
(DOCX) Click here for additional data file.

Table S5 Number of genes for which the maize and/or teosinte parent contributed to the variance among the F1 hybrid gene expression ratios (heterogeneous) and genes for which there was no variance in expression attributable to the maize or teosinte parent (homogeneous). CCT genes in groups A, B, and C in the three tissue types are shown.
(DOCX) Click here for additional data file.

Table S6 Comparison of observed and expected numbers of genes classified as differentially expressed (DE) or not differentially expressed (NDE) by RNAseq [this study] and microarray assays [24] in groups A, B, and C in the three tissue types.
(DOCX) Click here for additional data file.

Table S7 RNAseq-based regulatory categories for genes identified as differentially expressed in the microarray study [24].
(DOCX) Click here for additional data file.

Table S8 Fisher's exact tests for the overlap between genes associated with regions that are differentially methylated in maize and teosinte (DMRs) [27] and CCT-ABC genes from each of the three experimental tissues in our work.
(DOCX) Click here for additional data file.

Table S9 Number of candidate genes neighboring regions that are differentially methylated (DMRs) between maize and teosinte [27] and proportion in which the RNAseq expression data agrees with methylated status.
(DOCX) Click here for additional data file.

Table S10 Additive and dominant gene counts for the A, AB, and ABC *cis* and *trans* only candidate lists. Dominance cells contain the number of genes for which the maize∶teosinte allele was dominant. Fisher's exact tests (FET) interrogate whether the degree of dominance/additivity differs between the *cis* and *trans* classes. A binomial test (*) indicates significantly different maize∶teosinte count (p<0.005).
(DOCX) Click here for additional data file.

Table S11 Degree of overlap between our CCT (AB list) genes and genes in different transcription factor families.
(DOCX) Click here for additional data file.

Table S12 Degree of overlap between CCT (AB list) differentially expressed genes and genes in the 1.5 support intervals for QTL from a previous study.
(DOCX) Click here for additional data file.

Table S13 Degree overlap between our CCT and *trans* only differentially expressed genes and genes in metabolic pathways defined in KEGG.
(DOCX) Click here for additional data file.

Table S14 Significantly enriched and depleted GO terms from CCT and *trans* only gene lists including tissue, group, accession, description, counts, rate of occurrence, and FDR corrected p-values.
(DOCX) Click here for additional data file.

Table S15 Numbers of biological replicates of F_1_ hybrid and parent inbred lines for RNAseq expression study with hybrid replicates internal and parent around the perimeter (shaded gray).
(DOCX) Click here for additional data file.

Table S16 Adapter name, barcode sequence, and barcode length for Illumina adapters used in RNAseq libraries.
(DOCX) Click here for additional data file.

Table S17 Number of genomic paired end reads and coverage obtained for constructing pseudo-transcriptomes.
(DOCX) Click here for additional data file.

Table S18 F_1_ and parent maize∶teosinte read depth ratios for the 29 maize-teosinte comparisons.
(DOCX) Click here for additional data file.

Table S19 Spearman correlation between all biological replicate pairs of the same genotype.
(DOCX) Click here for additional data file.

Table S20 Comparison of RNAseq expression data with expectations identified in the literature.
(DOCX) Click here for additional data file.

Table S21 Increase in size and percent of CCT A, B, and C gene lists when using 5% Storey's FDR for significant binomial and Fisher's exact tests.
(DOCX) Click here for additional data file.

Text S1 Supplemental methods and results.
(DOCX) Click here for additional data file.

## References

[1] CarrollSB (2005) Evolution at two levels: on genes and form. PLoS Biol 3: e245 10.1371/journal.pbio.0030245 16000021PMC1174822

[2] CarrollSB (2008) Evo-devo and an expanding evolutionary synthesis: a genetic theory of morphological evolution. Cell 134: 25–36 10.1016/j.cell.2008.06.030 18614008

[3] WittkoppPJ, KalayG (2012) Cis-regulatory elements: molecular mechanisms and evolutionary processes underlying divergence. Nat Rev Genet 13: 59–69 10.1038/nrg3095 22143240

[4] SternDL, OrgogozoV (2008) The loci of evolution: how predictable is genetic evolution? Evolution (N Y) 62: 2155–2177 10.1111/j.1558-5646.2008.00450.x PMC261323418616572

[5] SpringerNM, StuparRM (2007) Allele-specific expression patterns reveal biases and embryo-specific parent-of-origin effects in hybrid maize. Plant Cell 19: 2391–2402 10.1105/tpc.107.052258 17693532PMC2002603

[6] ZhangX, BorevitzJO (2009) Global analysis of allele-specific expression in Arabidopsis thaliana. Genetics 182: 943–954 10.1534/genetics.109.103499 19474198PMC2728882

[7] BellGDM, KaneNC, RiesebergLH, AdamsKL (2013) RNA-seq analysis of allele-specific expression, hybrid effects, and regulatory divergence in hybrids compared with their parents from natural populations. Genome Biol Evol 5: 1309–1323 10.1093/gbe/evt072 23677938PMC3730339

[8] SongG, GuoZ, LiuZ, ChengQ, QuX, et al (2013) Global RNA sequencing reveals that genotype-dependent allele-specific expression contributes to differential expression in rice F1 hybrids. BMC Plant Biol 13: 221 10.1186/1471-2229-13-221 24358981PMC3878109

[9] TiroshI, ReikhavS, Levy Aa, BarkaiN (2009) A yeast hybrid provides insight into the evolution of gene expression regulation. Science (80-) 324: 659–662 10.1126/science.1169766 19407207

[10] EmersonJJ, HsiehL-C, SungH-M, WangT-Y, HuangC-J, et al (2010) Natural selection on cis and trans regulation in yeasts. Genome Res 20: 826–836 10.1101/gr.101576.109 20445163PMC2877579

[11] McManusCJ, CoolonJD, DuffMO, Eipper-MainsJ, GraveleyBR, et al (2010) Regulatory divergence in Drosophila revealed by mRNA-seq. Genome Res 20: 816–825 10.1101/gr.102491.109 20354124PMC2877578

[12] HeF, ZhangX, HuJ, TurckF, DongX, et al (2012) Genome-wide Analysis of Cis-regulatory Divergence between Species in the Arabidopsis Genus. Mol Biol Evol 29: 3385–3395 10.1093/molbev/mss146 22641789

[13] SchaefkeB, EmersonJJ, WangT-Y, LuM-YJ, HsiehL-C, et al (2013) Inheritance of gene expression level and selective constraints on trans- and cis-regulatory changes in yeast. Mol Biol Evol 30: 2121–2133 10.1093/molbev/mst114 23793114

[14] DoebleyJF, GautBS, SmithBD (2006) The molecular genetics of crop domestication. Cell 127: 1309–1321 10.1016/j.cell.2006.12.006 17190597

[15] PuruggananMD, FullerDQ (2009) The nature of selection during plant domestication. Nature 457: 843–848 10.1038/nature07895 19212403

[16] OlsenKM, WendelJF (2013) A bountiful harvest: genomic insights into crop domestication phenotypes. Annu Rev Plant Biol 64: 47–70 10.1146/annurev-arplant-050312-120048 23451788

[17] StuderA, ZhaoQ, Ross-IbarraJ, DoebleyJ (2011) Identification of a functional transposon insertion in the maize domestication gene tb1. Nat Genet 43: 1160–1163 10.1038/ng.942 21946354PMC3686474

[18] YangQ, LiZ, LiW, KuL, WangC, et al (2013) CACTA-like transposable element in ZmCCT attenuated photoperiod sensitivity and accelerated the postdomestication spread of maize. Proc Natl Acad Sci 110: 16969–16974 10.1073/pnas.1310949110 24089449PMC3801022

[19] LangZ, WillsDM, LemmonZH, ShannonLM, BukowskiR, et al (2014) Defining the Role of prolamin-box binding factor1 Gene During Maize Domestication. J Hered 10.1093/jhered/esu019 PMC637349624683184

[20] KonishiS, IzawaT, LinSY, EbanaK, FukutaY, et al (2006) An SNP caused loss of seed shattering during rice domestication. Science (80-) 312: 1392–1396 10.1126/science.1126410 16614172

[21] WillsDM, WhippleCJ, TakunoS, KurselLE, ShannonLM, et al (2013) From many, one: genetic control of prolificacy during maize domestication. PLoS Genet 9: e1003604 10.1371/journal.pgen.1003604 23825971PMC3694832

[22] FraryA, NesbittTC, GrandilloS, KnaapE, CongB, et al (2000) fw2.2: a quantitative trait locus key to the evolution of tomato fruit size. Science 289: 85–88 10.1126/science.289.5476.85 10884229

[23] RappRA, HaiglerCH, FlagelL, HovavRH, UdallJA, et al (2010) Gene expression in developing fibres of Upland cotton (Gossypium hirsutum L.) was massively altered by domestication. BMC Biol 8: 139 10.1186/1741-7007-8-139 21078138PMC2992495

[24] Swanson-WagnerR, BriskineR, SchaeferR, HuffordMB, Ross-IbarraJ, et al (2012) Reshaping of the maize transcriptome by domestication. Proc Natl Acad Sci 109: 11878–11883 10.1073/pnas.1201961109 22753482PMC3406829

[25] KoenigD, Jiménez-GómezJM, KimuraS, FulopD, ChitwoodDH, et al (2013) Comparative transcriptomics reveals patterns of selection in domesticated and wild tomato. Proc Natl Acad Sci 110: E2655–62 10.1073/pnas.1309606110 23803858PMC3710864

[26] HuffordMB, XuX, van HeerwaardenJ, PyhäjärviT, ChiaJ-M, et al (2012) Comparative population genomics of maize domestication and improvement. Nat Genet 44: 808–811 10.1038/ng.2309 22660546PMC5531767

[27] EichtenSR, BriskineR, SongJ, LiQ, Swanson-WagnerR, et al (2013) Epigenetic and genetic influences on DNA methylation variation in maize populations. Plant Cell 25: 2783–2797 10.1105/tpc.113.114793 23922207PMC3784580

[28] DuncanIW (2002) Transvection effects in Drosophila. Annu Rev Genet 36: 521–556 10.1146/annurev.genet.36.060402.100441 12429702

[29] LesterRN (1989) Evolution under domestication involving disturbance of genic balance. Euphytica 44: 125–132 10.1007/BF00022606

[30] JinJ, ZhangH, KongL, GaoG, LuoJ (2014) PlantTFDB 3.0: a portal for the functional and evolutionary study of plant transcription factors. Nucleic Acids Res 42: D1182–7 10.1093/nar/gkt1016 24174544PMC3965000

[31] Shannon LM (2012) The Genetic Architecture of Maize Domestication and Range Expansion. Ph.D. dissertation. University of Wisconsin - Madison.

[32] HanseyCN, VaillancourtB, SekhonRS, de LeonN, KaepplerSM, et al (2012) Maize (Zea mays L.) genome diversity as revealed by RNA-sequencing. PLoS One 7: e33071 10.1371/journal.pone.0033071 22438891PMC3306378

[33] TenaillonMI, U'RenJ, TenaillonO, GautBS (2004) Selection versus demography: a multilocus investigation of the domestication process in maize. Mol Biol Evol 21: 1214–1225 10.1093/molbev/msh102 15014173

[34] Eyre-WalkerA, KeightleyPD (2009) Estimating the rate of adaptive molecular evolution in the presence of slightly deleterious mutations and population size change. Mol Biol Evol 26: 2097–2108 10.1093/molbev/msp119 19535738

[35] StrasburgJL, ShermanNA, WrightKM, MoyleLC, WillisJH, et al (2012) What can patterns of differentiation across plant genomes tell us about adaptation and speciation? Philos Trans R Soc Lond B Biol Sci 367: 364–373 10.1098/rstb.2011.0199 22201166PMC3233712

[36] WangH, Nussbaum-WaglerT, LiB, ZhaoQ, VigourouxY, et al (2005) The origin of the naked grains of maize. Nature 436: 714–719 10.1038/nature03863 16079849PMC1464477

[37] LinZ, LiX, ShannonLM, YehC-T, WangML, et al (2012) Parallel domestication of the Shattering1 genes in cereals. Nat Genet 44: 720–724 10.1038/ng.2281 22581231PMC3532051

[38] LuJ, TangT, TangH, HuangJ, ShiS, et al (2006) The accumulation of deleterious mutations in rice genomes: a hypothesis on the cost of domestication. Trends Genet 22: 126–131 10.1016/j.tig.2006.01.004 16443304

[39] BurgerJC, ChapmanMA, BurkeJM (2008) Molecular insights into the evolution of crop plants. Am J Bot 95: 113–122 10.3732/ajb.95.2.113 21632337

[40] GrossBL, OlsenKM (2010) Genetic perspectives on crop domestication. Trends Plant Sci 15: 529–537 10.1016/j.tplants.2010.05.008 20541451PMC2939243

[41] GallavottiA, ZhaoQ, KyozukaJ, MeeleyRB, RitterMK, et al (2004) The role of barren stalk1 in the architecture of maize. Nature 432: 630–635 10.1038/nature03148 15577912

[42] ZhongS, JoungJ, ZhengY, ChenY, LiuB, et al (2011) High-throughput illumina strand-specific RNA sequencing library preparation. Cold Spring Harb Protoc 2011: 940–949 10.1101/pdb.prot5652 21807852

[43] SatyaRV, ZavaljevskiN, ReifmanJ (2012) A new strategy to reduce allelic bias in RNA-Seq readmapping. Nucleic Acids Res 40: e127 10.1093/nar/gks425 22584625PMC3439884

[44] HuangS, HoltJ, KaoC-Y, McMillanL, WangW (2014) A novel multi-alignment pipeline for high-throughput sequencing data. Database (Oxford) 2014: 1–12 10.1093/database/bau057 PMC406283724948510

[45] GrabherrMG, HaasBJ, YassourM, LevinJZ, ThompsonDA, et al (2011) Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol 29: 644–652 10.1038/nbt.1883 21572440PMC3571712

[46] WangX, SolowayPD, ClarkAG (2011) A survey for novel imprinted genes in the mouse placenta by mRNA-seq. Genetics 189: 109–122 10.1534/genetics.111.130088 21705755PMC3176116

[47] LiH, DurbinR (2009) Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics 25: 1754–1760 10.1093/bioinformatics/btp324 19451168PMC2705234

[48] McKennaA, HannaM, BanksE, SivachenkoA, CibulskisK, et al (2010) The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. Genome Res 20: 1297–1303 10.1101/gr.107524.110 20644199PMC2928508

[49] DePristoMA, BanksE, PoplinR, GarimellaKV, MaguireJR, et al (2011) A framework for variation discovery and genotyping using next-generation DNA sequencing data. Nat Genet 43: 491–498 10.1038/ng.806 21478889PMC3083463

[50] LangmeadB, TrapnellC, PopM, SalzbergSL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[51] StoreyJD (2002) A direct approach to false discovery rates. J R Stat Soc Ser B (Statistical Methodol 64: 479–498 10.1111/1467-9868.00346

[52] DeanRB, DixonWJ (1951) Simplified Statistics for Small Numbers of Observations. Anal Chem 23: 636–638 10.1021/ac60052a025

[53] KanehisaM (2000) KEGG: Kyoto Encyclopedia of Genes and Genomes. Nucleic Acids Res 28: 27–30 10.1093/nar/28.1.27 10592173PMC102409

[54] KanehisaM, GotoS, SatoY, FurumichiM, TanabeM (2012) KEGG for integration and interpretation of large-scale molecular data sets. Nucleic Acids Res 40: D109–14 10.1093/nar/gkr988 22080510PMC3245020

[55] YoungMD, WakefieldMJ, SmythGK, OshlackA (2010) Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol 11: R14 10.1186/gb-2010-11-2-r14 20132535PMC2872874

[56] R Development Core Team (2013) R: A language and environment for statistical computing.

[57] BenjaminiY, HochbergY (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B 57: 289–300.

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S1 — Proportion of divergence due to cis regulatory effect grouped by overall parental divergence calculated as described in McManus et al. [11].

Table S1: Proportion of divergence due to *cis* regulatory effect grouped by overall parental divergence calculated as described in McManus *et al.* [11].

| Gene Group^1^ | N | Tissue | % *cis* ± SE |
| --- | --- | --- | --- |
| All genes | 15939 | Ear | 0.4519 ± 0.0021 |
| 0-1 | 14140 | Ear | 0.4583 ± 0.0022 |
| 1-2 | 1312 | Ear | 0.3918 ± 0.0081 |
| 2-3 | 268 | Ear | 0.3524 ± 0.0188 |
| 3-4 | 95 | Ear | 0.3370 ± 0.0298 |
| 4-5 | 45 | Ear | 0.4713 ± 0.0495 |
| 5+ | 79 | Ear | 0.7777 ± 0.0273 |
| All genes | 15931 | Leaf | 0.4151 ± 0.0021 |
| 0-1 | 13787 | Leaf | 0.4246 ± 0.0022 |
| 1-2 | 1740 | Leaf | 0.3311 ± 0.0066 |
| 2-3 | 278 | Leaf | 0.3732 ± 0.0174 |
| 3-4 | 51 | Leaf | 0.4522 ± 0.0445 |
| 4-5 | 21 | Leaf | 0.6476 ± 0.0584 |
| 5+ | 54 | Leaf | 0.7679 ± 0.0301 |
| All genes | 16018 | Stem | 0.4704 ± 0.0021 |
| 0-1 | 14746 | Stem | 0.4715 ± 0.0022 |
| 1-2 | 1000 | Stem | 0.4284 ± 0.0096 |
| 2-3 | 149 | Stem | 0.4629 ± 0.0233 |
| 3-4 | 40 | Stem | 0.5051 ± 0.0539 |
| 4-5 | 23 | Stem | 0.6365 ± 0.0590 |
| 5+ | 60 | Stem | 0.8081 ± 0.0248 |

^1^ Group (except for “All genes”) indicates grouping of genes by the absolute value of the parent log_2_(Maize:Teosinte) ratio.

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S2 — The number of genes for which the maize or teosinte allele is expressed at a higher level.

Table S2: The number of genes for which the maize or teosinte allele is expressed at a higher level in F_1_ hybrids.

| **CCT Group** | **Tissue** | **+log2(M/T)** | **Zero log2(M/T)** | **-log2(M/T)** |
| --- | --- | --- | --- | --- |
| A | Ear | 9 | 0 | 34 |
| A | Leaf | 5 | 0 | 17 |
| A | Stem | 8 | 0 | 19 |
| B | Ear | 193 | 0 | 319 |
| B | Leaf | 164 | 0 | 272 |
| B | Stem | 155 | 0 | 249 |
| C | Ear | 396 | 0 | 594 |
| C | Leaf | 314 | 0 | 555 |
| C | Stem | 382 | 0 | 558 |
| AB | Ear | 202 | 0 | 353 |
| AB | Leaf | 169 | 0 | 289 |
| AB | Stem | 163 | 0 | 268 |
| ABC | Ear | 598 | 0 | 947 |
| ABC | Leaf | 483 | 0 | 844 |
| ABC | Stem | 545 | 0 | 826 |
| Overall | Ear | 5870 | 38 | 7286 |
| Overall | Leaf | 5832 | 25 | 7307 |
| Overall | Stem | 5990 | 21 | 7294 |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S3 — Bias for the maize allele grouped by inbred line for the three tissues in the CCT-ABC gene list.

Table S3: Bias for the maize allele grouped by inbred line for the three tissues in the CCT-ABC gene list.

| **Maize Inbred** | **CCT Group** | **Tissue** | **Teosinte Bias** | **No Bias** | **Maize Bias** | **M:T Ratio** |
| --- | --- | --- | --- | --- | --- | --- |
| B73 | ABC | Ear^a^ | 569 | 1 | 975 | 1.713533 |
| CML103 |  |  | 661 | 6 | 839 | 1.269289 |
| Ki3 |  |  | 602 | 5 | 915 | 1.519934 |
| Mo17 |  |  | 605 | 12 | 845 | 1.396694 |
| Oh43 |  |  | 594 | 1 | 949 | 1.597643 |
| W22 |  |  | 640 | 4 | 889 | 1.389063 |
| non-B73 |  |  | 606 | 0 | 939 | 1.549505 |
| B73 | ABC | Leaf^b^ | 466 | 0 | 861 | 1.847639 |
| CML103 |  |  | 570 | 6 | 711 | 1.247368 |
| Ki3 |  |  | 506 | 5 | 795 | 1.571146 |
| Mo17 |  |  | 496 | 4 | 785 | 1.582661 |
| Oh43 |  |  | 478 | 0 | 846 | 1.769874 |
| W22 |  |  | 507 | 2 | 809 | 1.595660 |
| non-B73 |  |  | 505 | 0 | 822 | 1.627722 |
| B73 | ABC | Stem^c^ | 524 | 0 | 847 | 1.616412 |
| CML103 |  |  | 582 | 7 | 739 | 1.269759 |
| Ki3 |  |  | 555 | 2 | 793 | 1.428829 |
| Mo17 |  |  | 520 | 4 | 806 | 1.550000 |
| Oh43 |  |  | 512 | 1 | 857 | 1.673828 |
| W22 |  |  | 546 | 1 | 814 | 1.490842 |
| non-B73 |  |  | 545 | 0 | 826 | 1.515596 |

^a^ Fisher’s exact test for B73 versus cumulative non-B73 ratio, p = 0.1824.

^b^ Fisher’s exact test for B73 versus cumulative non-B73 ratio, p = 0.1256.

^c^ Fisher’s exact test for B73 versus cumulative non-B73 ratio, p = 0.4332.

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S4 — Proportion of the variation among the maize∶teosinte expression ratios for the F1 hybrids that is explained by maize and teosinte parents.

Table S4: Proportion of the variation among the maize:teosinte expression ratios for the F_1_ hybrids that is explained by maize and teosinte parents.

| **Tissue** | **Category** | **R^2^ maize** | **R^2^ teosinte** | **Maize/Teosinte** | **Gene Count** |
| --- | --- | --- | --- | --- | --- |
| Ear | All genes | 32.48% | 38.21% | 85.01% | 13194 |
| Leaf | All genes | 32.11% | 37.85% | 84.83% | 13164 |
| Stem | All genes | 32.04% | 38.56% | 83.09% | 13305 |
| Ear | ABC | 32.25% | 41.37% | 77.96% | 1545 |
| Leaf | ABC | 32.07% | 40.91% | 78.38% | 1327 |
| Stem | ABC | 32.20% | 41.26% | 78.05% | 1371 |
| Ear | AB | 30.76% | 42.95% | 71.64% | 555 |
| Leaf | AB | 31.14% | 42.64% | 73.03% | 458 |
| Stem | AB | 32.28% | 42.22% | 76.45% | 431 |
| Ear | A | 26.58% | 48.86% | 54.41% | 43 |
| Leaf | A | 23.17% | 48.78% | 47.50% | 22 |
| Stem | A | 28.86% | 48.26% | 59.80% | 27 |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S5 — Number of genes for which the maize and/or teosinte parent contributed to the variance among the F1 hybrid gene expression ratios (heterogeneous) and genes for which there was no variance in expression attributable to the maize or teosinte parent (homogeneous). CCT genes in groups A, B, and C in the three tissue types are shown.

Table S5: Number of genes for which the maize and/or teosinte parent contributed to the variance among the F1 hybrid gene expression ratios (heterogeneous) and genes for which there was no variance in expression attributable to the maize or teosinte parent (homogeneous). CCT genes in groups A, B, and C in the three tissue types are shown.

| **Tissue** | **Category** | **Heterogeneous** | | | **Homogenous** | **Total** |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | **Maize** | **Teosinte** | **Maize+Teosinte** |  |  |
| Ear | All genes | 1880 | 2959 | 2504 | 5851 | 13194 |
| Leaf | All genes | 1837 | 3093 | 2517 | 5717 | 13164 |
| Stem | All genes | 1924 | 3215 | 2645 | 5521 | 13305 |
| Ear | ABC | 195 | 417 | 350 | 583 | 1545 |
| Leaf | ABC | 167 | 364 | 305 | 491 | 1327 |
| Stem | ABC | 193 | 374 | 321 | 483 | 1371 |
| Ear | AB | 67 | 157 | 120 | 211 | 555 |
| Leaf | AB | 62 | 134 | 100 | 162 | 458 |
| Stem | AB | 57 | 128 | 105 | 141 | 431 |
| Ear | A | 3 | 17 | 5 | 18 | 43 |
| Leaf | A | 3 | 8 | 1 | 10 | 22 |
| Stem | A | 2 | 8 | 7 | 10 | 27 |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S6 — Comparison of observed and expected numbers of genes classified as differentially expressed (DE) or not differentially expressed (NDE) by RNAseq [this study] and microarray assays [24] in groups A, B, and C in the three tissue types.

Table S6: Comparison of observed and expected numbers of genes classified as differentially expressed (DE) or not differentially expressed (NDE) by RNAseq [this study] and microarray assays [24] in groups A, B, and C in the three tissue types.

| **CCT Group** | **Tissue** |  | **Observed** | | **Expected** | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | MicroArray-NDE | MicroArray -DE | MicroArray -NDE | MicroArray -DE |
| A | Ear | RNAseq-NDE | 9587 | 184 | 9583.56 | 187.44 |
| A | Ear | RNAseq-DE | 25 | 4 | 28.44 | 0.56 |
| A | Leaf | RNAseq-NDE | 9796 | 195 | 9794.28 | 196.72 |
| A | Leaf | RNAseq-DE | 12 | 2 | 13.72 | 0.28 |
| A | Stem | RNAseq-NDE | 9804 | 198 | 9802.36 | 199.64 |
| A | Stem | RNAseq-DE | 16 | 2 | 17.64 | 0.36 |
| A | Union | RNAseq-NDE | 10104 | 204 | 10098.04 | 209.96 |
| A | Union | RNAseq-DE | 44 | 7 | 49.96 | 1.04 |
| AB | Ear | RNAseq-NDE | 9244 | 165 | 9228.50 | 180.50 |
| AB | Ear | RNAseq-DE | 368 | 23 | 383.50 | 7.50 |
| AB | Leaf | RNAseq-NDE | 9482 | 173 | 9464.89 | 190.11 |
| AB | Leaf | RNAseq-DE | 326 | 24 | 343.11 | 6.89 |
| AB | Stem | RNAseq-NDE | 9532 | 175 | 9513.25 | 193.75 |
| AB | Stem | RNAseq-DE | 288 | 25 | 306.75 | 6.25 |
| AB | Union | RNAseq-NDE | 9409 | 164 | 9378.01 | 194.99 |
| AB | Union | RNAseq-DE | 739 | 47 | 769.99 | 16.01 |
| ABC | Ear | RNAseq-NDE | 8529 | 136 | 8498.77 | 166.23 |
| ABC | Ear | RNAseq-DE | 1083 | 52 | 1113.23 | 21.77 |
| ABC | Leaf | RNAseq-NDE | 8842 | 149 | 8813.97 | 177.03 |
| ABC | Leaf | RNAseq-DE | 966 | 48 | 994.03 | 19.97 |
| ABC | Stem | RNAseq-NDE | 8835 | 154 | 8809.58 | 179.42 |
| ABC | Stem | RNAseq-DE | 985 | 46 | 1010.42 | 20.58 |
| ABC | Union | RNAseq-NDE | 7980 | 121 | 7935.99 | 165.01 |
| ABC | Union | RNAseq-DE | 2168 | 90 | 2212.01 | 45.99 |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S7 — RNAseq-based regulatory categories for genes identified as differentially expressed in the microarray study [24].

Table S7: RNAseq-based regulatory categories for genes identified as differentially expressed in the microarray study [24].

|  | **Ear** | **Leaf** | **Stem** |
| --- | --- | --- | --- |
| Ambiguous | 5.81% | 7.25% | 9.65% |
| *Cis* + *Trans* | 25.73% | 30.92% | 22.39% |
| *Cis* only | 26.14% | 27.48% | 30.89% |
| *Cis* x *Trans* | 6.64% | 6.11% | 8.49% |
| Compensatory | 7.05% | 7.63% | 6.56% |
| Conserved | 13.28% | 8.78% | 12.74% |
| *Trans* only | 15.35% | 11.83% | 9.27% |
| Total Genes | 241 | 262 | 259 |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S8 — Fisher's exact tests for the overlap between genes associated with regions that are differentially methylated in maize and teosinte (DMRs) [27] and CCT-ABC genes from each of the three experimental tissues in our work.

Table S8: Fisher’s exact tests for the overlap between genes associated with regions that are differentially methylated in maize and teosinte (DMRs) [42] and CCT-ABC genes from each of the three experimental tissues in our work.

| **Overlap** | **Ear** | **Leaf** | **Stem** | **Union** |
| --- | --- | --- | --- | --- |
| Expected | 13.4664 | 11.6934 | 12.4683 | 27.493 |
| Observed | 19 | 13 | 17 | 33 |
| p-value | 0.1092 | 0.6424 | 0.1755 | 0.2358 |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S9 — Number of candidate genes neighboring regions that are differentially methylated (DMRs) between maize and teosinte [27] and proportion in which the RNAseq expression data agrees with methylated status.

Table S9: Number of candidate genes neighboring regions that are differentially methylated (DMRs) between maize and teosinte [42] and proportion in which the RNAseq expression data agrees with methylated status.

|  | **Ear** | | **Leaf** | **Stem** |
| --- | --- | --- | --- | --- |
| Total | | 19 | 13 | 17 |
| A | | 1 | 0 | 0 |
| B | | 3 | 2 | 3 |
| C | | 15 | 11 | 14 |
| Total-agree | | 57.9% | 53.8% | 58.8% |
| A-agree | | 100% | NA | NA |
| B-agree | | 100% | 50.0% | 33.3% |
| C-agree | | 46.7% | 54.5% | 64.3% |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S10 — Additive and dominant gene counts for the A, AB, and ABC cis and trans only candidate lists. Dominance cells contain the number of genes for which the maize∶teosinte allele was dominant. Fisher's exact tests (FET) interrogate whether the degree of dominance/additivity differs between the cis and trans classes. A binomial test (*) indicates significantly different maize∶teosinte count (p<0.005).

Table S10: Additive and dominant gene counts for the A, AB, and ABC *cis* and *trans* only candidate lists. Dominance cells contain the number of genes for which the maize:teosinte allele was dominant. Fisher’s exact tests (FET) interrogate whether the degree of dominance/additivity differs between the *cis* and *trans* classes. A binomial test (*) indicates significantly different maize:teosinte count (p < 0.005).

|  |  | Ear | |  | Leaf | |  | Stem | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Add | Dom |  | Add | Dom |  | Add | Dom |
| A | *Cis* only | 11 | 1:0 |  | 3 | 1:1 |  | 3 | 2:1 |
|  | *Trans* only | 13 | 19:2* |  | 5 | 4:1 |  | 2 | 0:2 |
|  |  | FET p<0.005 | |  | FET p>0.05 | |  | FET p>0.05 | |
|  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |
| AB | *Cis* only | 95 | 22:18 |  | 49 | 17:19 |  | 52 | 19:20 |
|  | *Trans* only | 112 | 89:35* |  | 87 | 84:22* |  | 23 | 10:13 |
|  |  | FET p<0.005 | |  | FET p<0.05 | |  | FET p>0.05 | |
|  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |
| ABC | *Cis* only | 266 | 62:65 |  | 142 | 52:59 |  | 178 | 68:71 |
|  | *Trans* only | 203 | 112:68* |  | 138 | 117:67* |  | 67 | 35:42 |
|  |  | FET p<0.005 | |  | FET p<0.005 | |  | FET p<0.05 | |
|  |  |  |  |  |  |  |  |  |  |

* = BT p-value < 0.005

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S11 — Degree of overlap between our CCT (AB list) genes and genes in different transcription factor families.

Table S11: Degree of overlap between our CCT (AB list) genes and genes in different transcription factor families.

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S12 — Degree of overlap between CCT (AB list) differentially expressed genes and genes in the 1.5 support intervals for QTL from a previous study.

Table S12: Degree of overlap between CCT (AB list) differentially expressed genes and genes in the 1.5 support intervals for QTL (containing at least 20 genes) from a previous study.

| **Trait** | **Tissue** | **Assayed Genes** | **Observed Overlap** | **Expected Overlap** | **FET p-value** |
| --- | --- | --- | --- | --- | --- |
| BARE | Ear | 0 | 0 | 0.00 | 1.00 |
| DIAM | Ear | 29 | 4 | 1.22 | 0.03 |
| DIS | Ear | 4 | 1 | 0.17 | 0.16 |
| DTP | Ear | 10 | 1 | 0.42 | 0.35 |
| GLCO | Ear | 3 | 0 | 0.13 | 1.00 |
| GLU | Ear | 0 | 0 | 0.00 | 1.00 |
| KRN | Ear | 15 | 2 | 0.63 | 0.13 |
| KW | Ear | 17 | 1 | 0.72 | 0.52 |
| LEN | Ear | 4 | 1 | 0.17 | 0.16 |
| PROL | Ear | 5 | 0 | 0.21 | 1.00 |
| STAM | Ear | 10 | 1 | 0.42 | 0.35 |
| BARE | Leaf | 0 | 0 | 0.00 | 1.00 |
| DIAM | Leaf | 28 | 0 | 0.97 | 1.00 |
| DIS | Leaf | 4 | 2 | 0.14 | 0.01 |
| DTP | Leaf | 9 | 0 | 0.31 | 1.00 |
| GLCO | Leaf | 3 | 0 | 0.10 | 1.00 |
| GLU | Leaf | 0 | 0 | 0.00 | 1.00 |
| KRN | Leaf | 13 | 0 | 0.45 | 1.00 |
| KW | Leaf | 17 | 2 | 0.59 | 0.12 |
| LEN | Leaf | 4 | 0 | 0.14 | 1.00 |
| PROL | Leaf | 5 | 0 | 0.17 | 1.00 |
| STAM | Leaf | 9 | 1 | 0.31 | 0.27 |
| BARE | Stem | 0 | 0 | 0.00 | 1.00 |
| DIAM | Stem | 28 | 1 | 0.91 | 0.60 |
| DIS | Stem | 4 | 0 | 0.13 | 1.00 |
| DTP | Stem | 10 | 0 | 0.32 | 1.00 |
| GLCO | Stem | 3 | 0 | 0.10 | 1.00 |
| GLU | Stem | 0 | 0 | 0.00 | 1.00 |
| KRN | Stem | 14 | 1 | 0.45 | 0.37 |
| KW | Stem | 18 | 3 | 0.58 | 0.02 |
| LEN | Stem | 4 | 0 | 0.13 | 1.00 |
| PROL | Stem | 5 | 0 | 0.16 | 1.00 |
| STAM | Stem | 10 | 0 | 0.32 | 1.00 |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S13 — Degree overlap between our CCT and trans only differentially expressed genes and genes in metabolic pathways defined in KEGG.

Table S13: Degree overlap between our CCT and *trans* only differentially expressed genes and genes in metabolic pathways defined in KEGG.

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S14 — Significantly enriched and depleted GO terms from CCT and trans only gene lists including tissue, group, accession, description, counts, rate of occurrence, and FDR corrected p-values.

Table S14: Significantly enriched and depleted GO terms from CCT and *trans* only gene lists including tissue, group, accession, description, counts, rate of occurrence, and FDR corrected p-values.

| **Tissue** | **Group^1^** | **GO Accession** | **GO Description** | **Number Candidate Genes in Accession** | **Number genes in accession** | **Proportion in CCT genes** | **Proportion of assayed genes** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Leaf | CCT-ABC | GO:0003677 | DNA binding ^2^ | 45 | 774 | 0.058 | 0.059 | 0.008 |
| Ear | *trans*-A | GO:0015995 | chlorophyll biosynthetic process | 3 | 13 | 0.231 | 0.001 | 0.045 |
| Ear | *trans*-AB | GO:0001071 | nucleic acid binding transcription factor activity | 26 | 228 | 0.114 | 0.017 | 0.0005 |
| Ear | *trans*-AB | GO:0003700 | sequence-specific DNA binding transcription factor activity | 26 | 228 | 0.114 | 0.017 | 0.0005 |
| Ear | *trans*-AB | GO:0006355 | regulation of transcription, DNA-dependent | 40 | 474 | 0.084 | 0.036 | 0.001 |
| Ear | *trans*-AB | GO:0043565 | sequence-specific DNA binding | 20 | 160 | 0.125 | 0.012 | 0.001 |
| Ear | *trans*-AB | GO:0015995 | chlorophyll biosynthetic process | 6 | 13 | 0.462 | 0.001 | 0.001 |
| Ear | *trans*-ABC | GO:0001071 | nucleic acid binding transcription factor activity | 45 | 228 | 0.197 | 0.017 | 0.0003 |
| Ear | *trans*-ABC | GO:0003700 | sequence-specific DNA binding transcription factor activity | 45 | 228 | 0.197 | 0.017 | 0.0003 |
| Ear | *trans*-ABC | GO:0006355 | regulation of transcription, DNA-dependent | 69 | 474 | 0.146 | 0.036 | 0.016 |
| Ear | *trans*-ABC | GO:0015995 | chlorophyll biosynthetic process | 7 | 13 | 0.538 | 0.001 | 0.018 |
| Leaf | *trans*-AB | GO:0005840 | ribosome | 30 | 295 | 0.107 | 0.022 | 0.002 |
| Leaf | *trans*-AB | GO:0019843 | rRNA binding | 6 | 19 | 0.316 | 0.001 | 0.036 |
| Leaf | *trans*-AB | GO:0051301 | cell division | 11 | 78 | 0.141 | 0.006 | 0.049 |
| Leaf | *trans*-ABC | GO:0051301 | cell division | 23 | 78 | 0.295 | 0.006 | 0.0005 |
| Leaf | *trans*-ABC | GO:0000166 | nucleotide binding | 170 | 1329 | 0.128 | 0.101 | 0.034 |
| Leaf | *trans*-ABC | GO:0007049 | cell cycle | 19 | 77 | 0.247 | 0.006 | 0.035 |

^1^ Group indicating the candidate list (CCT or consistent *trans* only) and level of list (A, AB, or ABC list).

^2^ Under-represented GO term.

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S15 — Numbers of biological replicates of F1 hybrid and parent inbred lines for RNAseq expression study with hybrid replicates internal and parent around the perimeter (shaded gray).

Table S15: Numbers of biological replicates of F_1_ hybrid and parent inbred lines for RNAseq expression study with hybrid replicates internal and parent around the perimeter (shaded gray).

|  | Inbred | B73 | CML103 | Ki3 | Mo17 | Oh43 | W22 |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Inbred |  | 2/2/2 | 2/2/2 | 2/2/2 | 2/2/2 | 2/2/2 | 2/2/2 |
| TIL01 | 2/2/2 | 2/2/2 |  |  | 0/2/2 | 2/2/2 | 2/2/2 |
| TIL03 | 2/1/1 | 2/1/1 | 2/2/2 | 1/2/2 |  | 1/2/2 | 2/2/2 |
| TIL05 | 2/2/2 | 2/2/2 |  |  |  |  |  |
| TIL09 | 2/2/2 | 2/2/1 |  | 2/2/2 | 3/2/2 | 2/2/2 |  |
| TIL10 | 2/2/2 |  |  |  |  | 1/2/2 |  |
| TIL11 | 2/2/2 | 2/2/2 | 2/2/2 | 2/2/2 |  | 2/2/2 | 2/2/2 |
| TIL14 | 2/2/2 | 4/2/2 | 2/2/2 | 2/1/2 | 2/2/2 |  | 1/2/2 |
| TIL15 | 2/2/2 |  |  |  |  | 2/2/2 |  |
| TIL25 | 2/2/2 | 4/3/2 |  |  |  | 3/2/2 | 2/2/2 |

The first, second and third number in each cell are for ear/leaf/stem.

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S16 — Adapter name, barcode sequence, and barcode length for Illumina adapters used in RNAseq libraries.

Table S16: Adapter name, barcode sequence, and barcode length for Illumina adapters used in RNAseq libraries.

| **Adapter #** | **Adapter Name** | **Barcode Sequence** | **Barcode Length** |
| --- | --- | --- | --- |
| **1** | PE YC3 | GCATGT | 5 nt |
| **2** | PE YC4 | TGTGCT | 5 nt |
| **3** | PE YC5 | AGTCAT | 5 nt |
| **4** | PE YC6 | GTAAGT | 5 nt |
| **5** | PE YC7 | TCCTCT | 5 nt |
| **6** | PE YC8 | CAGGTT | 5 nt |
| **7** | PE JM 1 | TCCAT | 4 nt |
| **8** | PE JM 2 | TAGCT | 4 nt |
| **9** | PE JM 3 | GTTCT | 4 nt |
| **10** | PE JM 4 | CGATT | 4 nt |
| **11** | PE TB 1 | ATCGT | 4 nt |
| **12** | PE TB 2 | GCTAT | 4 nt |
| **13** | PE TB 3 | TGGAT | 4 nt |
| **14** | PE TB 4 | ATGCT | 4 nt |
| **15** | PE ZL1 | CACTAT | 5 nt |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S17 — Number of genomic paired end reads and coverage obtained for constructing pseudo-transcriptomes.

Table S17: Number of genomic paired-end reads and coverage obtained for constructing pseudo-transcriptomes.

| **Inbred Line** | **# Reads** | **genome coverage** |
| --- | --- | --- |
| CML103 | 4.46E+08 | 21.24 |
| Ki3 | 4.38E+08 | 19.85 |
| Mo17 | 2.57E+08 | 11.37 |
| Oh43 | 5.59E+08 | 20.56 |
| TI01 | 3.44E+08 | 14.5 |
| TI03 | 3.16E+08 | 13.15 |
| TI05 | 4.76E+08 | 17.8 |
| TI09 | 3.42E+08 | 15.21 |
| TI10 | 5.29E+08 | 24.29 |
| TI11 | 3.41E+08 | 15.97 |
| TI14 | 3.22E+08 | 13.82 |
| TI15 | 5.39E+08 | 24.22 |
| TI25 | 4.27E+08 | 19.93 |
| W22 | 3.07E+08 | 13.19 |
| Average | 4.03E+08 | 17.50714 |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S18 — F1 and parent maize∶teosinte read depth ratios for the 29 maize-teosinte comparisons.

Table S18: F_1_ and parent maize:teosinte read depth ratios for the 29 maize-teosinte comparisons.

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S19 — Spearman correlation between all biological replicate pairs of the same genotype.

Table S19: Spearman correlation between all biological replicate pairs of the same genotype.

^a^ Only one biological replicate exists from this genotype.

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S20 — Comparison of RNAseq expression data with expectations identified in the literature.

Table S20: RNAseq expression data for putative or documented domestication genes.

|  | **Ear** | | | **Leaf** | | | **Stem** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **GeneID** | **F1 M:T** | **Parent M:T** | **No. F1:M:T** | **F1 M:T** | **Parent M:T** | **No. F1:M:T** | **F1 M:T** | **Parent M:T** | **No. F1:M:T** |
| AC233950.1_FG002 *tb1* | 1041:  687 | 934:  443 | 17:5:8 |  |  |  | 170:  119 | 54:  53 | 17:6:8 |
| GRMZM2G070034 *OsMADS56* | 599:  436 | 312:  202 | 20:6:6 | 1119:  74 | 1413:  59 | 20:6:6 | 231:  23 | 113:  12 | 20:6:6 |
| GRMZM2G074124 *ZmSh1-5.1* | 70:  276 | 15:  205 | 6:4:2 |  |  |  |  |  |  |
| GRMZM2G085873 *ZmSh1.1* | 17:  137 | 5:  220 | 5:3:3 |  |  |  |  |  |  |
| GRMZM2G101511 *tga1* | 102:  114 | 118:  276 | 8:4:4 |  |  |  |  |  |  |
| GRMZM2G180190  *zfl2* | 152:  123 | 256:  63 | 9:5:4 |  |  |  |  |  |  |
| GRMZM2G026223 *zagl1* | 2200:  1469 | 1877:  756 | 17:6:6 | 825:  530 | 289:  246 | 18:6:6 | 434:  304 | 293:  171 | 18:6:6 |
| GRMZM2G370777 *zmm19* | 645:  815 | 157:5  70 | 21:6:9 | 5740:  5856 | 3455:  4107 | 22:6:9 | 13257:  12458 | 5935:  5979 | 22:6:9 |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Table S21 — Increase in size and percent of CCT A, B, and C gene lists when using 5% Storey's FDR for significant binomial and Fisher's exact tests.

Table S21: Increase in size and percent of CCT A, B, and C gene lists when using 5% Storey’s FDR for significant binomial and Fisher’s exact tests.

| CCT list | Additional Ear (N) | Additional Leaf (N) | Additional Stem (N) | Additional Ear (%) | Additional Leaf (%) | Additional Stem (%) |
| --- | --- | --- | --- | --- | --- | --- |
| A | 1 | 2 | 1 | 2.3% | 8.7% | 3.6% |
| B | 29 | 21 | 33 | 5.4% | 4.7% | 7.6% |
| C | 106 | 116 | 122 | 9.7% | 12.1% | 11.5% |

# Supplementary material for: The Role of cis Regulatory Evolution in Maize Domestication
**Source:** PLoS Genet. 2014 Nov 6;10(11):e1004745. doi: 10.1371/journal.pgen.1004745
**Supplement:** Text S1 — Supplemental methods and results.

**Supplemental Methods and Results**

**Weighting and scaling**

Data were scaled and weighted in several ways to account for variable sequencing depth in the course of our analyses. The three statistics that were weighted to account for sequencing depth were: (1) parent read depths for individual maize-teosinte comparisons, (2) overall parent read depth for maize versus teosinte, and (3) percent crosses with consistent *cis* and *trans* expression patterns.

Parent data for individual maize-teosinte comparisons were scaled to the sequencing depth of the parent line with less sequencing reads. This was done by dividing all read depths from both parent inbred lines by the total amount of sequence data collected for each inbred and then multiplying read depths from both inbred lines by the lesser amount of reads collected. For example, if the B73-TIL01 comparison had 20 million B73 reads and a depth at segregating sites of 20 and TIL01 had 10 million reads and depth of 10, B73 read depth was calculated as: 20 depth / 20 million * 10 million and TIL01 read depth was calculated as 10 depth / 10 million * 10 million.

To measure overall maize and teosinte read depth at segregating sites, we combined read depth at segregating sites from the various crosses into a single overall comparison. We did this in different ways for the parent inbred comparisons and the F_1_ hybrid crosses. The independently collected F1 hybrid RNAseq reads were combined by summing gene read depth at segregating SNPs across all hybrids. The parent inbred maize-teosinte comparisons used the same parent inbred RNAseq reads for each “cross” that it was involved in, resulting in non-independence of parent comparisons with shared maize or teosinte parent inbred lines. Consequently we combined maize and teosinte parent expression by calculating the weighted percent maize read depth for each gene. This was done by (A) calculating the percent maize depth (unscaled) per million reads and total depth at each segregating site (B) averaging this percent maize for each gene while weighting each site’s contribution by the total depth of that site and finally (C) calculating final maize and teosinte depth count by multiplying gene maize percent by total depth across all segregating sites and inbred parents and rounding to the nearest whole number.

An important component of the analysis was designation of CCT genes as having consistent *cis* expression in a weighted percentage of crosses. This weighted percentage was calculated as the percentage of assayed F_1_ crosses that favored the maize or teosinte allele weighted by the overall depth of each maize-teosinte comparison. This method for making a weighted percentage was also used in generating lists of genes in the *cis* only (weighted by F_1_ depth) and *trans* only regulatory categories (weighted by parent depth) with consistent expression patterns.

**Drop1 F_1_ analysis**

A drop1 analysis of the F_1_ data was done to assess the average influence of any single data point on overall *cis* effect obtained by summing the F_1_ read depth. This was done by calculating the difference in *cis* effect, log_2_(hybrid ratio), for any single gene caused by dropping a single F_1_ contribution to the read counts and computing an average for each gene. This analysis reveals the vast majority of genes (99.75%) having less than a 0.1 average difference in log_2_(hybrid) value when dropping a single F_1_ contribution to expression ratio (Figure S5). Consequently, we conclude that the average influence of individual F_1_ comparisons is minor and proceeded with calculating overall maize versus teosinte comparisons.

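Leaving out 1 F1 at a time changed the log2 F1 ratio of a gene by less than 0.1 on average, with sign, for 99.2% of genes in ear, 99.2% in leaf and 99.2% in stem. Changes of opposite sign cancel in this average. The mean of the absolute change was below 0.1 for 93.4% of the 16726 genes of ear, 93.2% of the 16540 genes of leaf and 93.4% of the 16700 genes of stem, and its median was 0.02 in each tissue. With a minimum depth of 1 read, 73.9% of ear genes had a mean absolute change below 0.1.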

**Alternative FDR cutoff (5%) for significant *cis* and *trans***

While we used an FDR of 0.5% for primary analysis as done by McManus *et al.* [1], we also investigated the increase in size of CCT-ABC gene lists when using a higher FDR (5%) to designate significant binomial and Fisher’s exact tests. The use of 5% FDR is expected to shift genes into the *cis* + *trans* and *cis* x *trans* regulatory categories due to previously non-significant binomial tests (for the F_1_ *cis* effect and parent overall effect) and Fisher’s exact tests (*trans*) becoming significant. This would result in fewer conserved, *cis* only, and *trans* only genes. Of direct impact on this analysis in terms of candidate genes, we expected to only gain genes in the candidate CCT gene lists that show consistent *cis* regulatory effects.

We calculated the increased size in terms of raw number and percent of the CCT gene lists when using a 5% FDR cutoff. As expected, the only difference was adding previously non-CCT genes to the various CCT-ABC gene lists. Table S21 shows the count and percent increase of A, B, and C for each tissue, which was typically quite small with the largest increase in size being for the C list with an increase of approximately 10%. The smallest CCT-A candidate gene lists also saw the smallest increase in size (1, 2, and 1 gene for ear, leaf, and stem respectively). Since the increase in number and percent was relatively minor for the higher confidence CCT-AB gene lists, we used CCT gene lists generated with 0.5% FDR for downstream analyses.

**Calling and filtering of segregating sites with GATK**

GATK [2,3] was used to call variants (both indel and SNP) as well as filter variants by several criteria. The *UnifiedGenotyper* tool and *VariantFiltration* tool were called separately for indel and SNP variants. The important parameter for *UnifiedGenotyper* in both indel and SNP calling was -stand_emit_conf set to 1.0. This sets the minimum confidence for a variant to be output and the setting of 1.0 is very relaxed to allow maximum recovery of tentative variants (segregating sites). The *VariantFiltration* tool used four custom filters that ignored sites with too many/too large fraction of reads with low mapping quality (HARD_TO_VALIDATE), ignored sites if strand bias was too high (Indel/SNPSBFilter), ignored sites if total read depth was less than four or greater than 100 (Indel/SNPDPFilter), and ignored sites with too long homo-polymer runs (SNPHRunFilter). SNPs were further filtered to be ignored if occurring in clusters of three or more in a 10 bp window (-cluster 3 -window 10).

The explicit code used for these calls is as follows for indel variants:

java –jar GenomeAnalysisTK.jar -T UnifiedGenotyper -glm INDEL -R maize_agp_v2.fasta -stand_call_conf 2.0 -stand_emit_conf 1.0 -dcov 100 -A DepthOfCoverage -I alignment.bam -o GATK_indel.vcf

java -jar GenomeAnalysisTK.jar -T VariantFiltration -R maize_agp_v2.fasta -filter "MQ0 >= 4 && ((MQ0 / DP) > 0.1)" -filter "QUAL<30.0" -filter "SB>-1.0" -filter "DP>100 || DP<4" -filterName HARD_TO_VALIDATE -filterName IndelQUALFilter -filterName IndelSBFilter -filterName IndelDPFilter --variant GATK_indel.vcf -o GATK_indel_filtered.vcf

The explicit code used for these calls is as follows for SNP variants:

java –jar GenomeAnalysisTK.jar -T UnifiedGenotyper -glm SNP -R maize_agp_v2.fasta -stand_call_conf 2.0 -stand_emit_conf 1.0 -dcov 100 -A DepthOfCoverage -I alignment.bam -o GATK_snp.vcf

java GenomeAnalysisTK.jar -T VariantFiltration -R maize_agp_v2.fasta --mask:VCF GATK_indel_filtered.vcf --maskName CloseToIndel -filter "MQ0 >= 4 && ((MQ0 / DP) > 0.1)" -filter "SB>=0.10" -filter "HRun>=4" -filter "DP>100 || DP<4" -filterName HARD_TO_VALIDATE -filterName SNPSBFilter -filterName SNPHRunFilter -filterName SNPDPFilter -cluster 3 -window 10 --variant GATK_snp.vcf -o GATK_snp_filtered.vcf

***de novo* assembly**

As an alternative to pseudo-transcriptomes, we briefly explored the possibility of using *de novo* transcriptomes assembled for each parental line from RNAseq data. If such accurate parental transcriptomes were available, allele-specific expression levels could be estimated for matched transcripts (paired by clustering or anchoring to the B73 annotated transcriptome) in terms of RPKM values obtained using any standard RNAseq analysis pipeline. Preliminary tests of this strategy were performed using Trinity [4] as the transcriptome assembler. These tests showed that the assembly was unable to properly represent gene duplication events, often producing chimeras of two paralogs, different in the two lines being compared. This effect is probably exacerbated by the fact that only single-end reads were used in our assembly. Since this problem significantly complicates a meaningful comparison of allele expression, we decided not to pursue this avenue in the present work.

**Other domestication candidate genes**

We examined six genes identified in the literature as potential maize domestication genes and two known domestication genes (*tb1* and *tga1*) and compared the RNAseq expression data to expectations for these genes (Table S20). The RNAseq data for *tb1* and *tga1* match published qRT-PCR expression data. Three of the six other genes had predicted expression biases based on gene function and all three fit these expectations. The three remaining putative domestication genes (*OsMADS56*, *zagl1*, and *zfl2*) all show a maize-teosinte expression difference, however neither phenotype nor gene function provide a prediction as to whether the maize or teosinte allele should be expressed more highly. Here we review these eight genes.

The evolution of maize plant and ear architecture is controlled in part by *teosinte branched1* (*tb1*) [5]. In domesticated maize, high expression of *tb1* leads to arrest of bud outgrowth and a more apically dominant plant, as well as changes in ear morphology. In the ear RNAseq data, *tb1* was classified as *cis* + *trans* with slightly less than a two-fold increase in maize. This is consistent with expectations from the literature [5]. 

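The gene tb1 (AC233950.1_FG002, chromosome 1, sites from 265746677 to 265747682 of B73 AGPv2) had 1147 maize and 716 teosinte reads in ear F1s (61.6% maize, Wilson 95% interval 59.3 to 63.8), a ratio of 1.60 and a log2 ratio of 0.68. The maize allele was higher in 13 of 17 crosses, and over 16 crosses with reads of both alleles the log2 ratio had an SD of 0.71. The ear parents had 917 maize and 444 teosinte reads, a ratio of 2.07. Fisher's exact test of F1s against parents gave a q-value of 0.000346, which places the gene in the cis+trans category, and it was on none of the 3 lists. In edgeR's quasi-likelihood test with crosses as pairs the log2 ratio was 0.70 (Benjamini-Hochberg adjusted p = 0.0108 over 16796 genes), above the threshold of 0.005 used here. Without the B73 crosses the log2 F1 ratio was 0.48. Of the 9 genes that the paper names, 8 with an identifier and 1 by a symbol that the RefSeq table pairs with an identifier, all tested in ear, edgeR called 3 in the F1s with Benjamini-Hochberg adjusted p over all genes and 4 with p adjusted over the list alone.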

In our collection of teosinte inbreds, two lines (TIL03 and TIL09) are known to carry the maize haplotype at *tb1*. Thus, F_1_s with these teosinte inbreds should not show a maize-teosinte expression difference and they do not. F_1_s involving TIL03 and TIL09 having a sum maize:teosinte expression ratio of 239:261 (approximately equal expression) while other F_1_s sum to 802:426 (nearly 2-fold higher maize expression). This precisely matches published expectation and it is an impressive example of the power of our experiment to accurately quantify allele specific expression for genes and alleles of interest.

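The 5 F1s of TIL03 and TIL09 had 246 maize and 268 teosinte reads of tb1 in ear, 47.9% maize (Wilson 95% interval 43.6 to 52.2), and the maize allele was higher in 1 of them. The 12 other F1s had 901 and 448 reads, 66.8% maize (64.2 to 69.3), a ratio of 2.01, and the maize allele was higher in all 12. The mean log2 ratio was -0.02 ± 0.31 (SD, n = 5 crosses) in the first group and 1.03 ± 0.60 (SD, n = 11 crosses with reads of both alleles) in the second, a difference of -1.04 (two-sided exact permutation test over crosses, p = 0.00137). With each cross left out in turn, the difference stayed between -1.18 and -0.93. Crosses that share a parent are not independent.

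**Figure D6:**
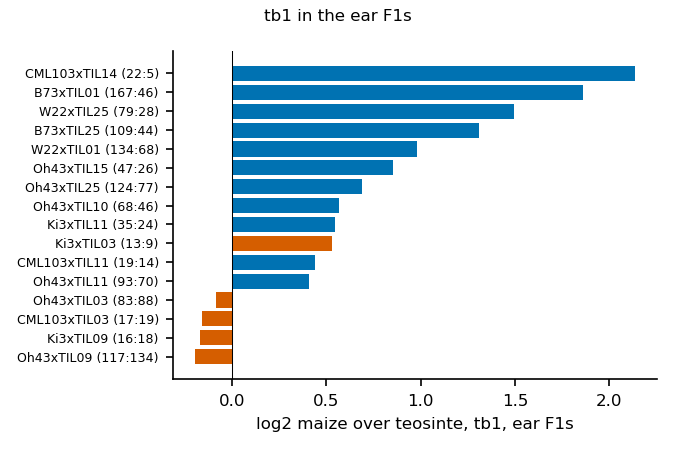
Log2 ratio of maize over teosinte reads of tb1 in each ear F1 with reads of both alleles, with the read counts beside the cross. F1s of TIL03 and TIL09 lie near 0 (mean -0.02) and the other F1s lie above 0 (mean 1.03).

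The paper takes TIL03 and TIL09 as known carriers of the maize haplotype at tb1, and it reasons that no difference between alleles should appear in their F1s.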

The maize domestication gene *teosinte glume architecture* (*tga1*) controls the development of the fruitcase that covers the kernels in teosinte which is lacking in maize [6]. Published qRT-PCR data show equal expression of the maize and teosinte alleles, and an amino acid substitution was implicated as the causative polymorphism that was the target of selection during domestication. Consistent with this information, the RNAseq data show equal allele-specific expression in the F_1_s although higher teosinte expression in the parent data because the fruitcase structure develops in the teosinte ear but not in the maize ear. 

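The gene tga1 (GRMZM2G101511, chromosome 4, sites from 44509111 to 44512827 of B73 AGPv2) had 99 maize and 116 teosinte reads in ear F1s, 46.0% maize (Wilson 95% interval 39.5 to 52.7). A difference between alleles was not detectable at this depth (q-value of the exact binomial test 0.0921). Over 7 crosses with reads of both alleles the log2 ratio had an SD of 0.56. The ear parents had 121 maize and 261 teosinte reads, a log2 ratio of -1.11, and Fisher's exact test between F1s and parents gave a q-value of 0.000276, which places the gene in the trans only category. In edgeR's quasi-likelihood test on parent libraries the adjusted p was 0.0825 by Benjamini-Hochberg. The first lane alone gave a log2 F1 ratio of -0.63.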

Again, the data match published information.

Pod corn, a phenotype with the kernels covered by a glume, has been shown to be caused by increased expression of *zea mays MADS19* (*zmm19*) in the developing female inflorescence [7]. In the RNAseq data, the teosinte allele is expressed 3.63X higher than the maize allele and the gene is classified as *cis* + *trans*. This higher expression of the teosinte allele agrees with the prediction that higher expression of *zmm19* contributes to glume growth and encased kernels (a teosinte phenotype). 

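The gene zmm19 (GRMZM2G370777, chromosome 4, sites from 178887682 to 178894291 of B73 AGPv2) had 497 maize and 668 teosinte reads in ear F1s, 42.7% maize (Wilson 95% interval 39.8 to 45.5), so that the teosinte allele was 1.34 times the maize allele. The ear parents had 161 maize and 564 teosinte reads, with teosinte 3.50 times maize. The F1 log2 ratio of -0.43 had an SD of 1.31 over 19 crosses with reads of both alleles, and the maize allele was higher in 10 crosses and the teosinte allele in 10. Fisher's exact test placed the gene in the cis+trans category. In edgeR's quasi-likelihood test the adjusted p was 0.368 for the F1 alleles and 0.0114 for the parent libraries (Benjamini-Hochberg). In leaf F1s the gene had 6210 maize and 6057 teosinte reads (50.6% maize) and was conserved, and in stem F1s 14468 and 13086 (52.5% maize), where it was cis only and on the C list. The paper proposes tissue specific regulatory elements in its promoter.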

Interestingly, this expression difference is specific to the ear and expression is very close to 1:1 in the leaf and stem, suggesting that there may be tissue specific regulatory elements in its promoter.

Two YABBY transcription factors (*ZmSh1-1* and *ZmSh1-5.1*) have been identified as candidates for genes controlling ear shattering in teosinte and loss of shattering in maize [8]. Based on analysis of these genes in *Sorghum*, the prediction is that the maize (non-shattering) allele should be expressed lower than the teosinte allele [8]. 

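The YABBY gene ZmSh1-5.1 (GRMZM2G074124, chromosome 5, sites from 16129578 to 16129795 of B73 AGPv2) had 97 maize and 297 teosinte reads in ear F1s, 24.6% maize (Wilson 95% interval 20.6 to 29.1), and the teosinte allele was higher in all 6 crosses. Its log2 F1 ratio was -1.61 with an SD of 0.52 over 6 crosses, and edgeR's quasi-likelihood test gave a Benjamini-Hochberg adjusted p of 0.00335. Its parents had 16 maize and 205 teosinte reads in ear. In stem F1s, where the parents stay below the minimum depth, it had 268 maize and 232 teosinte reads. ZmSh1.1 (GRMZM2G085873, chromosome 1, sites from 260366657 to 260366723) had 17 maize and 137 teosinte reads in ear F1s, 11.0% maize (7.01 to 17.0), and the teosinte allele was higher in 4 of 5 crosses. Only 3 crosses had reads of both of its alleles, with an SD of 2.42 in log2 ratio, and edgeR gave an adjusted p of 0.0540. Its parents had 5 maize and 218 teosinte reads. Both genes were cis+trans, and both had too few crosses for the A, B and C lists.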

Although there is RNAseq data for only a few F1s, the data meet the prediction with lower expression of the maize allele. Furthermore, we have experimentally confirmed this result by qRT-PCR (Doebley lab, unpublished).

The *Arabidopsis* ortholog of *zea agamous like1* (*zagl1*), *SOC1*, was identified as a selection candidate gene [9]. In Arabidopsis, this gene (*SOC1*) functions in the flowering time pathway [10]. QTL fine-mapping data from the Doebley Lab (unpublished) show that the maize allele confers more rows of kernels in the ear. 

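The gene zagl1 (GRMZM2G026223, chromosome 1, sites from 4862072 to 4863883 of B73 AGPv2) had 2288 maize and 1568 teosinte reads in ear F1s, 59.3% maize (Wilson 95% interval 57.8 to 60.9), with the maize allele higher in 16 of 17 crosses. Its log2 F1 ratio was 0.55 with an SD of 0.34 over the 17 crosses, and edgeR's quasi-likelihood test gave a Benjamini-Hochberg adjusted p of 0.000378. The ear parents had 1863 maize and 769 teosinte reads, a log2 ratio of 1.28, and the gene was cis+trans and on the B list. In leaf F1s it had 831 maize and 537 teosinte reads and was compensatory, and in stem F1s 382 and 283 reads and was cis only, on none of the lists in either tissue.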

The RNAseq data shows elevation of maize expression in the ear, however we have no prior hypothesis to predict that higher expression is expected based in phenotype or gene function.

The maize homolog of *OsMADS56* (GRMZM2G070034) was identified as a putative target of selection and shown with expression microarray analysis to have higher expression in maize [11]. 

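The homolog of OsMADS56 (GRMZM2G070034, chromosome 9, sites from 125379587 to 125380643 of B73 AGPv2) had 606 maize and 438 teosinte reads in ear F1s, 1136 and 73 in leaf F1s and 244 and 25 in stem F1s, or 58.0% (Wilson 95% interval 55.0 to 61.005), 94.0% (92.5 to 95.2) and 90.7% (86.6 to 93.6) maize. The maize allele was higher in 13 of 19 crosses in ear, 20 of 20 in leaf and 19 of 19 in stem. The cis effect was 0.47 in ear, 3.96 in leaf and 3.29 in stem, with a mean of 2.57. The trans effect was -0.02, 1.1042 and -0.75, with a mean of 0.11. The gene was cis only in ear and stem and cis+trans in leaf, and it was on the A list in leaf and stem. In edgeR's quasi-likelihood test the F1 log2 ratio was 0.36 in ear (Benjamini-Hochberg adjusted p = 0.285), 3.90 in leaf (adjusted p = 3.95e-09) and 3.13 in stem (adjusted p = 4.17e-08).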

The RNAseq data show much higher expression for the maize allele in all three experimental tissues and the gene is classified as having largely *cis* effects (average *cis* effect of 2.57 and average *trans* of 0.25). In rice, over-expression of *OsMADS56* leads to delayed flowering in long day conditions [12], however flowering time is not a domestication trait. Many flowering time genes also affect inflorescence structure, and this gene was potentially under selection for an effect on inflorescence structure. We have no prior hypothesis to predict that higher expression in maize is expected based on phenotype or gene function.

One of the maize homologs of the *Antirrhinum* *floricaula* and *Arabidopsis* *leafy* gene called *zfl2* has been designated as a putative maize domestication gene based on location near a QTL for kernel row number and a genetic complementation test [13]. *zfl2* was also tagged as a selection candidate gene [11]. In *Antirrhinum* and *Arabidopsis*, the gene functions in the flowering time pathway [14]. Although flowering time is not a domestication trait, *zfl2* influences kernel row number and inflorescence structure in maize [13] and these are domestication traits. 

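The gene zfl2 (GRMZM2G180190, chromosome 2, sites from 12641820 to 12644013 of B73 AGPv2) had 155 maize and 123 teosinte reads in ear F1s, 55.8% maize (Wilson 95% interval 49.9 to 61.5), with the maize allele higher in 6 of 9 crosses. Its log2 F1 ratio of 0.33 had an SD of 1.05 over 7 crosses and was not distinguishable from 0 at this depth (q-value of the exact binomial test 0.0250), and without the B73 crosses it was -0.03. The ear parents had 245 maize and 67 teosinte reads, a log2 ratio of 1.87, and the gene was trans only. From edgeR the Benjamini-Hochberg adjusted p was 0.435 for the F1 alleles and 0.0232 for the parent libraries.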

RNAseq data show slightly higher allele specific expression of the maize allele. There are no published qRT-PCR data to which the RNAseq data can be compared.

Taken as a group, these eight genes fit one or more of the following criteria: (1) show a maize-teosinte expression bias that is consistent with published qRT-PCR data, (2) show a maize-teosinte expression bias that is consistent with expectations based on gene function, and (3) show a maize-teosinte expression bias that supports the gene’s role as a domestication candidate gene, although the directionality of the bias was not predicted.

**Supplemental Text References:**

1. McManus CJ, Coolon JD, Duff MO, Eipper-Mains J, Graveley BR, et al. (2010) Regulatory divergence in Drosophila revealed by mRNA-seq. Genome Res 20: 816–825. doi:10.1101/gr.102491.109.

2. McKenna A, Hanna M, Banks E, Sivachenko A, Cibulskis K, et al. (2010) The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. Genome Res 20: 1297–1303. doi:10.1101/gr.107524.110.

3. DePristo MA, Banks E, Poplin R, Garimella K V, Maguire JR, et al. (2011) A framework for variation discovery and genotyping using next-generation DNA sequencing data. Nat Genet 43: 491–498. doi:10.1038/ng.806.

4. Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, et al. (2011) Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol 29: 644–652. doi:10.1038/nbt.1883.

5. Studer A, Zhao Q, Ross-Ibarra J, Doebley J (2011) Identification of a functional transposon insertion in the maize domestication gene tb1. Nat Genet 43: 1160–1163. doi:10.1038/ng.942.

6. Wang H, Nussbaum-Wagler T, Li B, Zhao Q, Vigouroux Y, et al. (2005) The origin of the naked grains of maize. Nature 436: 714–719. doi:10.1038/nature03863.

7. Wingen LU, Münster T, Faigl W, Deleu W, Sommer H, et al. (2012) Molecular genetic basis of pod corn (Tunicate maize). Proc Natl Acad Sci 109: 7115–7120. doi:10.1073/pnas.1111670109.

8. Lin Z, Li X, Shannon LM, Yeh C-T, Wang ML, et al. (2012) Parallel domestication of the Shattering1 genes in cereals. Nat Genet 44: 720–724. doi:10.1038/ng.2281.

9. Vigouroux Y, McMullen M, Hittinger CT, Houchins K, Schulz L, et al. (2002) Identifying genes of agronomic importance in maize by screening microsatellites for evidence of selection during domestication. Proc Natl Acad Sci U S A 99: 9650–9655. doi:10.1073/pnas.112324299.

10. Lee H (2000) The AGAMOUS-LIKE 20 MADS domain protein integrates floral inductive pathways in Arabidopsis. Genes Dev 14: 2366–2376. doi:10.1101/gad.813600.

11. Hufford MB, Xu X, van Heerwaarden J, Pyhäjärvi T, Chia J-M, et al. (2012) Comparative population genomics of maize domestication and improvement. Nat Genet 44: 808–811. doi:10.1038/ng.2309.

12. Ryu C-H, Lee S, Cho L-H, Kim SL, Lee Y-S, et al. (2009) OsMADS50 and OsMADS56 function antagonistically in regulating long day (LD)-dependent flowering in rice. Plant Cell Environ 32: 1412–1427. doi:10.1111/j.1365-3040.2009.02008.x.

13. Bomblies K, Doebley JF (2006) Pleiotropic effects of the duplicate maize FLORICAULA/LEAFY genes zfl1 and zfl2 on traits under selection during maize domestication. Genetics 172: 519–531. doi:10.1534/genetics.105.048595.

14. Weigel D, Alvarez J, Smyth DR, Yanofsky MF, Meyerowitz EM (1992) LEAFY controls floral meristem identity in Arabidopsis. Cell 69: 843–859.

How the deposited data were processed for this re-analysis (not part of the article)

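The authors deposited read counts for each library and sequencing lane, with 1 line per transcript and segregating site. For F1s the deposited counts are reads of the maize allele and reads of the teosinte allele, and for inbreds they are reads of that inbred at the sites of its crosses. The authors aligned RNA-seq reads with Bowtie, perfect alignments only, to the combined transcriptomes of the 2 parents, built from the B73 genome version AGPv2 with variants called by BWA and GATK, and kept sites with genomic coverage in both parents. The counts were not normalized by the authors, and 448 deposited samples hold them. No reads were realigned here.

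The 180 F1 libraries and 88 parent libraries were read in full. The 8 F1 libraries of Mo17xTIL25 and CML103xTIL25 were left out of the main results, as the paper's list of crosses does not hold them. Tissues were taken from the sample labels, also for the 2 libraries of sequencing pool 6 for which the labels and Table S19 differ. Each genomic position of a gene was counted once, on the transcript with the most reads, out of 534606 sites over all crosses. Gene models were not restricted to the maize filtered gene set. Of 53921 gene models with sites, 17165 (31.8%) have an identifier in the RefSeq reference table, which was used for 1 alternative only.

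Lanes and replicates were summed per genotype and tissue. Tests of alleles were exact two-sided binomial tests with the smaller tail doubled, F1 and parent depths were compared by Fisher's exact test, and Storey's q-values with a bootstrap estimate of the share of true nulls were held at a false discovery rate of 0.005, for genes with a depth of at least 100 in F1s and in parents. The lists required 15 F1s, 3 maize and 5 teosinte inbreds. The linear model, the dominance ratio and the lists follow the paper's methods. As tests with the cross or the library as the unit, edgeR's quasi-likelihood test was run on F1 alleles with the cross as a block and on parent libraries with offsets for the sites of each inbred, and DESeq2 was run as an alternative to both. The trended dispersion of edgeR was fitted on 1 of every 8 genes, ordered by mean level, and interpolated for the others, and parent libraries were normalized by TMM. DESeq2 used a local fit of dispersion and no independent filtering. Replicate numbers showed no pairing of libraries of different inbreds on average, so the replicate block is an alternative only.

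The choice of crosses, tests, thresholds, alternatives and named genes was made before the data were examined, with 1 exception that changes results. The plan named the total depth of each inbred in the files as the main scaling of the parents. After the files were opened, and before any category, list or direction was computed, this was replaced by factors fitted at the sites that 2 inbreds share, for the reason that an inbred's counts cover the sites of its own crosses alone, so that totals of inbreds with different crosses are sums over different sites. The scaling first planned is kept as an alternative, and under it the direction of the CCT lists is reversed. The other alternatives chosen after the data were seen are the libraries that Table S18's depths imply, the 3 B73xTIL01 libraries left out, the gene models listed in RefSeq, and the libraries of an inbred summed in the edgeR fit of the parents.

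Named genes are every gene the paper or its Table S20 names with an identifier, or with a symbol that the RefSeq table pairs with an identifier (1 gene), whose values in the paper's tables count as seen before, and in each tissue the 3 CCT A-list genes with the largest log2 F1 ratio toward maize and the 3 toward teosinte, among genes with F1 and parent depth of at least 100.

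The methods were run on simulated counts with the depths of the ear data. Of 200 genes with a 1.5-fold change of each kind, 77% of cis only, 81% of trans only and 84% of compensatory genes were placed in their category. Of 200 genes changed by a log2 ratio of 1 in size, which is more than 1.5-fold, edgeR on F1 alleles recovered 68% and DESeq2 59%. Each called 1 unchanged gene. The binomial test on summed depths recovered 97% and also called 6858 unchanged genes (41.3%), because the simulated crosses differed by more than counting error. On parent libraries edgeR recovered 36% of the 200 and called 37 unchanged genes, with the replicate block 35% and 29, with inbred sums 0% and 0, and DESeq2 48.5% and 129, so that many of the calls between parent libraries may be false. Dominance classes were recovered for 83.8% of additive, 84.5% of maize-dominant and 86.2% of teosinte-dominant genes. The ratio of R-squared values was 49.0% where teosinte parents varied by an SD of 0.6 and maize parents by 0.3, and 109% where both varied by 0.3.

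The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Permutation tests used 100000 draws and bootstrap standard errors 200. Results that need lists of selection candidates, methylation, microarray, transcription factor, trait locus or pathway genes were not analysed here.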

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

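The tests on the B73xTIL01, Mo17xTIL25 and CML103xTIL25 libraries, on B73, on the scaling of the parents and on a general tilt of F1 depth, and the comparison of dominance between tissues were chosen only after the result was seen.

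The share of F1 reads with the maize allele was compared among the F1s of an inbred, in groups of 4 to 7 crosses, and the mean depth of parent libraries among the maize inbreds and among the teosinte inbreds of a tissue, in groups of 6 or 9 inbreds. In 5 of these 32 groups, all of F1s, 1 cross stood apart from the others by Dixon's test at the 95% level. Chance alone gives about 1 in 20 groups. B73xTIL01 stood apart in leaf with 65.2483% among the F1s of B73 and among the F1s of TIL01, and in stem with 63.1578% in both groups. Ki3xTIL09 stood apart in stem with 51.565% among the F1s of Ki3, and no explanation was tested for it.

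In B73xTIL01 the raised share sits in 1 of the 2 libraries of each tissue, with 56.9% in ear, 80.7% in leaf and 80.1% in stem. The other libraries of the cross reach at most 50.7% (50.6815), which argues against a bias of mapping toward B73. Read depth of the library does not explain it either, since at least 4 libraries of the same tissue are shallower than each of the 3. At sites where TIL25 carries the maize allele the maize share of the 3 libraries was higher than at sites where it carries the teosinte allele, by at least 27.3 percentage points (27.2708), and by at most 0.626 in the other libraries of the cross. In leaf and stem the share where TIL25 carries the maize allele was 98.5% and 98.6%, which leaves little room for reads of B73xTIL01 and is consistent with libraries made from another cross of TIL25. In ear the share at such sites was 65.9% and the largest difference was for Oh43 (35.3 percentage points), consistent with a mixture that holds another cross of TIL25. A ranking of pairs of inbreds put B73xTIL25 first in leaf (mean squared error 0.0400, next pair 0.0914) and in stem (0.0397 and 0.0917). In ear it put Oh43xTIL25 first (0.0402 and 0.0524). For the 3 other libraries of B73xTIL01 it put a pair with Oh43 slightly ahead of B73xTIL01. The errors there were 0.0226 against 0.0239 in ear, 0.0232 against 0.0244 in leaf and 0.0216 against 0.0231 in stem. The ranking thus favors B73xTIL25 in leaf and stem by a wide margin, but with these misses it does not settle the cross, least of all in ear. How the libraries came to be so was not tested. The libraries were kept as labelled. No biological explanation was tested.

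The maize allele was higher for a smaller share of the CCT-ABC list in ear than in leaf, with a difference of -5.56414 percentage points (permutation of tissue labels within genes, p = 0.00012, Benjamini-Hochberg adjusted p = 0.00036 over 3 tests), and than in stem, with a difference of -2.98396 (p = 0.0335, adjusted p = 0.0503, which fails the correction). The median F1 ratio of the filtered genes was 1.02-fold in ear and 1.03-fold in leaf and stem. Taking it out of the reads balances higher and lower genes whatever the cause. A test of this kind therefore cannot tell a general tilt of F1 reads toward maize from other causes. With the reads so scaled and the lists rebuilt, the maize allele was higher for 50.5% (50.4667) of ABC genes in ear, 51.2% (51.1782) in leaf and 48.8% (48.8253) in stem (exact binomial tests, p = 0.727, 0.4002 and 0.401). Of the ABC genes of 1.5-fold or more, 54.1% in leaf were then still higher for maize (exact binomial test, p = 0.0412), against 50% in ear and 50.4% in stem. Alignment that favors maize reads and slightly higher expression of many maize alleles would each give a tilt of this size, and no test here separates them. With the lists rebuilt without the B73 crosses the share was 57.0% in ear, 55.7% in leaf and 54.5% (54.4817) in stem, still above 50% (exact binomial tests, p = 2.99e-07, 4.99e-05 and 0.00145), which argues against a bias toward the reference in the B73 crosses as the whole cause. The share fell by up to 7.86 percentage points (7.85682, leaf). Part of the fall goes with the 3 B73xTIL01 libraries described above, since without these alone the share was 57.0% in ear, 60.6% in leaf and 56.4% in stem. For the rest, a bias toward the reference as part of the cause cannot be told apart from other differences of B73, because B73 is both the reference and a parent, and other maize alleles may be closer to it than teosinte alleles are. Of genes called by edgeR on F1 alleles without a depth filter, which uses no parent depths, at least 61.6% (61.5925) in any tissue were higher for the maize allele, which argues against the scaling of the parents as the whole cause. Which genes are listed does depend on it, and under the scaling first planned the shares were 20.8%, 27.5% and 19.1%. The order of the tissues depends on the libraries of B73. Without the B73 crosses the share in ear was above those in leaf and stem, and without the 3 B73xTIL01 libraries it was above that in stem, so the difference between tissues rests in part on these libraries. A biological difference between tissues stays open.

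Among dominant trans only genes of the ABC list, the share with a dominant maize allele was higher in ear than in stem by 12.4552 percentage points (permutation test, p = 0.00912, Benjamini-Hochberg adjusted p = 0.0137 over 3 tests) and higher in leaf than in stem by 15.2482 (p = 0.00039, adjusted p = 0.00117). With F1 depth scaled by the median gene ratio the share in ear and leaf was at least 69.5% (69.5035), which argues against the scale of F1 depth as the cause of the excess there. The shares moved with the libraries used. Without replicate 1 they were 55.9% in ear, 70.2% in leaf and 49.1% in stem, and without replicate 2 they were 72.8%, 65.3% and 39.2%, so that stem was lowest each time and the gap to ear was smaller without replicate 1. A biological difference between tissues stays open.

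The F1 libraries of 2 crosses that the paper does not report have maize shares far from 50%. Mo17xTIL25 had 98.2514% in leaf and 98.6719% in stem. In at least 99.0% (99.0385) of windows of 10 Mb the share was above 90%, consistent with plants that carry Mo17 alleles on both chromosome copies. Other F1s of Mo17 or TIL25 had at most 50.9% (50.9232) at the same sites, which argues against mapping bias. CML103xTIL25 had 31.4007% in leaf and 31.6469% in stem. Its maize share was higher where 4 other maize inbreds carry the CML103 allele than where they carry the TIL25 allele, by at least 24.0 percentage points (23.9645), consistent with a maize parent other than CML103. Another teosinte parent beside CML103 would leave the CML103 allele in about 50% of the reads or more, and the highest share of the 4 libraries was 31.9% (31.9465), which argues against it. A cross in which neither parent is the labelled one stays open. No biological explanation was tested for either cross.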

How the results depend on the processing

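The alternatives with the libraries that Table S18's depths imply, without the 3 B73xTIL01 libraries, with gene models listed in RefSeq and with inbred sums were chosen only after the data were seen, and the tests under them with them, while scaling the parents by their whole file was planned first and made an alternative after the files were opened.

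Of 4960 values computed under alternatives, 4292 stayed the same, 52 were weaker, 6 stronger, 555 moved and 55 were reversed. Of the 4125 under alternatives written before, 3592 stayed the same, 40 were weaker, 4 stronger, 451 moved and 38 were reversed, and of the 835 under added alternatives 700, 12, 2, 104 and 17. An alternative under which a gene has too few reads or a test no genes gives no value and is not counted. The reversed values, and the changed values of the results on genes assayed, categories, lists and their overlap, direction, R-squared ratios, dominance, percent cis, calls and replicate correlations, follow by setting, with the main value in brackets, and other changed values are only counted. Of settings not listed below, values moved under a depth minimum of 50 (9) or 200 (9, and 1 weaker), bins and ratios from different parent replicates (10), the F1 ratio tested against the overall maize share (5), unweighted sums of scaled parent depths (2), and parent ratios centred on their median, 0.5 added to each count and the unweighted linear model (1 each).

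The scaling of the parents departs from the plan. Total depth of each inbred in the files was to be the main scaling, and it was replaced, after the files were opened and before categories, lists or directions were computed, by factors fitted at shared sites. It is counted among the added alternatives as "parents scaled by their whole file". Under it the maize allele is higher for a minority of CCT-ABC genes, at 20.8% in ear, 27.5% in leaf and 19.1% in stem, so that the direction of the lists rests on this choice. The odds ratio of B73 against other crosses also rose there, to 1.33 in leaf (main 1.02, Fisher's exact test, p = 0.00341) and 1.68 in stem (main 1.0988, p = 1.38e-06). With the 2 other alternatives for this scaling, parent ratios centred on their median and no scaling, that direction was not reversed.

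With "parents scaled by their whole file": cis only ear 721 (main 3375), leaf 878 (main 2636), stem 626 (main 3611), and trans only ear 6542 (main 3085), leaf 5799 (main 3399), stem 5891 (main 2082), and cis+trans ear 4000 (main 2613), stem 4008 (main 2196). Also there: cis x trans ear 4165 (main 1210), leaf 4415 (main 1738), stem 4961 (main 1026), and compensatory ear 556 (main 1235), leaf 737 (main 1464), stem 587 (main 1544), and conserved ear 540 (main 3211), leaf 642 (main 2558), stem 447 (main 3568). Also there: ambiguous ear 272 (main 2067), leaf 397 (main 1706), stem 247 (main 2740), and percent maize-higher of the CCT ABC-list ear 20.8 (main 58.0), leaf 27.5 (main 63.6), stem 19.1 (main 61.02), and percent maize-higher of the CCT AB-list ear 33.3 (main 62.8), leaf 36.6 (main 64.4), stem 30.2 (main 62.1). Also there: B73 odds ratio ear 1.12 (main 0.986), and parent calls stem 15651 (main 9768).

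With "deepest site of each gene only": cis+trans ear 1217 (main 2613), leaf 1711 (main 3112), stem 957 (main 2196), and cis x trans ear 568 (main 1210), leaf 919 (main 1738), stem 436 (main 1026), and conserved ear 5205 (main 3211), leaf 4166 (main 2558), stem 5757 (main 3568). Also there: CCT genes ear 3819 (main 5988), leaf 3786 (main 5748), stem 3610 (main 5807), and filtered CCT genes ear 3181 (main 5028), leaf 3114 (main 4782), stem 2984 (main 4891), and CCT A-list ear 32 (main 53), stem 14 (main 37). Also there: CCT B-list ear 248 (main 547), leaf 219 (main 464), stem 225 (main 443), and CCT C-list ear 599 (main 1037), leaf 540 (main 901), stem 491 (main 936), and R-squared ratio of CCT A-list ear 64.3 (main 57.0), stem 48.2 (main 56.9). Also there: percent maize-dominant cis only ear 44.2 (main 54.5), stem 48.2 (main 50.3), and B73 odds ratio leaf 0.983 (main 1.02), and log2 F1 ratio of zmm19 leaf -0.15 (main 0.036). Also there: compensatory stem 1010 (main 1544), and percent maize-dominant trans only stem 47.3 (main 55.6), and dominance odds ratio of AB-list stem 1.63 (main 2.21). Also there: edgeR F1 calls ear 389 (main 839), leaf 236 (main 689), stem 287 (main 687).

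With "FDR of 5%": cis+trans ear 4721 (main 2613), leaf 5182 (main 3112), stem 4219 (main 2196), and cis x trans ear 2342 (main 1210), leaf 2994 (main 1738), stem 2024 (main 1026), and conserved ear 1168 (main 3211), leaf 945 (main 2558), stem 1410 (main 3568). Also there: ambiguous ear 1228 (main 2067), leaf 785 (main 1706), stem 1606 (main 2740).

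With "depth minimum of 1": conserved ear 9267 (main 3211), leaf 8683 (main 2558), stem 10090 (main 3568), and ambiguous ear 3260 (main 2067), leaf 3271 (main 1706), stem 4334 (main 2740), and genes assayed leaf 25351 (main 16613), stem 25954 (main 16767). Also there: CCT A-list leaf 47 (main 25), stem 58 (main 37), and B73 odds ratio leaf 0.983 (main 1.02), and genes assayed in all 3 tissues 23153 (main 15003).

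With "genes listed in RefSeq": conserved ear 2139 (main 3211), leaf 1659 (main 2558), and CCT A-list ear 23 (main 53), leaf 14 (main 25), stem 20 (main 37), and CCT B-list ear 350 (main 547). Also there: B73 odds ratio ear 1.00 (main 0.986), and rise in percent cis ear 3.26 (main 24.3), and ambiguous leaf 1121 (main 1706). Also there: R-squared ratio of CCT A-list leaf 51.1 (main 47.1), and dominance odds ratio of ABC-list stem 1.31 (main 1.62), and percent maize-dominant cis only stem 48.8 (main 50.3). Also there: dominance odds ratio of AB-list stem 1.199 (main 2.21).

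With "edgeR, cross as block": F1 calls ear 839 (main 9516), leaf 689 (main 9960), stem 687 (main 10264).

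With "DESeq2, cross as block": F1 calls ear 1199 (main 9516), leaf 1004 (main 9960), stem 1048 (main 10264), and edgeR F1 calls stem 1048 (main 687).

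With "edgeR on parent libraries": parent calls ear 1330 (main 11267), leaf 1184 (main 11581), stem 240 (main 9768).

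With "DESeq2 with its size factors": parent calls ear 2375 (main 11267), leaf 2451 (main 11581), stem 741 (main 9768), and edgeR parent calls ear 2375 (main 1330), leaf 2451 (main 1184), stem 741 (main 240).

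With "at least 10 F1s": CCT A-list ear 81 (main 53), leaf 48 (main 25), stem 60 (main 37).

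With "at least 20 F1s": CCT A-list ear 32 (main 53), leaf 13 (main 25), stem 22 (main 37).

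With "every cross counted once": CCT B-list ear 204 (main 547), leaf 130 (main 464), stem 159 (main 443), and CCT C-list leaf 596 (main 901), stem 613 (main 936).

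With "first lane only": B73 odds ratio ear 1.01 (main 0.986), and F1 replicate correlation ear 0.958 (main 0.973), stem 0.945 (main 0.961), and CCT A-list stem 20 (main 37). Also there: R-squared ratio of CCT A-list stem 51.3 (main 56.9), and percent maize-dominant trans only stem 48.3 (main 55.6).

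With "depth minimum of 1000 for percent cis": rise in percent cis ear 16.2 (main 24.3).

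With "B73 crosses left out": percent maize-dominant cis only ear 49.6 (main 54.5), and log2 F1 ratio of zfl2 ear -0.031 (main 0.33), and log2 F1 ratio of zmm19 leaf -0.10 (main 0.036). Also there: R-squared ratio of CCT A-list stem 62.9 (main 56.9), and dominance odds ratio of ABC-list stem 1.32 (main 1.62), and dominance odds ratio of AB-list stem 1.55 (main 2.21). Also there: edgeR F1 calls ear 390 (main 839), leaf 324 (main 689), stem 362 (main 687), and edgeR parent calls leaf 706 (main 1184), stem 130 (main 240).

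With "no outlier removal": percent maize-dominant cis only ear 46.9 (main 54.5), stem 49.1 (main 50.3), and dominance odds ratio of ABC-list leaf 1.08 (main 1.86).

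With "F1 scaled by the median gene ratio": percent maize-dominant cis only ear 49.0 (main 54.5).

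With "libraries as in Table S18": percent maize-dominant cis only ear 49.7 (main 54.5), stem 49.4 (main 50.3), and B73 odds ratio leaf 0.932 (main 1.02), stem 0.986 (main 1.099), and log2 F1 ratio of zmm19 leaf -0.025 (main 0.036). Also there: dominance odds ratio of ABC-list stem 1.31 (main 1.62), and dominance odds ratio of AB-list stem 1.68 (main 2.21).

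With "Pearson correlation of log2(depth + 1)": F1 replicate correlation ear 0.958 (main 0.973), stem 0.947 (main 0.961).

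With "Benjamini-Hochberg adjustment": B73 odds ratio leaf 0.994 (main 1.02).

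With "no scaling of the parents": B73 odds ratio leaf 1 (main 1.02).

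With "3 B73xTIL01 libraries left out": B73 odds ratio leaf 0.932 (main 1.02), stem 0.981 (main 1.099), and log2 F1 ratio of zmm19 leaf -0.025 (main 0.036), and dominance odds ratio of ABC-list stem 1.34 (main 1.62). Also there: dominance odds ratio of AB-list stem 1.76 (main 2.21).

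With "all 31 crosses": R-squared ratio of all genes leaf 126 (main 88.0), stem 128 (main 86.5), and R-squared ratio of CCT ABC-list leaf 121 (main 82.8), stem 124 (main 80.5), and R-squared ratio of CCT AB-list leaf 115 (main 76.7), stem 117 (main 75.6). Also there: R-squared ratio of CCT A-list leaf 110 (main 47.1), stem 137 (main 56.9), and dominance odds ratio of ABC-list stem 1.03 (main 1.62), and percent maize-dominant cis only stem 47.0 (main 50.3). Also there: percent maize-dominant trans only stem 48.9 (main 55.6), and dominance odds ratio of AB-list stem 1.46 (main 2.21), and edgeR F1 calls leaf 332 (main 689), stem 273 (main 687).

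With "pool-6 libraries left out": dominance odds ratio of ABC-list stem 1.30 (main 1.62).

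With "pool-6 libraries in the tissues of Table S19": percent maize-dominant cis only stem 46.1 (main 50.3).

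With "inbred sums": edgeR parent calls ear 368 (main 1330), leaf 61 (main 1184), stem 16 (main 240).

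Without replicate 1 to 4 in turn, cis+trans ear 1680 to 2597, CCT A-list ear 31 to 52, B73 odds ratio ear 0.988 to 1.02, rise in percent cis ear 6.13 to 24.7. Lowest and highest were, for R-squared ratio of CCT A-list ear 44.3 to 66.9, percent maize-dominant trans only ear 55.9 to 72.8, log2 parent ratio of OsMADS56 ear -0.062 to 0.94, log2 F1 ratio of tga1 ear -0.24 to 0.026. The range was, for cis+trans leaf 1538 to 3112, cis x trans leaf 846 to 1738, conserved leaf 2558 to 4046, CCT A-list leaf 14 to 26. Lowest and highest were, for B73 odds ratio leaf 0.976 to 1.18, R-squared ratio of CCT A-list leaf 43.4 to 75.9, dominance odds ratio of ABC-list leaf 1.33 to 2.12, percent maize-dominant cis only leaf 47.2 to 60.5. The range was, for log2 F1 ratio of zmm19 leaf -0.0065 to 0.049, log2 parent ratio of zmm19 leaf -0.22 to 0.069, cis+trans stem 1223 to 2196, cis x trans stem 630 to 1026. Lowest and highest were, for CCT genes stem 3727 to 5807, filtered CCT genes stem 3230 to 4891, CCT A-list stem 16 to 37, CCT B-list stem 280 to 443. The range was, for CCT C-list stem 621 to 936, B73 odds ratio stem 0.945 to 1.21, R-squared ratio of CCT A-list stem 38.3 to 83.9, percent maize-dominant cis only stem 49.2 to 52.2. Lowest and highest were, for percent maize-dominant trans only stem 39.2 to 55.6, dominance odds ratio of AB-list stem 1.58 to 2.21, edgeR F1 calls ear 548 to 825, edgeR parent calls ear 179 to 1325. The range was, for edgeR F1 calls leaf 219 to 689, edgeR parent calls leaf 7 to 1184, edgeR F1 calls stem 262 to 687, edgeR parent calls stem 5 to 240.

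The numbers of parent replicates showed no pairing of libraries of different inbreds on average. The mean correlation between inbreds of the difference between replicates was 0.0157 in ear, -0.0271 in leaf and 0.00810 in stem. Single correlations ran from -0.455 to 0.610 in ear, -0.734 to 0.727 in leaf and -0.415 to 0.565 in stem. Pairing by sequencing pool, which the numbers do not follow for every inbred, was not tested. With the number as a replicate block, edgeR called 1278 genes between parents in ear, 1064 in leaf and 208 in stem. The unit and the normalization changed the split of calls between parents. By TMM 35.1% of the genes called in ear, 60.7% in leaf and 49.2% in stem were higher in maize, with inbred sums 25.5%, 49.2% and 31.25%, and by DESeq2's size factors 31.5%, 40.7% and 34.0%. The cause was not tested.

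Depth limits what a call can show. Genes with 100 to 199 F1 reads in ear were called down to a ratio of 1.47-fold, and at a depth of 100 independent reads a share of 50% has a half-width of 9.62 percentage points.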

Differences from the paper's values

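No test in this part was chosen after a result was seen, and the alternatives that were so chosen are named as such where they appear. Of 784 values of the paper that were also computed here, 723 do not differ by the measure used and 61 do. A value differs when it lies more than 1.5 times from the paper's and beyond the spread between replicates. Settings in quotation marks are those under which each value was computed again, and those set before the data were examined are given first.

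CCT A-list genes with the teosinte allele higher in ear: the paper's value is 9 and the value here 15. The difference is absent with "without replicate 1", "without replicate 2", "B73 crosses left out", "deepest site of each gene only" and "at least 20 F1s", and remains with each other alternative run for it. Genes entering the proportion due to cis, log2 5+ in stem: the paper's value is 60 and the value here 35. It is present with each alternative run for it. It turns to the other side of the paper's value with "0.5 added to each count" (100). Genes with only the maize parent significant, CCT AB-list in leaf: the paper's value is 62 and the value here 38. With "all 31 crosses" and "B73 crosses left out" it is absent, and remains with each other alternative run for it. It is also absent with "libraries as in Table S18" and "3 B73xTIL01 libraries left out", chosen after seeing the values. Genes with only the maize parent significant, CCT A-list in leaf: the paper's value is 3 and the value here 1. It disappears with "all 31 crosses" and "B73 crosses left out", and remains with each other alternative run for it. Genes with only the maize parent significant, CCT A-list in stem: the paper's value is 2 and the value here 1. It is present with each alternative run for it. The value lies on the other side of the paper's with "all 31 crosses" (4) and "B73 crosses left out" (6). Genes with only the teosinte parent significant, CCT A-list in leaf: the paper's value is 8 and the value here 4. No difference is found with "without replicate 1" and "deepest site of each gene only", and remains with each other alternative run for it. Maize-dominant trans only ABC-list genes in ear: the paper's value is 112 and the value here 190. The values come together with "without replicate 1" and "no outlier removal", and remains with each other alternative run for it. Chosen after seeing the values, "genes listed in RefSeq" closed it too. Maize-dominant trans only ABC-list genes in leaf: the paper's value is 117 and the value here 246. The difference is absent with "all 31 crosses", "without replicate 2", "B73 crosses left out", "deepest site of each gene only" and "no outlier removal", and remains with "pool-6 libraries in the tissues of Table S19", "pool-6 libraries left out", "first lane only", "without replicate 1", "without replicate 3", "without replicate 4", "median over crosses" and "F1 scaled by the median gene ratio". The same holds with "genes listed in RefSeq", chosen after seeing the values.

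Maize-dominant trans only ABC-list genes in stem: the paper's value is 35 and the value here 69. With "all 31 crosses", "without replicate 2", "B73 crosses left out" and "deepest site of each gene only" it is absent, and remains with each other alternative run for it. Among alternatives chosen after seeing the values, it is absent with "genes listed in RefSeq". Maize-dominant trans only AB-list genes in stem: the paper's value is 10 and the value here 21. It disappears with "all 31 crosses", "without replicate 1" and "deepest site of each gene only", and remains with each other alternative run for it. Teosinte-dominant trans only AB-list genes in stem: the paper's value is 13 and the value here 23. No difference is found with "all 31 crosses", "without replicate 1", "B73 crosses left out", "deepest site of each gene only" and "no outlier removal", and remains with "pool-6 libraries in the tissues of Table S19", "pool-6 libraries left out", "first lane only", "without replicate 2", "without replicate 3", "without replicate 4", "median over crosses" and "F1 scaled by the median gene ratio". It is also absent with "genes listed in RefSeq", chosen after seeing the values. OsMADS56 teosinte parent reads in stem: the paper's value is 12 and the value here 19. The values come together with "B73 crosses left out", and remains with "all 31 crosses", "pool-6 libraries in the tissues of Table S19", "pool-6 libraries left out", "first lane only", "without replicate 3" and "without replicate 4". OsMADS56 trans effect, mean over tissues: the paper's value is 0.25 and the value here 0.11. No alternative was run for it. Additional A-list genes at an FDR of 5% in ear: the paper's value is 1 and the value here 0. No alternative was run for it. Additional A-list genes at an FDR of 5% in stem: the paper's value is 1 and the value here 0. No alternative was run for it. Additional B-list genes at an FDR of 5% in leaf: the paper's value is 21 and the value here 34. No alternative was run for it.

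Segregating sites per cross in ear: the paper's value is 54000 and the value here 83570. It is present with each alternative run for it. It turns to the other side of the paper's value with "deepest site of each gene only". Segregating sites per cross in leaf: the paper's value is 54000 and the value here 83155. It is present with each alternative run for it. The value lies on the other side of the paper's with "deepest site of each gene only". Segregating sites per cross in stem: the paper's value is 54000 and the value here 83155. It is present with each alternative run for it. It turns to the other side of the paper's value with "deepest site of each gene only". Trans only A-list genes in ear: the paper's value is 58 and the value here 90. The difference is absent with "without replicate 1", "without replicate 2", "deepest site of each gene only", "depth minimum of 200", "FDR of 5%", "no scaling of the parents" and "at least 20 F1s", and remains with each other alternative run for it. Chosen after seeing the values, "genes listed in RefSeq" closed it too. Trans only A-list genes in stem: the paper's value is 5 and the value here 9. With "depth minimum of 200" and "at least 20 F1s" it is absent, and remains with each other alternative run for it. The same holds with "genes listed in RefSeq", chosen after seeing the values. The value lies on the other side of the paper's with "deepest site of each gene only" (2). Trans only A-list genes, any tissue: the paper's value is 90 and the value here 152. It disappears with "without replicate 2", "deepest site of each gene only", "FDR of 5%", "no scaling of the parents" and "at least 20 F1s", and remains with each other alternative run for it. Among alternatives chosen after seeing the values, it is absent with "genes listed in RefSeq". P value of B73 against non-B73 crosses in ear: the paper's value is 0.1824 and the value here 0.859. It is present with each alternative run for it. The scaling of the parents first planned, kept as an added alternative, gave 0.276, where the difference is absent. P value of B73 against non-B73 crosses in leaf: the paper's value is 0.1256 and the value here 0.875. No difference is found with "without replicate 2" and "without replicate 3", and remains with each other alternative run for it. It is also absent with "libraries as in Table S18", "3 B73xTIL01 libraries left out" and "genes listed in RefSeq", chosen after seeing the values. The scaling of the parents first planned gave 0.00341, within the spread between replicates of the paper's value but on the other side of 0.05.

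F1 read depths in ear, the paper's value first and the value here second: B73xTIL01 (maize 548658 and 1393501, teosinte 535692 and 1203210). The values come together with "first lane only", "without replicate 1", "without replicate 2" and "deepest site of each gene only", and remains with each other alternative run for it. Chosen after seeing the values, "libraries as in Table S18" and "3 B73xTIL01 libraries left out" closed it too.

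Depths of ear F1s, the paper's value first and the value here second: Oh43xTIL01 (maize 682952 and 1644638, teosinte 616802 and 1550765). The difference is absent with "pool-6 libraries in the tissues of Table S19", "pool-6 libraries left out", "first lane only", "without replicate 1", "without replicate 2" and "deepest site of each gene only", and remains with each other alternative run for it. The same holds with "libraries as in Table S18", chosen after seeing the values.

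F1 read depths in leaf, the paper's value first and the value here second: B73xTIL01 (maize 614147 and 1845305, teosinte 593725 and 982822). With "first lane only", "without replicate 1" and "deepest site of each gene only" it is absent, and remains with each other alternative run for it. Among alternatives chosen after seeing the values, it is absent with "libraries as in Table S18" and "3 B73xTIL01 libraries left out".

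Depths of leaf F1s, the paper's value first and the value here second: B73xTIL09 (maize 1180324 and 1984931, teosinte 1118945 and 1902766), B73xTIL14 (maize 771348 and 1297964, teosinte 760024 and 1287366), CML103xTIL03 (maize 963230 and 1592758, teosinte 993682 and 1646079), Ki3xTIL03 (maize 971472 and 1576276, teosinte 943044 and 1534017). Likewise in leaf, the paper's value first: Ki3xTIL09 (maize 1025711 and 1749065, teosinte 979150 and 1652241), Mo17xTIL01 (maize 1138774 and 1844532, teosinte 1093467 and 1779861), Oh43xTIL01 (maize 934191 and 1549603, teosinte 889704 and 1471488), Oh43xTIL03 (maize 900744 and 1515420, teosinte 880510 and 1476699). Likewise in leaf, the paper's value first: Oh43xTIL15 (teosinte 1332572 and 2436006), W22xTIL01 (maize 949562 and 1553172, teosinte 948154 and 1550071), W22xTIL03 (maize 1089639 and 1775371, teosinte 1094997 and 1783189), W22xTIL11 (teosinte 1271521 and 2065834). Likewise in leaf, the paper's value first: W22xTIL14 (maize 959118 and 1560950, teosinte 1011552 and 1659655). It disappears with "first lane only", "without replicate 1", "without replicate 2" and "deepest site of each gene only", and remains with each other alternative run for it.

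F1 read depths in leaf, the paper's value first and the value here second: Oh43xTIL10 (maize 1330090 and 2201860, teosinte 1271902 and 2105563), Oh43xTIL15 (maize 1409167 and 2579529), W22xTIL11 (maize 1222795 and 1966385). No difference is found with "first lane only", "without replicate 1" and "without replicate 2", and remains with each other alternative run for it.

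Depths of stem F1s, the paper's value first and the value here second: B73xTIL01 (maize 814435 and 2152489). The values come together with "first lane only", "without replicate 1", "without replicate 2" and "deepest site of each gene only", and remains with each other alternative run for it. It is also absent with "libraries as in Table S18" and "3 B73xTIL01 libraries left out", chosen after seeing the values.

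F1 read depths in stem, the paper's value first and the value here second: Oh43xTIL11 (maize 842869 and 1721272, teosinte 832338 and 1711037). The difference is absent with "pool-6 libraries in the tissues of Table S19", "pool-6 libraries left out", "first lane only", "without replicate 1", "without replicate 2" and "deepest site of each gene only", and remains with each other alternative run for it. Chosen after seeing the values, "libraries as in Table S18" closed it too.

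Where a direction or a gene is concerned, the following statements of the paper met other values here. The paper gives zmm19 a strong excess of the teosinte allele in ear. In F1s the teosinte allele was 1.34 times the maize allele, and in parents 3.50 times, and the paper's fold is close to the parent value only. The paper describes OsMADS56 as much higher for the maize allele in each tissue. In ear F1s it had 58.0% maize reads, against 94.0% in leaf and 90.7% in stem, and edgeR gave an adjusted p of 0.285 in ear. The paper reports slightly higher expression of the maize allele of zfl2. The F1 ratio here was 55.8% maize and was not past the test (q-value 0.0250). On the AB lists the paper finds more dominance among trans only genes significant in ear and leaf alone, and the odds ratio of the AB list in stem here was 2.21 (Fisher's exact test, p = 0.0144). The paper finds a lower share of variation explained by maize parents throughout, and with all 31 crosses, 2 of which have maize shares far from 50%, the ratio in leaf and stem was above 100%, at 126% and 128%. The paper's Table S2 heads its columns with signs opposite to those its text uses for the same direction, so its counts were compared by the text's direction.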

Other observations

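The tests on pool 6, on the leaf replicates, and, for the R-squared ratio, on the design, single inbreds, the 3 B73xTIL01 libraries and genes with nearly equal alleles were chosen only after the result was seen, and those on AB genes of each direction, exchanged alleles, tb1 and strongly diverged genes were written before.

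Table S19 and the sample labels differ in the tissue of 2 libraries of sequencing pool 6. The mean Spearman correlation of each with libraries of its cross was higher for the labelled tissue than for the tissue of Table S19, by at least 0.0110, which argues against the tissues of that table.

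Replicate correlations were lowest in leaf F1 pairs. Across the 29 pairs, Spearman's rho between the lower depth of a pair and its correlation was -0.219 (p = 0.254), with no tendency for shallow pairs to correlate less. Of the pairs from the same 2 sequencing pools as a pair below 0.9, 7 were below 0.9 and 13 were not, which argues against the pool as the cause. Of 53 leaf libraries with libraries of their cross in each tissue, 5, each from a pair below 0.9, correlated more closely with the stem libraries of the cross than with its other leaf library. Differences in the tissue sampled or between plants stay open and were not tested.

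The maize R-squared was below the teosinte R-squared over all genes. With F1s exchanged at random among crosses the ratio was at least 102% (102.471), which argues against the numbers of inbreds and crosses as the cause. Without the 3 B73xTIL01 libraries it was at most 86.7% (86.7198), which argues against these libraries as the cause. With 1 teosinte inbred left out it rose, whichever was left out, as it does when a model has fewer teosinte inbreds. Against the same crosses with their F1s exchanged at random, which gave means of 124% to 133%, the ratio was at most 83.3% (83.3133) whichever of the 6 was left out, which argues against a single teosinte inbred as the whole cause. In AB genes with the teosinte allele higher the ratio was above 100% in each tissue, up to 107% (106.657), while it was below 100% in genes with the maize allele higher. The ratios above 100% were not distinguishable from equal R-squared (permutation tests, p = 0.453 in ear, 0.845 in leaf and 0.461 in stem). Reads of the lower allele set the spread of a log2 ratio and could give this pattern in AB genes, and loss of diversity in maize cannot be told apart from it there, because the direction of a gene and the depth of its lower allele go together. In conserved and trans only genes, where the 2 alleles have nearly equal reads, with a median log2 difference of at most 0.08 in either direction, the ratio was at most 91.1% (91.1241) and below that of exchanged F1s in each draw, which argues against reads of the lower allele as the whole cause in these genes. Loss of diversity in maize stays open as a biological explanation.

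The binomial test on summed F1 reads calls many genes when alleles are exchanged in randomly chosen crosses, with a median of at least 51.8% (51.839) of the real count, consistent with differences between crosses beyond counting error. Counting the real labels among the splits, a count as large was found in 1 of 100 splits for F1 binomial calls and for CCT-ABC genes in each tissue. For edgeR calls on F1 alleles it was 1 of 24 splits. A random exchange of single crosses can thus be excluded for these at the 5% level. Crosses share parents, and effects common to the F1s of 1 inbred are not kept together by such an exchange, so these are not excluded. For parents, 6 of the 15 inbreds were drawn as the first group. A count of binomial calls as large was found in 1 of 100 splits in ear, 2 of 100 in leaf and 7 of 100 in stem, so chance cannot be excluded for the binomial calls between stem parents. For edgeR calls between parents, on libraries and on inbred sums, it was 1 of 40 splits in each tissue.

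The difference in tb1 between F1s of TIL03 and TIL09 and the others was -0.93 (-0.930416) or further from 0 with any 1 cross left out, which argues against 1 cross as its cause. Of genes with a log2 parent ratio of 5 or more, at least 70.9% (70.9459) had 1 allele below 3% of the reads in F1s and in parents. The choice by parent ratio already makes 1 allele rare in the parents, so only the F1 part is informative. Alleles that give no reads at these sites would give it, through absence of the gene or of alignments as well as through low expression.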
